# Microbiota-assisted iron uptake promotes immune tolerance in the intestine

**DOI:** 10.1038/s41467-023-38444-2

**Published:** 2023-05-15

**Authors:** Lizhen Zhu, Geng Li, Zhixin Liang, Tuan Qi, Kui Deng, Jiancheng Yu, Yue Peng, Jusheng Zheng, Yan Song, Xing Chang

**Keywords:** Regulatory T cells, Inflammatory bowel disease, Iron, Mucosal immunology

## Abstract

Iron deficiencies are the most common nonenteric syndromes observed in patients with inflammatory bowel disease, but little is known about their impacts on immune tolerance. Here we show that homeostasis of regulatory T cells in the intestine was dependent on high cellular iron levels, which were fostered by pentanoate, a short-chain fatty acid produced by intestinal microbiota. Iron deficiencies in Treg caused by the depletion of Transferrin receptor 1, a major iron transporter, result in the abrogation of Treg in the intestine and lethal autoimmune disease. Transferrin receptor 1 is required for differentiation of c-Maf^+^ Treg, major constituents of intestinal Treg. Mechanistically, iron enhances the translation of HIF-2α mRNA, and HIF-2α in turn induces c-Maf expression. Importantly, microbiota-produced pentanoate promotes iron uptake and Treg differentiation in the intestine. This subsequently restores immune tolerance and ameliorated iron deficiencies in mice with colitis. Our results thus reveal an association between nutrient uptake and immune tolerance in the intestine.

## Abstract (web summary)

Iron deficiencies are a common non intestinal symptom seen in patients with irritable bowel disease. Here the authors show an associative link between microbiota assisted uptake of nutrients including iron and the promotion of immune tolerance in the intestine.

## Introduction

As an essential nutrient, iron has a direct impact on the immune system^1,2^, and iron deficiencies and iron overload are thus closely related to immune disorders^3,4^. Notably, iron deficiencies are frequently observed in patients with inflammatory bowel diseases (IBDs, including Crohn’s disease and ulcerative colitis)^5,6^, resulting from increased bleeding into the intestinal lumen, gut microbiota dysbiosis^7^, and inflammatory responses^8,9^. Moreover, iron deficiency has been observed in patients prior to the onset of IBD^10^, and systemic iron levels have been inversely associated with the risk for IBD in some prospective analyses^5,10^. These clinical observations suggest a causal effect of reduced iron uptake on the progression of IBD, but whether and how iron homeostasis impacts the maintenance of immune tolerance in the intestine have not been elucidated.

In addition to its critical roles in many enzymatic reactions^11–13^, iron directly regulates gene expression to enable the rapid response of cells to environmental cues^14–16^. The most well-characterized iron-regulated genes contain iron-responsive elements (IREs), which are conserved short stem–loops found in either the 5’ untranslated regions (UTR) or 3’UTRs of genes involved in iron homeostasis (*e.g*., transferrin receptor, ferritin light chain)^17^. For example, transferrin receptor is harboring five IREs in its 3’UTR. Intracellular iron modulates interactions between IREs and RNA-binding proteins, including iron regulatory proteins (i.e., IRP1 and IRP2), thus enabling dynamic gene expression in response to perturbations of iron homeostasis. When intracellular iron is scarce, IRPs bind to IREs and block the translation of genes that are involved in the uptake and storage of iron, such as Ferritin and Transferrin receptor, which helps to conserve iron and prevent it from being stored in excess^18^. Conversely, when iron levels are high, IRPs dissociate from IREs, allowing the translation of the Ferritin and Transferrin receptor and enabling cells to take up and store excess iron. Although initially identified in genes participating in iron homeostasis, IREs are also found in genes not directly involved in iron homeostasis. The importance of iron-mediated gene regulation for processes other than the maintenance of iron homeostasis remains unknown.

Regulatory T cells (Tregs) are a specialized lineage of helper T cells expressing the lineage transcription factor Foxp3^19^ and are essential for the maintenance of self-tolerance, including immune tolerance in the intestine^20,21^. Similar to conventional T cells, regulatory T cells further differentiate into effector cells (effector Tregs or eTregs) to fully execute their suppressive functions^22^, a process often accompanied by the acquisition of other transcription factors (*e.g*., T-bet, Bcl6, Gata-3, RORγt)^23^. The variegated expression of these transcription factors further specifies the transcriptomes, localization, and effector functions of Tregs, giving rise to diverse effector Treg subsets residing in lymphoid and nonlymphoid organs to maintain tissue homeostasis and tolerance^23^. As a prototypical Treg subset in nonlymphoid organs, Tregs residing in the lamina propria of the intestine require continuous interaction with the intestinal microbiota to sustain the expression of specialized transcription factors (e.g., RORγt)^24–27^ and acquire gut-specific phenotypes and metabolic patterns to maintain intestinal homeostasis^28–30^. The mechanisms by which the microbiome regulates intestinal Treg homeostasis have not been fully elucidated.

In this study, we showed that the differentiation of regulatory T cells in the intestinal mucosa was critically dependent on their higher levels of intracellular iron, the uptake of which was promoted by pentanoate, a microbiota-produced short-chain fatty acid (SCFA). Decreased cellular iron levels in regulatory T cells via the specific depletion of Transferrin receptor I (TfR1) resulted in lower cellular iron levels and early-onset lethal autoimmune disease. Under noninflammatory conditions or upon acute inactivation, TfR1 deficiency specifically abolished Treg cells in the intestine, leading to intestinal inflammation. Mechanistically, intracellular iron promoted the expression of hypoxia-induced factor 2α (HIF-2α) via IREs located in its 5’-UTR, and the elevated HIF-2α level further enhanced the expression of c-Maf, a transcription factor critical for the differentiation of intestinal Treg cells. More importantly, microbiota-produced pentanoate promoted iron procurement and c-Maf^+^ Treg differentiation in the intestine, alleviating both colonic inflammation and iron deficiency in a murine model of colitis. Together, our data revealed a previously unrecognized association between iron metabolism and Treg homeostasis in the intestine, underscoring the importance of commensal bacteria in promoting immune tolerance by modulating nutrient procurement.

## Results

### TfR1-mediated iron uptake by Treg cells is critical for the maintenance of immune tolerance

To analyze the impacts of iron deficiency on regulatory T cells and immune tolerance, we specifically depleted TfR1 (coded by the *Tfrc* gene), a major iron transporter, in Treg cells by crossing *Tfrc*^*loxp/loxp*^ mice^16^ with *Foxp3*^YFP-IRES-Cre^ mice^31^. In the resulting *Tfrc*^fl/fl^ *Foxp3*^YFP-IRES-Cre/y^ mice (referred to as *Tfrc* cKO mice thereafter), TfR1 was specifically deleted in Treg cells (Fig. 1a, Supplementary Fig. S1a), resulting in total intracellular iron levels reduced by ~50% (8.58 ng/10^6^ cells vs 4.10 ng/10^6^ cells) as determined by inductively coupled plasma–mass spectrometry (ICP–MS) (Fig. 1b). The partial reduction in the cellular iron concentration in TfR1-deficient Treg cells was in line with previous studies showing that T cells utilize nontransferrin-bound iron (NTBI)^32,33^, the uptake of which is independent of TfR1.

**Fig. 1:**
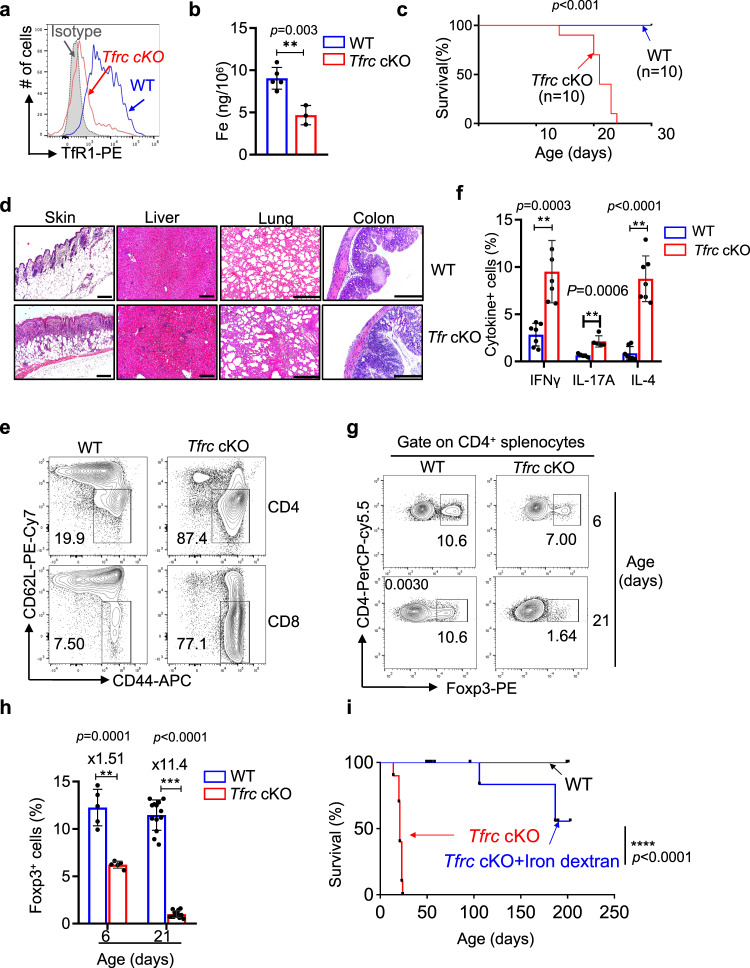
Loss of TfR1 in Treg cells results in lethal autoimmunity. **a** Representative histogram comparing the expression of TfR1 in splenic Treg cells (CD4^+^Foxp3^+^) from 3-week-old *Tfrc* cKO mice (*Tfrc*^fl/fl^ *Foxp3*^YFP-IRES-Cre/y^ mice) and their WT littermates (*Tfrc*^+/+^ *Foxp3*^YFP-IRES-Cre/y^ mice). Grey-shaded areas represent staining with an isotype control antibody. The data are representative of 5 independent experiments. **b** The intracellular iron levels in CD25^+^YFP^+^ cells isolated from either female *Tfrc*^*fl/fl*^ *Foxp3*^*Cre-YFP/+*^ (*Tfrc* cKO Treg) or *Tfrc*^*+/+*^*Foxp3*^*Cre-YFP/+*^ (WT Treg) mice were determined by ICP–MS(*n* = 5 and 3 mice from 3 independent experiments for WT and *Tfrc* cKO respectively) . **c** Kaplan–Meier survival curves of *Tfrc* cKO mice and WT littermates. ^**^P < 0.001 based on Mantel–Cox test. **d** Representative H&E staining of the indicated tissues of 3-week-old *Tfrc* cKO mice and their WT littermates. The data are representative of at least three independent experiments. Scale bars represent 100 μm (skin and liver) or 200 μm (lung and colon). **e** CD4 (upper panels) and CD8 (lower panels) splenocytes were examined for the expression of CD44 and CD62L, and the percentages of the effector/memory population (CD44^hi^CD62L^lo^) are indicated. The data are representative of eight independent experiments. **f** A summary of the percentages of IFNγ-, IL-17A- or IL-4-secreting CD4 T cells from 21-day-old WT or *Tfrc* cKO mice. (*n* = 7 mice for IFNγ; 5 mice for IL-17A; 7 mice for IL-4 from 5 independent experiments). **g**, **h** CD4^+^ splenic T cells of *Tfrc* cKO and WT mice were analyzed for intracellular Foxp3 expression at either 6 days (upper panels) or 21 days (lower panels) of age. The data are a representative (**g**) or summary (**h**) of at least five independent experiments (*n* = 5 for 6-day-old mice,; *n* = 13 for 21-day-old mice).(**b**, **f**, **g**). ^**^p < 0.01, ^***^p < 0.001 in two-tailed Student’s *t test*. Data shown are mean ± SD. **i** Neonatal *Tfrc* cKO mice were treated with iron dextran. Kaplan–Meier survival curves of untreated *Tfrc* cKO, WT mice and *Tfrc* cKO mice receiving iron dextran treatment. ^****^P < 0.0001 based on Mantel–Cox test.

Profoundly, all *Tfrc* cKO mice died from the autoinflammatory disease within 4 weeks of age (Fig. 1c). As early as three weeks after birth, *Tfrc* cKO mice exhibited signs of systemic inflammation (smaller body size, dermatitis, and squinty eyes), similar to *Foxp3*-deficient mice (e.g., Scurfy mice)^34,35^ (Supplementary Fig. S1b). Further analysis revealed an enlarged spleen and lymph nodes (Supplementary Fig. S1c) as well as massive leukocyte infiltration into the skin, liver, intestine, and lungs (Fig. 1d) in *Tfrc* cKO mice. The infiltrating leukocytes in the peripheral organs were mainly T cells and myeloid cells (Supplementary Fig. S1d), while B cells were depleted in the spleen, PBMC, bone marrow, and liver of the *Tfrc* cKO mice. The accumulation of T cells in the periphery was mainly caused by increased cellular proliferation as determined by Ki-67 staining (Supplementary Fig. S2a) rather than diminished cell death (Supplementary Fig. S2b). The thymus displayed severe atrophy in the 3-week-old *Tfrc* cKO mice (Supplementary Fig. S1e). Furthermore, the numbers of effector/memory population (CD44^hi^CD62L^lo^) of T cells (Fig. 1e, Supplementary Fig. S1f) were drastically increased in the 3-week-old *Tfrc* cKO mice compared to their wild-type (WT) littermates. Additionally, flow cytometric analysis revealed that the numbers of splenic CD4 T cells secreting IL-17A, IFN-γ or IL-4 were significantly increased in *Tfrc* cKO mice (Fig. 1f**, `** Fig. S2c), and CD8 T cells in *Tfrc* cKO mice had elevated IFN-γ levels (Supplementary Fig. S2d). Collectively, these data demonstrate that loss of TfR1 in Treg cells results in fatal autoimmune inflammatory responses.

Despite the importance of iron for many important cellular processes, loss of TfR1 does not impair the development of most nonerythroid tissues, including immune cells^16,36,37^. Similarly, *TfR1* deficiency only moderately diminished the homeostasis of Treg cells in the periphery. In 6-day-old *Tfrc* cKO mice that had not yet displayed notable T-cell activation (Supplementary Fig S3a), the proportions of Treg cells in the spleen were reduced by ~30% (from 10.6% to 7.0%) (Fig. 1g, h). Such a reduction was not caused by Treg developmental defects because the Treg numbers in the thymus were comparable between *Tfrc* cKO and WT mice (Supplementary Fig. S3b, c). The proportion of Tregs in the spleen was further reduced in 3-week-old *Tfrc* cKO mice, presumably due to the progression of autoimmune disease and expansion of activated conventional T cells (Fig. 1g, h).

Although TfR1 may function beyond taking up iron-bound transferrin^38^, the lethal autoimmunity in *Tfrc* cKO mice was caused solely by selective iron deficiencies. After treatment with iron dextran, an iron source that is taken up independently of TfR1, *Tfrc* cKO mice were rescued from early lethality and survived for up to 200 days (Fig. 1i). In the iron dextran-treated *Tfrc* cKO mice, the percentages of Treg cells (Supplementary Fig. S3f) and activated/memory T cells (Supplementary Fig. S3g) were restored to levels similar to those in the WT littermates. Together, these data indicate that TfR1-mediated iron uptake is indispensable for the maintenance of immune tolerance by regulatory T cells in vivo.

### Iron promotes the differentiation of c-Maf^+^ eTreg cells

Because *Tfrc* cKO mice developed the lethal autoimmune disease by three weeks of age, we analyzed heterozygous female *Tfrc*^fl/fl^ *Foxp3*^YFP-Cre/+^ mice to circumvent the possible secondary effects of T-cell activation. In these mice, because of random X-chromosome inactivation, the Tregs were comprised of a mixture of WT (Foxp3^+^Cre-YFP^-^) and *Tfrc*-deficient (Foxp3^+^Cre-YFP^+^) cells. In contrast to *Tfrc* cKO (*Tfrc*^fl/fl^ *Foxp3*^YFP-IRES-Cre/y^ mice) mice, adult *Tfrc*^fl/fl^ *Foxp3*^YFP-Cre/+^ mice displayed no detectable inflammatory phenotypes and had normal percentages of activated/memory T cells in the spleen (Fig. S3h). In these mice, the ratios of Foxp3^+^YFP^+^ cells among CD4 T cells were reduced by ~30% compared to those of their counterparts in *Tfrc*^+/+^ *Foxp3*^YFP-Cre/+^ mice (from 3.04% to 2.08%) (Fig. 2 a, b), a magnitude similar to that of the Treg reduction in 6-day-old *Tfrc* cKO mice (Fig. 1g). Despite the partial loss of Treg cells, Foxp3 expression on a per-cell basis was comparable between TfR1-deficient and WT Treg cells (Fig. 2c).

**Fig. 2:**
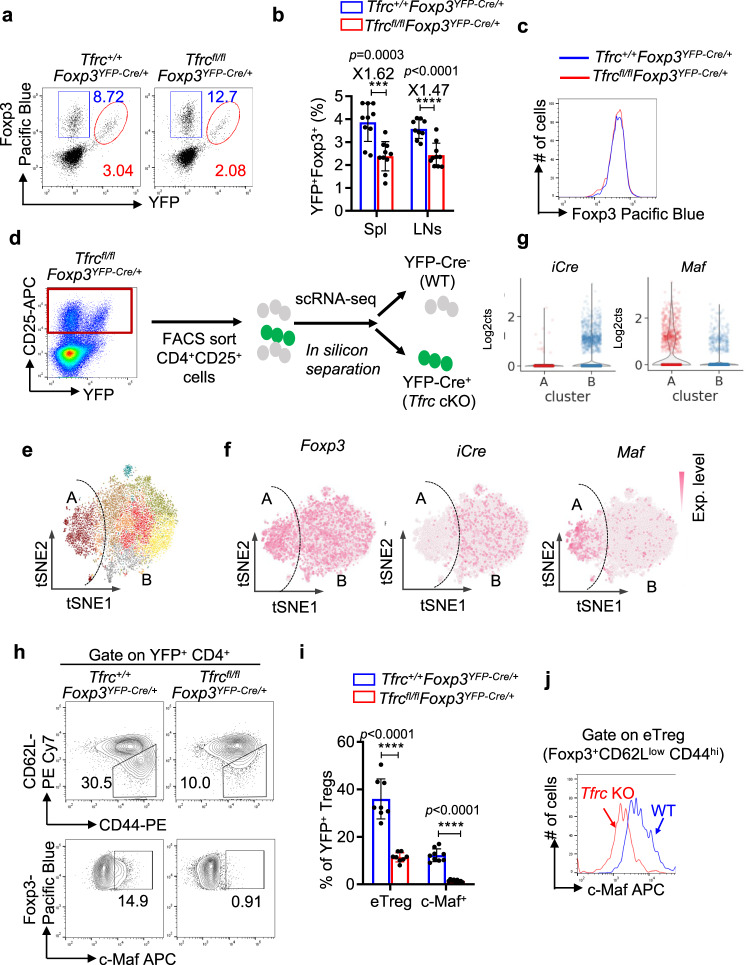
TfR1 promotes the differentiation of c-Maf^+^ Treg cells. **a**–**c** CD4^+^ splenic cells from *Tfrc*^fl/fl^ *Foxp3*^YFP-Cre/+^ and *Tfrc*^+/+^*Foxp3*^YFP-Cre/+^ (WT) female mice were gated and analyzed for YFP and Foxp3 expression. **a** Representative flow cytometric analysis with pregating on CD4^+^ cells; (**b**). Summary of the frequencies of YFP^+^ Foxp3^+^ cells in CD4^+^ T cells from the spleen (*n* = 10 mice) and lymph nodes (*n* = 10 for *Tfrc*^fl/fl^ *Foxp3*^YFP-Cre/+^ mice and *n* = 9 for WT mice); (**c**). Histogram comparing Foxp3 levels in gated CD4^+^Foxp3^+^YFP^+^ cells from the spleen of either *Tfrc*^fl/fl^ *Foxp3*^YFP-Cre/+^ or *Tfrc*^+/+^*Foxp3*^YFP-Cre/+^ female mice. The data are summary (**b**) or representative (**a**, **c**) of five independent experiments. **d**–**g** scRNA-seq analysis of CD4^+^CD25^+^ cells isolated from the spleens of *Tfrc*^fl/fl^ *Foxp3*^YFP-Cre/+^ mice. TfR1-deficient cells (YFP^+^) and WT (YFP^-^) cells were separated in silico based on detection of the YFP-IRES-CRE transcript. **d** Schematic of the experimental design. **e** t-SNE projection of all CD4^+^CD25^+^ cells isolated from *Tfrc*^fl/fl^ *Foxp3*^YFP-Cre/+^ mice. YFP^+^ (Cluster A) and YFP^-^ (Cluster B) cells are indicated; **f**, t-SNE projection of all cells color-coded by normalized counts for *Foxp3* (left), *Cre-YFP* (middle), or *Maf* (right); **g**, Violin plots comparing Cre-YFP (left) and *Maf* (right) expression between cluster A and cluster B. **h**, **i** As in (**a**), CD4^+^ FOXP3^+^YFP^+^ cells from the spleens of *Tfrc*^fl/fl^ *Foxp3*^YFP-Cre/+^ mice were analyzed for the expression of CD62L and CD44 (upper panels) or c-Maf (lower panels). The frequencies of effector Treg cells (CD62L^low^ CD44^hi^, upper panels) and c-Maf^+^ Tregs (lower panels) are indicated. (**h** Representative flow cytometric staining; (**i**). Summary of the c-Maf^+^ Treg cell and eTreg cell percentages (*n* = 8 mice for eTreg analysis; *n* = 9 mice for c-Maf^+^ Treg analysis based on 3 independent experiments). YFP^+^ cells from the *Tfrc*^+/+^*Foxp3*^YFP-Cre/+^ mice were included as controls. **j** As in (**a**), effector Treg cells in the spleen were gated as CD44^hi^CD62L^low^ Foxp3^+^YFP^+^, and c-Maf expression was compared between TfR1-deficient and WT eTreg cells by flow cytometry. The data are representative of three independent experiments. **b**–**i** Data shown are mean ± SD, ^***^p < 0.001, ^****^p < 0.0001 by two-tailed Student’s *t* test.

To investigate which subsets of Treg cells were strictly dependent on TfR1-mediated iron uptake, we conducted single-cell RNA sequencing (scRNA-seq) analysis of total Treg cells (CD25^+^CD4^+^) isolated from heterozygous *Tfrc*^fl/fl^ *Foxp3*^YFP-Cre/+^ mice (Fig. 2d). YFP^-^ Treg cells (Cre-null and Tfrc-undeleted, *n* = 6307) and YFP^+^ Tregs (Cre-positive and Tfrc-deleted, *n* = 247) were subsequently separated in silico based on the expression of the YFP-IRES-Cre transgene. Consistent with previous studies^39,40^, Treg cells in the spleen were mainly separated into two populations, central Tregs (cTregs, cluster B) and effector Tregs (eTregs, cluster A). Compared to the Cre^-^ Treg cells (*aka* WT), the Cre^+^ Treg cells (*aka Tfrc*-deficient cells) had diminished frequencies of the eTreg population (Fig. 2f). We further analyzed the top differentially expressed genes between WT and *Tfrc*-deficient Tregs in our scRNA-seq datasets. Notably, the expression of c-Maf, a transcription factor critical for IL-10 production^41^ and RORγt^+^ Treg differentiation^29,30^, was downregulated most significantly in *Tfrc*-deficient Treg cells compared to their WT counterparts (Fig. 2f, g). These data suggest that intracellular iron is critical for the differentiation of c-Maf^+^ Treg cells.

The reduction in the percentage of c-Maf^+^ cells among TfR1-deficient Treg cells was further validated by flow cytometry. In female *Tfrc*^+/+^*Foxp3*^YFP-Cre/+^ mice, eTregs (CD62L^low^ CD44^hi^) and c-Maf^+^ cells constituted ~30% and ~15% of YFP^+^ Tregs, respectively, while their ratios among YFP^+^ cells (*aka* TfR1-deficient Tregs) in the *Tfrc*^fl/fl^ *Foxp3*^YFP-Cre/+^ mice were reduced to less than 10 and 1%, respectively (Fig. 2h, i). A similar reduction in c-Maf^+^ Treg cell numbers was observed in 6-day-old *Tfrc* cKO mice (Supplementary Fig. S3d, e). Moreover, on a per-cell basis, TfR1-deficient eTreg cells had reduced levels of c-Maf but not Foxp3 compared to those of their WT counterparts (Fig. 2j), indicating that iron was critical for the expression of c-Maf in Treg cells.

The cell-autonomous function of TfR1 in regulating c-Maf^+^ Treg cell differentiation was further confirmed in mixed bone marrow chimeric mice. We constructed bone marrow chimeric mice by transferring *Tfrc* cKO bone marrow cells (CD45.2^+^) mixed at a 1:1 ratio with congenic WT bone marrow cells (CD45.1^+^) into *Rag1*^-/-^ mice (Supplementary Fig. S4a). The presence of WT Treg cells in these mice (CD45.1^+^) prevented T-cell activation and autoimmune disease development (Supplementary Fig. S4b). Similar to the TfR1-deficient cells in the heterozygous female mice, the ratios of Foxp3^+^ cells to CD45.2^+^CD4^+^ T cells in the spleen were reduced by ~50% compared with those of their WT counterparts (Supplementary Fig. S4c, d). Importantly, few eTreg or c-Maf-expressing Treg cells were observed in TfR1-deficient bone marrow-derived cells (Supplementary Fig. S4e, f). Together, these data demonstrated a cell-intrinsic function of *TfR1* in promoting the differentiation and/or maintenance of a subset of Treg cells expressing c-Maf.

Conversely, elevated intracellular iron levels promoted c-Maf expression in Treg cells. We treated WT mice with iron dextran, which increased the Treg ratio (from 13.3% to 17.4%, Suppl. Fig. S5a, b) and, more importantly, resulted in an ~30% increase in c-Maf^+^ Treg cells in the spleen (from 26.5 to 39%, Fig. 3a, b). Moreover, the stimulation of in vitro differentiated Tregs (iTregs) with iron sulfate had little effect on the induction of Foxp3 (Supplementary Fig. S4 c, d), but c-Maf expression was substantially enhanced in a dose-dependent manner (Fig. 3c, d). This induction of c-Maf by iron was not caused by increased cellular proliferation because the iron-treated cells undergoing the same numbers of division had higher c-Maf expression than untreated cells (Supplementary Fig. S5 e, f). Finally, depletion of iron with an iron chelator (Desferoxamine, DFO) repressed c-Maf expression in iTreg cells in vitro (Fig. 3c). These data demonstrate that iron directly acts on Treg cells to promote c-Maf expression.

**Fig. 3:**
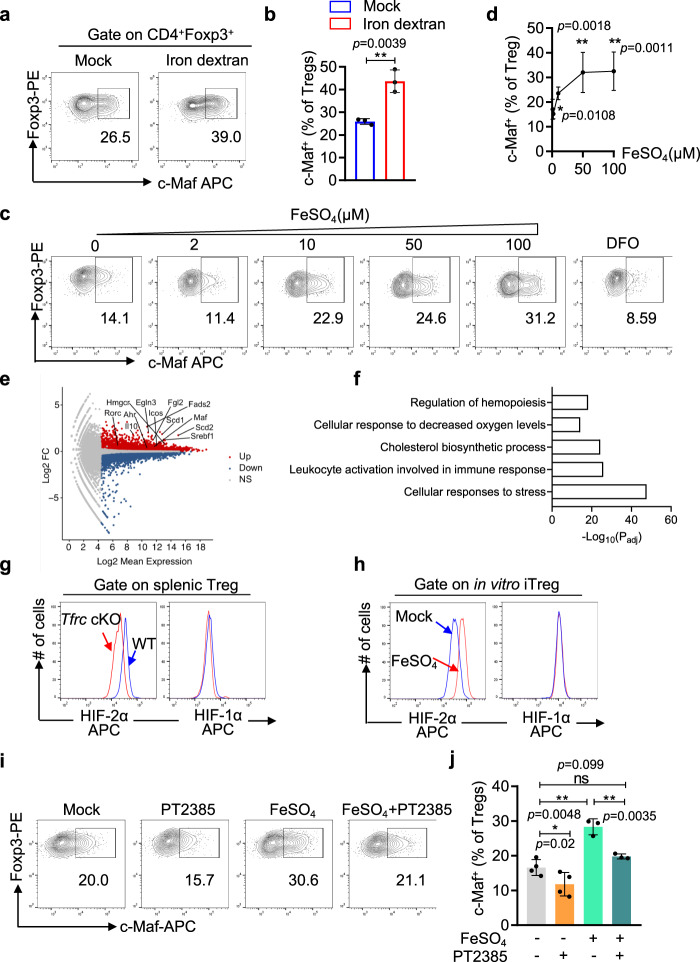
Iron promotes c-Maf expression in Treg cells by modulating HIF-2α expression. **a, b** WT mice were administered iron dextran (37.5 mg/e.a) every five days for 3 weeks. The percentages of c-Maf^+^ Treg cells in the spleen were determined by flow cytometry. **a** Representative flow cytometric plots; (**b**). Summary of the percentages of c-Maf^+^ cells in splenic Treg cells from three independent experiments. **c**, **d** CD4 T cells were activated under iTreg differentiation conditions (anti-CD3+anti-CD28 + TGFβ1 + IL-2+anti-IFNγ+anti-IL4) with the indicated concentrations of ferrous sulfate or DFO. The expression of c-Maf and Foxp3 was determined by intracellular staining four days after T-cell activation. **c** Representative flow cytometry analysis; (**d**). Summary of the percentages of c-Maf^+^ Tregs (*n* = 7 biologically independent experiments for mock, and *n* = 5 for FeSO_4_-treated mice). (**e**, **f**). As in (**c**), the transcriptomes of ferrous sulfate-treated iTreg cells were compared to those of iTreg cells without treatment by RNA-seq. **e** M-A plots showing the differentially expressed genes; Differentially expressed genes were determined by DESeq2 and are shown in red or blue (|LFC | ≥ 0.5, *p* < 0.05 in Wald test). **f** GO analysis of the differentially expressed genes using Metascape. *p*-values are calculated based on the cumulative hypergeometric distribution, and q-values are calculated using the Benjamini-Hochberg procedure. **g** The expression of HIF-1α and HIF-2α in YFP^+^Foxp3^+^CD4^+^ cells of *Tfr1*^fl/fl^ *Foxp3-Cre*^YFP/+^ mice (*Tfrc* cKO) was determined by flow cytometry and compared with that in their counterparts (WT) of *Tfrc*^+/+^*Foxp3-Cre*^YFP/+^ mice. The data are representative of three independent experiments. **h** As in (**c**), one day after T-cell activation, iTregs were cultured with 50 μM FeSO_4_ for 24 h, and the expression of HIF-2α and HIF-1α in Foxp3^+^ cells was determined by intracellular staining. The data are representative of three independent experiments. **i**, **j** As in (**a**), iTreg cells were treated with 50 μM ferrous sulfate with or without 50 μM PT2385 (an HIF-2α inhibitor). The expression of c-Maf was determined by intracellular staining. **i** Representative results. **j** Summary of c-Maf^+^% cells in iTreg cells based on four independent experiments. **b, d**, **j** Data shown are mean ± SD, ^*^p < 0.05, ^**^p < 0.01,^***^p < 0.001 by two-tailed Student’s *t* test.

### TfR1-mediated iron uptake is critical for the effector functions of Treg cells

To gain further insight into the TfR1-mediated transcriptional program in Treg cells, we conducted RNA-seq analysis of TfR1-deficient Treg cells (YFP^+^CD25^+^CD4^+^) isolated from female *Tfrc*^fl/fl^ *Foxp3*^YFP-Cre/+^ mice. 

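RNA was sequenced from 4 libraries of sorted Treg cells, 2 from *Tfrc* fl/fl *Foxp3* YFP-Cre/+ mice and 2 from *Tfrc*+/+ *Foxp3* YFP-Cre/+ (WT) mice, as biological replicates 1 and 2 of each genotype. In these mice YFP reports the Cre recombinase made from the *Foxp3* locus, so it marks the Treg cells in which a floxed *Tfrc* gene can be deleted. The legend of Supplementary Fig. S6a gives spleens and lymph nodes as the source of the cells, while the sample labels name only the spleen. The methods give the sorted cells as CD25+YFP+ and the legends of Supplementary Figs. S6a and S7a as YFP+CD4+, and the libraries were made with the NEBNext Single Cell/Low Input kit. The authors mapped the reads to mm9 with STAR and deposited the number of reads counted on each gene, without normalization. The strand, the handling of reads that map to several places and the annotation release are not given in the paper's text. The table lists 47729 Ensembl genes, of which 22368 had a count in any library. The total was 12365708 counts in WT replicate 1, 10841939 in WT replicate 2, 17278448 in TfR1-deficient replicate 1 and 13454577 in TfR1-deficient replicate 2. The 12536 genes that passed edgeR's filterByExpr were scaled with TMM factors and tested with edgeR's quasi-likelihood test, without a term for the replicate number. Gene coordinates are those of GENCODE vM1 on NCBIM37 (mm9), in which 11604 of the tested genes were found by identifier.

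*Tfrc* itself (chromosome 16, 32609006 to 32632880, plus strand) was counted at 50.8 and 54.1 CPM (counts scaled to library size) in the WT libraries and at 56.1 and 48.3 CPM in the libraries labelled TfR1-deficient. Its log2 fold change was -0.01 (standard error 0.16, adjusted p = 0.999 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), so the count over the whole gene did not separate the genotypes. Counts per gene do not show which exons the reads come from. Every direction given for these libraries therefore rests on their labels. *Foxp3* (chromosome X, 7156802 to 7172369) was at 194 and 130 CPM in the WT libraries and 122 and 114 CPM in the libraries labelled TfR1-deficient, with an adjusted p of 0.911 in the same test. *Xist* was counted in all 4 libraries and the Y-linked genes *Ddx3y* and *Uty* in none, while *Eif2s3y* had 6 counts in TfR1-deficient replicate 2 and *Kdm5d* 1 count in WT replicate 2.

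The largest difference among the libraries was not the one between genotypes. On log2 CPM, the first principal component held 62.6% of the variance and separated WT replicate 1 and TfR1-deficient replicate 2 from the other 2 libraries, and the second, with 23.1%, separated the genotypes. The myeloid gene *Csf1r* was at 124 CPM in WT replicate 1 and 371 CPM in TfR1-deficient replicate 2, against 1.97 and 4.96 CPM in the other 2 libraries, and *Mki67* was at 90.5 and 82.0 CPM against 28.7 and 34.7 CPM.

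**Figure D1:**
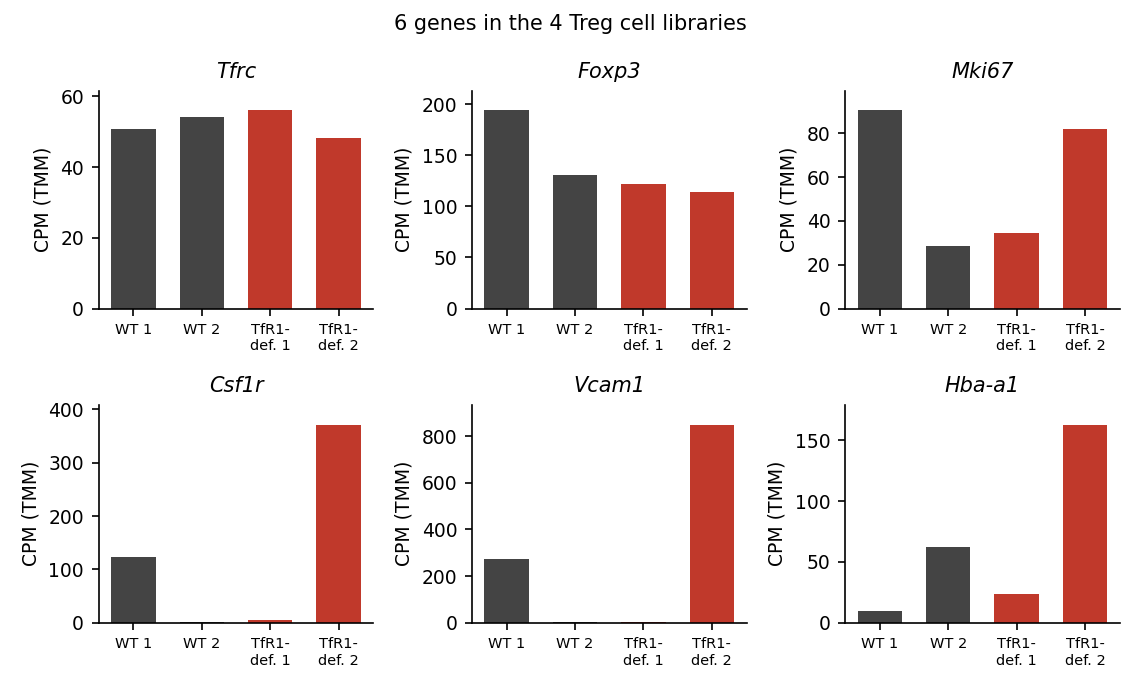
CPM after TMM scaling (y axes, each from 0) of *Tfrc*, *Foxp3*, *Mki67*, *Csf1r*, *Vcam1* and *Hba-a1* in each of the 4 libraries (x axes), WT in grey and labelled TfR1-deficient in red; each bar is 1 library. *Tfrc* lies between 48.3 and 56.1 CPM in all of them, while *Vcam1* reaches 273 CPM in WT replicate 1 and 849 CPM in TfR1-deficient replicate 2 and stays at 3.56 and 4.38 CPM in WT replicate 2 and TfR1-deficient replicate 1.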

Differential expression analysis revealed 219 upregulated genes and 312 downregulated genes in TfR1-deficient Treg cells compared with their counterparts from *Tfrc*^+/+^ *Foxp3*^YFP-Cre/+^ mice (Supplementary Fig. S6a). 

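Of the 12536 genes tested with edgeR's quasi-likelihood test, 200 were higher and 311 lower in the libraries labelled TfR1-deficient at an unadjusted p-value under 0.05 and an absolute log2 fold change of at least 0.5. After Benjamini-Hochberg adjustment, in this fit without a pairing of the libraries, 0 genes were higher and 0 were lower at an adjusted p-value under 0.05, and the lowest adjusted p-value of any gene was 0.266. Without regard to the size of the change, 655 genes had an unadjusted p-value under 0.05, where evenly spread p-values would give 626.8. That number is no fair yardstick here. The largest difference among the libraries lies within each genotype and widens the spread between replicates. With a minimum change of 0.5, a split by replicate number gave 49 genes at the unadjusted p-value. The genotypes gave 511, and the split along the first principal component 1462. The spread between the replicates was wide, with a common biological coefficient of variation of 0.323. Both libraries labelled TfR1-deficient lay below both WT libraries in 2369 genes and above both in 2012, together 34.9% of those tested. Chance gives 33.3% with 2 against 2, as an average over the 3 ways to split the libraries. With all 22368 genes with at least 1 count tested, a change of the filter, edgeR gave 167 higher and 95 lower genes at an adjusted p-value under 0.05.

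**Figure D2:**
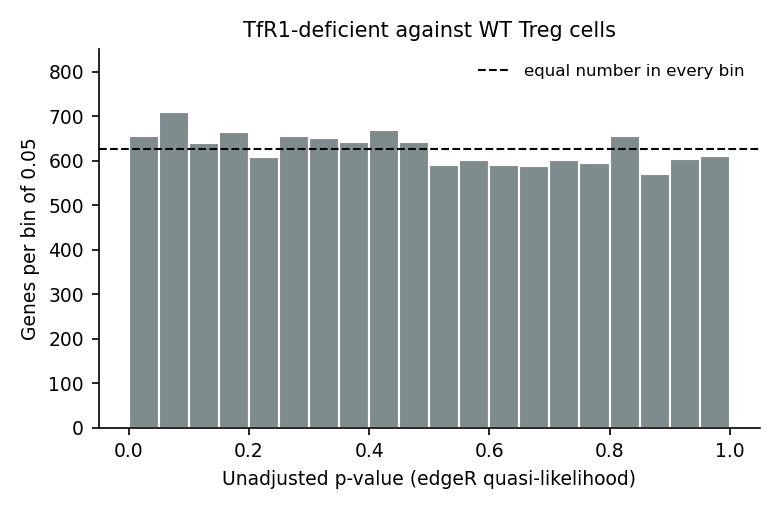
Number of tested genes (y axis) in each bin of 0.05 of the unadjusted edgeR p-value (x axis), with the dashed line at the 626.8 genes per bin that equal bins would hold. The leftmost bin holds 655 genes.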

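A list of 60 genes of T-cell activation and of effector Treg cells, written from general knowledge and not the gene ontology term of the study, was compared with the other genes. Of the list, 59 genes were tested, and 12 of them are genes the paper names for these libraries. Their median log2 fold change was -0.46, 52 of the 59 were lower in the libraries labelled TfR1-deficient, and in 35 both of these libraries were below both WT libraries, where chance gives 16.7%. The limma camera test on log2 CPM with a preset inter-gene correlation of 0.01 gave an adjusted p = 7.7e-14 over the 7 lists tested. The call did not hold under fry (adjusted p = 0.271) or under camera with an estimated correlation (adjusted p = 0.494). Without the 12 genes named by the paper, the median of the remaining 47 was -0.44 (adjusted p = 2.5e-09 from limma's camera). The median depended on single libraries, at -0.30 without WT replicate 1, -0.71 without WT replicate 2 and -0.81 without TfR1-deficient replicate 2. Among the genes lower by at least 0.5 on the log2 scale at an unadjusted p-value under 0.05 were 19 of the 59 list genes (32.2%) and 292 of the 12477 other tested genes (2.34%), an odds ratio of 19.8 (one-sided Fisher's exact test, p = 1.0e-16, which treats genes as independent). At an adjusted p-value under 0.05 edgeR called 0 of the 59 over all genes tested, and 13 of them adjusted over the list alone, which is not independent evidence for the genes the study chose on these libraries.

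The largest increases in the list were those of *Pparg* (log2 fold change 1.78, standard error 1.34), *Myb* (0.70, standard error 0.28) and *Cd86* (0.56, standard error 0.52). In *Pparg* and *Cd86* this came from TfR1-deficient replicate 2 alone, at 8.69 and 136 CPM against at most 1.96 and 73.2 CPM in any other library, and without that replicate their log2 fold changes were -1.50 and -0.42.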

Gene ontology analysis of the differentially expressed genes (DEGs) revealed that “T-cell activation” and “regulation of immune effector processes” were the most dominant biological processes affected by *Tfrc* deficiency (Supplementary Fig. S6b)^23^. Indeed, among the most suppressed genes were key effector molecules of Tregs, including CTLA-4, PD1, ICOS, IL-10, Fgl2, CD103 and Ahr, which were further confirmed by flow cytometric analysis (Supplementary Fig. S6c). 

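All 7 genes were lower in both libraries labelled TfR1-deficient than in both WT libraries. *Il10* (chromosome 1, 132916422 to 132921551) fell from 8.78 ± 4.6 CPM (SD, n = 2) in WT to 1.19 ± 0.0298 CPM (SD, n = 2), a log2 fold change of -2.88 (standard error 0.52). *Itgae*, which encodes CD103 (chromosome 11, 72904085 to 72960948), fell from 53.1 ± 8.52 to 14.5 ± 5.47 CPM (SD, n = 2 each), with a log2 fold change of -1.87 (standard error 0.32). *Fgl2* (chromosome 5, 20878460 to 20884192) fell from 23.7 ± 0.265 to 7.19 ± 0.260 CPM (SD, n = 2 each), with a log2 fold change of -1.72 (standard error 0.24), and *Ahr* (chromosome 12, 36182646 to 36219710) from 10.9 ± 2.17 to 3.59 ± 0.222 CPM (SD, n = 2 each), with a log2 fold change of -1.60 (standard error 0.33). *Ctla4* (chromosome 1, 60943844 to 60972676), the most highly counted of these genes, went from 417 ± 14.2 to 238 ± 4.23 CPM (SD, n = 2 each), a log2 fold change of -0.81 (standard error 0.13). The changes of *Pdcd1*, which encodes PD1, and of *Icos* were smaller relative to the spread between replicates, at -0.72 (standard error 0.29) and -0.59 (standard error 0.23). Their unadjusted p-values were 0.053 and 0.052, so they were not among the lower genes counted at the unadjusted p-value, while the other 5 were.

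Over all genes tested, the adjusted p of each of the 7 was 0.911 in edgeR's quasi-likelihood test. The same test without the count filter gave adjusted p-values from 3.2e-09 (*Itgae*) to 0.045 (*Ahr*) for all but *Icos* (0.16). In simulated counts without any change that unfiltered fit called 48 genes and the filtered one 3. In the filtered fit, adjusted over the list alone, 5 of the 7 were under 0.05. This is not independent evidence, since the study chose these genes on the same libraries. An exact permutation test of a single gene cannot go below p = 0.333 with 2 libraries against 2. Ranked by log2 fold change among the lower genes counted at the unadjusted p-value, *Il10* was at 8, *Itgae* at 29, *Fgl2* at 35, *Ahr* at 47 and *Ctla4* at 154. With each library left out in turn, the log2 fold change of *Ctla4* stayed between -0.83 and -0.77 and that of *Il10* between -3.33 and -2.20, while *Pdcd1* ranged from -1.04 to -0.28 and *Icos* from -0.84 to -0.28. The paper states that deficiency of TfR1 diminished the effector program of Treg cells (Supplementary Fig. S6a).

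**Figure D3:**
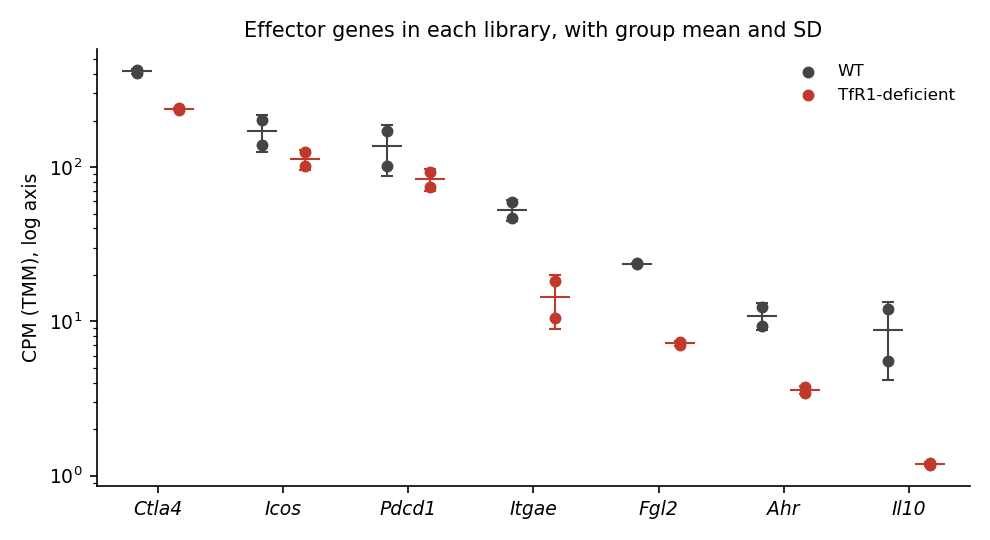
CPM after TMM scaling (log y axis) of the 7 genes (x axis) in each library, WT in grey and labelled TfR1-deficient in red, with the mean and SD of the 2 libraries of each group. *Ctla4* lies at 407 and 427 CPM in the WT libraries and at 241 and 235 CPM in the others, and *Il10* at 12.0 and 5.53 CPM against 1.21 and 1.17 CPM.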

Corroborating the importance of TfR1 in effector Treg cells, TfR1 was expressed at higher levels in effector Treg cells than in natural Treg or conventional T cells (Supplementary Fig. S6 d, e).

Consistent with the decreased expression of effector molecules, TfR1-deficient Treg cells lost their suppressive activities in vivo. We isolated TfR1-deficient Treg cells (CD4^+^YFP^+^) from 6-day-old *Tfrc*^fl/fl^ *Foxp3*^YFP-IRES-Cre/y^ mice and cotransferred the cells with WT naïve CD4 T cells (CD4^+^CD45RB^hi^CD25^-^) into *Rag1*^*-/-*^ mice. While the cotransfer of WT Tregs prevented weight loss and intestinal inflammation, mice that received TfR1-deficient Tregs lost weight (Supplementary Fig. S6f) and exhibited severe intestinal tissue damage (Supplementary Fig. S6g), indicating that TfR1-deficient cells succumbed to Treg cells with fewer or no suppressive functions. These results indicate that the acquisition of effector functions by Treg cells is dependent on the level of TfR1-mediated iron uptake.

### Iron induces c-Maf expression by enhancing IRE-dependent HIF-2α expression

To investigate the mechanism by which iron promoted c-Maf expression, we performed unbiased transcriptome analyses of iron-stimulated iTreg cells and untreated iTreg cells. Differential expression analysis revealed 655 upregulated genes and 490 downregulated genes in iTreg cells stimulated with iron (Fig. 3e). Gene ontology analysis of the DEGs revealed that the iron-regulated genes of Treg cells were significantly enriched for cellular responses to decreased oxygen levels (hypoxia) as well as for cellular responses to stress, leukocyte activation and cholesterol biosynthesis processes (Fig. 3f). 

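A list of 54 hypoxia-responsive genes, written from general knowledge and not the MSigDB set of Supplementary Fig. S7a, was tested between the TfR1-deficient and WT Treg cell libraries. Of these, 46 passed the count filter. The median log2 fold change of the 46 genes was -0.01, with 25 of the 46 lower in the libraries labelled TfR1-deficient, in which *Tfrc* counts were not reduced. The quartiles of the list were -0.15 and 0.21. limma's camera gave an adjusted p = 0.811 over the 7 lists, and the spread of the list's level between replicates was 0.07 on the log2 scale. Its sign depended on single libraries, with a median of -0.07 without WT replicate 2 and 0.03 without WT replicate 1, and it was also above 0 (0.029) with scaling by total library size only. In the list 1 gene, *Bhlhe40*, was lower at an unadjusted p-value under 0.05 and by at least 0.5 on the log2 scale, from 173 ± 22.0 to 61.6 ± 23.2 CPM (SD, n = 2 each), a log2 fold change of -1.49 (standard error 0.29). *Hk1* passed the p-value with a smaller log2 fold change, -0.43. *Bhlhe40* is also a member of the T-cell activation and effector list, and both are named after their values were seen. Glycolytic genes make up 17 of the 46, and the median of the other 29 was 0.01. Of the other lists, glycolysis had a median of -0.07 (18 genes, adjusted p = 0.792), cholesterol synthesis -0.10 (17 genes, adjusted p = 0.165), proliferation 0.05 (30 genes, adjusted p = 0.811), central Treg genes 0.15 (17 genes, adjusted p = 0.165) and iron homeostasis 0.21 (25 genes, adjusted p = 0.165), each from limma's camera.

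**Figure D4:**
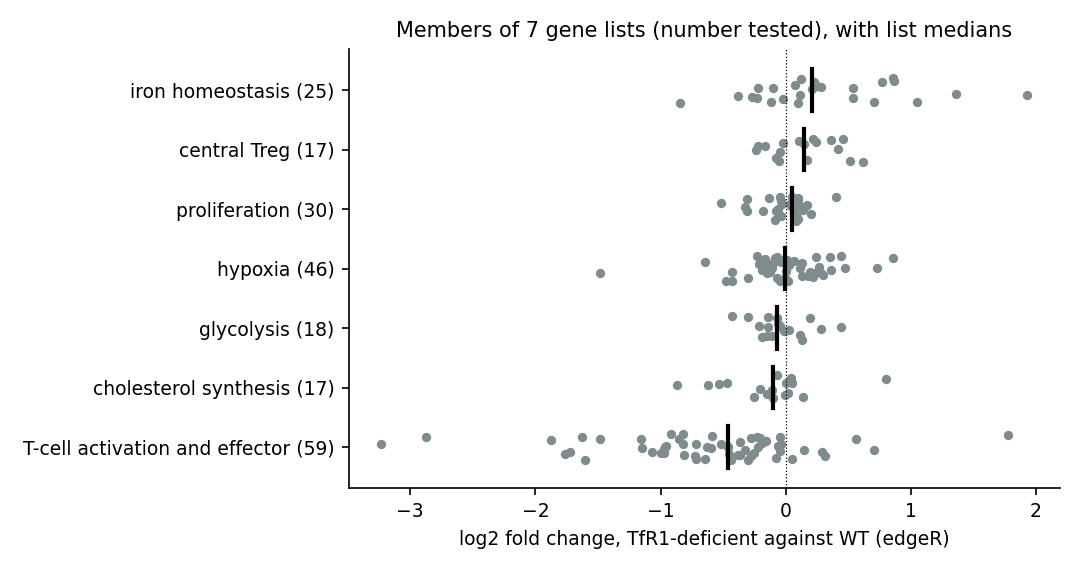
Log2 fold change between the libraries labelled TfR1-deficient and WT (x axis) of each tested gene (grey points) of the 7 lists (y axis, with the number of genes), with the list median as a black line; the vertical scatter of the points has no meaning. The hypoxia genes lie around 0, with 25 of 46 below it, and 52 of 59 T-cell activation and effector genes lie below 0.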

Gene set enrichment analysis (GSEA)^42,43^ of TfR1-deficient Treg cells also showed that the levels of genes associated with the hypoxia response were downregulated compared with those in WT Treg cells (Supplementary Fig. S7a), indicating that partial iron loss might have impaired the expression of hypoxia-responsive genes in Treg cells.

The transcriptional program regulating hypoxia responses is modulated by transcriptional complexes composed of an oxygen-sensitive α-subunit (HIF-1α, HIF-2α, and HIF-3α) and a conserved β-subunit (HIF-1β, also known as aryl hydrocarbon receptor nuclear translocator, AHRN)^44^. Notably, the expression of HIF-2α but not HIF-1α was decreased in TfR1-deficient Treg cells (YFP^+^CD25^+^) from the spleens of female *Tfrc*^fl/fl^ *Foxp3*^YFP-Cre/+^ mice (Fig. 3g). Despite the reduced HIF-2α protein level, HIF-2α mRNA expression was not significantly decreased in TfR1-deficient Treg cells (Supplementary Fig. S7b). Corroborating these findings in TfR1-deficient Treg cells, iron treatment enhanced the protein expression of HIF-2α but not that of HIF-1α in iTreg cells (Fig. 3h), while the mRNA level of HIF-2α was not increased (Suppl. Fig. S7c). Given the presence of IREs in the 5’UTR of HIF-2α^45^, the activity of the HIF-2α 5’-UTR in iTreg cells was substantially enhanced by iron stimulation (Supplementary Fig. S7d), while the mRNA levels of the luciferase reporter were not altered. Two mutations that abrogated IRE/IRP interactions in the HIF-2α 5’UTR ^45,46^ also abolished the stimulatory effects of iron (Supplementary Fig. S7e**)**. These data indicate that the translation of HIF-2α is modulated by intracellular iron via IREs in its 5-UTR^45,46^.

More importantly, HIF-2α was shown to be required for the iron-mediated induction of c-Maf expression in Treg cells. HIF-2α was expressed at higher levels in c-Maf ^hi^ Treg cells in vivo than in c-Maf ^low^ Treg cells (Supplementary Fig. S7f). When iTreg cells were treated with PT2385, which inhibits HIF-2α transcriptional activity^47^, the ability of iron to induce c-Maf expression was completely abrogated (Fig. 3i, j). Additionally, knockdown of HIF-2α via a retrovirally transduced shRNA blocked the induction of c-Maf expression by iron (Supplementary Fig. S7 g, h, i). Finally, reanalysis of previously published ChIP-Seq results^48^ revealed direct associations of HIF-2α and HIF-1β (AHRN) with the c-Maf promoter region (Supplementary Fig. S7j), suggesting that c-Maf is a direct target of HIF-2α. Collectively, these data demonstrate that the expression of c-Maf in Treg cells is regulated by HIF-2α, the translation of which is promoted by intracellular iron via IREs.

### Accumulation of intestinal Treg cells requires TfR1-mediated iron uptake

c-Maf-expressing Treg cells are predominantly found in the lamina propria of the intestine, express RORγt, and play pivotal roles in maintaining immune tolerance in the intestine^28–30^. Consistent with findings of iron-promoting c-Maf expression in Treg cells, TfR1-mediated iron uptake was shown to be crucial for the homeostasis of Treg cells in the intestine. First, Treg cells in the intestine (including the colon and small intestine) expressed higher levels of TfR1 and contained more labile iron than their counterparts in the spleen and lung (Supplementary Fig. S8a). HIF-2α was also expressed at higher levels in the colonic Tregs than Tregs in the spleen and lung. Importantly, despite having only a minor impact on the number of splenic Treg cells, reduced cellular iron levels led to a complete loss of Treg cells in the intestine. Analysis of the female *Tfrc*^fl/fl^ *Foxp3*^YFP-Cre/+^ mice revealed few YFP^+^Foxp3^+^ (*i.e*., TfR1 KO Treg) cells in the lamina propria of the small intestine (S.I.) or the colon, while their ratios in the lung and spleen were reduced by only ~30% when compared to those of their WT counterparts (YFP^+^Foxp3^+^ cells from *Tfrc*^+/+^ *Foxp3*^YFP-Cre/+^ mice) (Fig. 4a, b). Such a selective absence of TfR1-deficient Treg cells in the intestine was also observed in the mixed bone marrow chimeric mice, as *Tfrc* cKO bone marrow-derived Treg cells (CD4^+^CD45.2^+^Foxp3^+^) were nearly absent in the small intestine and colon (Supplementary Fig S4c, d). These data collectively indicate that Treg cells in the lamina propria of the intestine stringently rely on high levels of intracellular iron for their differentiation and homeostasis.

**Fig. 4:**
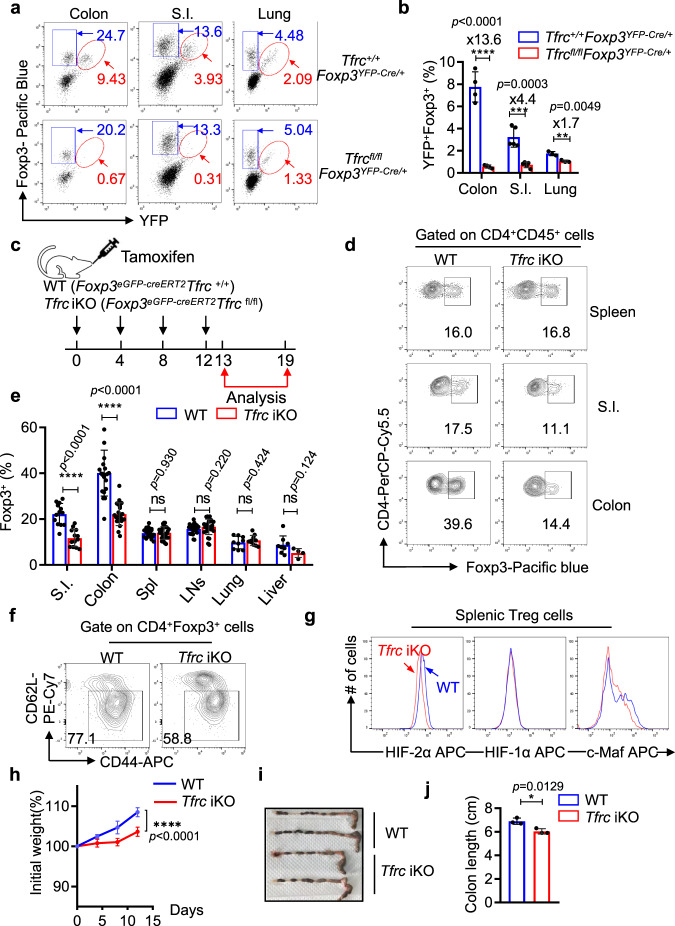
Continuous iron uptake is required for the homeostasis of intestinal Treg cells. **a, b** Six- to eight-week-old female *Tfrc*^fl/fl^ *Foxp3*^YFP-Cre/+^ and *Tfrc*^+/+^*Foxp3*^YFP-Cre/+^ mice were analyzed for tissue-resident Treg cells. CD4^+^ T cells from the lung, lamina propria of the large intestine (L.I.) and small intestine (S.I.) were isolated and analyzed for YFP and Foxp3 expression by intracellular staining. **a** Representative flow cytometry analysis showing the frequencies of YFP^+^Foxp3^+^ (red gates) and YFP^-^Foxp3^+^ (blue gates) cells in the CD4^+^CD45^+^ population; **b** Summary of the percentages of YFP^+^Foxp3^+^ cells in total CD4 T cells from the indicated tissues. (colon, *n* = 4; S.I., *n* = 5; lung, *n* = 3 mice examined over three independent experiments). **c** Schematic of acute TfR1 inactivation in Treg cells. **d**, **e** Fourteen days after the initial tamoxifen treatment, the ratios of Treg cells to CD4 T cells in the indicated tissues were analyzed by the intracellular staining of Foxp3. **d** Representative flow cytometry analysis. **e** Summary of the proportions of Foxp3^+^ CD4^+^CD45^+^ T cells from the indicated tissues. The data are representative (**d**) or summary (**e**) of at least three independent experiments.(S.I., *n* = 13; colon, *n* = 21; spleen, *n* = 27; LNs, *n* = 27; lung, *n* = 9, *n* = 10 for WT or *Tfrc* iKO mice respectively; liver, *n* = 8, *n* = 7 for WT or *Tfrc* iKO mice respectively). **f** Treg cells in the spleen were gated as Foxp3^+^CD4^+^, and the proportion of effector Treg cells (CD44^hi^CD62L^low^) was determined. The data are representative of three independent experiments. **g** The levels of the indicated transcription factors in CD4^+^Foxp3^+^ cells from the spleen were determined by intracellular staining. The data are representative of three independent experiments. **h**–**j** Acute inactivation of TfR1 resulted in colitis, manifested as slower weight gain and colon shortening, in tamoxifen-treated *Foxp3*^*eGFP-creERT2*^*Tfrc* ^fl/fl^ mice. **h** Summary of weight changes following tamoxifen treatment (*n* = 9 mice per group examined over 2 independent experiments)^****^p < 0.0001 by a two-tailed *t test*. Data are mean ± SEM; **i** Representative photos showing the colon lengths. **j** Summary of the colon lengths (*n* = 3 mice from 2 independent experiments).**b**, **e**, **j** Data shown are mean ± SD, ^*^p < 0.05, ^**^p < 0.01,^***^p < 0.001, ^****^p < 0.0001 by two-tailed Student’s *t* test.

Furthermore, only intestinal Treg cells and not Treg cells residing in other tissues continuously required TfR1-mediated iron uptake. We acutely deleted *Tfrc* in mature Treg cells by injecting tamoxifen into adult *Foxp3*^*eGFP-creERT2*^*Tfrc*^fl/fl^ mice (referred to as *Tfrc* iKO hereafter). In these mice, tamoxifen activated an ERT2-Cre fusion protein under the control of the *Foxp3* promoter, enabling the specific and acute abrogation of TfR1 in Treg cells (Fig. 4c, Suppl. Fig. S8b). Consequently, levels of intracellular iron in Treg cells were reduced following tamoxifen treatment (Supplementary Fig. S8b). Three weeks after the initial tamoxifen treatment, the ratios of T cells (Supplementary Fig. S8c, d) and Treg cells (Fig. 4d, e) were not altered in the spleens of *Tfrc* iKO mice, while eTreg populations (Fig. 4f) and the expression of c-Maf and HIF-2α were diminished, confirming that the expression of these transcription factors was actively modulated by the iron levels in Treg cells (Fig. 4g), which was essential for eTreg cells development. In contrast to those in the spleen, the proportions of Treg cells in the colon and small intestine (S.I) were reduced by more 50% (colon from 39.6% to 14.4%; S.I. 17.5% to 11.1%) following tamoxifen treatment (Fig. 4d, e). Such reductions were unique for intestinal Treg cells because the ratios of Treg were not changed in other nonlymphoid organs, including the lung and liver (Fig. 4e). Given that Treg cells in the lamina propria of the intestine had a decay and exchange rate over 13 weeks^49^, the diminished Treg cell numbers three weeks after tamoxifen treatment indicated that TfR1-dependent iron uptake was selectively required for the maintenance of intestinal Treg cells in vivo.

More importantly, TfR1-dependent Treg cells were critical for the maintenance of immune tolerance in the intestine. As early as three weeks after the initial tamoxifen treatment, *Tfrc* iKO mice showed signs of colitis, including inflammatory cell infiltration (Supplementary Fig. S8g), slower body weight gains (Fig. 4h), and shortening of the colon (Fig. 4 i, j), while no obvious inflammation was observed in other organs (e.g., lung, liver, and kidney, Supplementary Fig. S8g). These results together highlight the importance of TfR1-dependent Treg cells for the maintenance of immune tolerance in the intestine.

### Microbiota-produced pentanoate enhances iron uptake and promotes c-Maf^+^ Treg differentiation

The higher levels of labile iron and the selective dependence of TfR1-mediated iron uptake indicate that intestinal Treg cells may procure iron via unique sources. Consistent with previous findings on intestinal epithelial cells in germ-free mice^50^ and rats^51^, we found that the microbiota in the intestine promoted iron uptake by Treg cells. Treg cells from either the colons or spleens of germ-free mice contained less labile iron than their counterparts in specific pathogen-free (SPF) mice (Fig. 5a). Expression of ferritin, a surrogate marker of intracellular iron levels^52^, was also decreased in colonic Treg cells from germ-free mice (Fig. S9a). More importantly, although the Treg cell numbers in the colons of germ-free mice were decreased compared to those in the colons of SPF mice, as reported^53^, treatment with iron dextran increased the levels of cellular iron and subsequently restored the colonic Treg cell ratios in the germ-free mice (Fig. 5b, c).

**Fig. 5:**
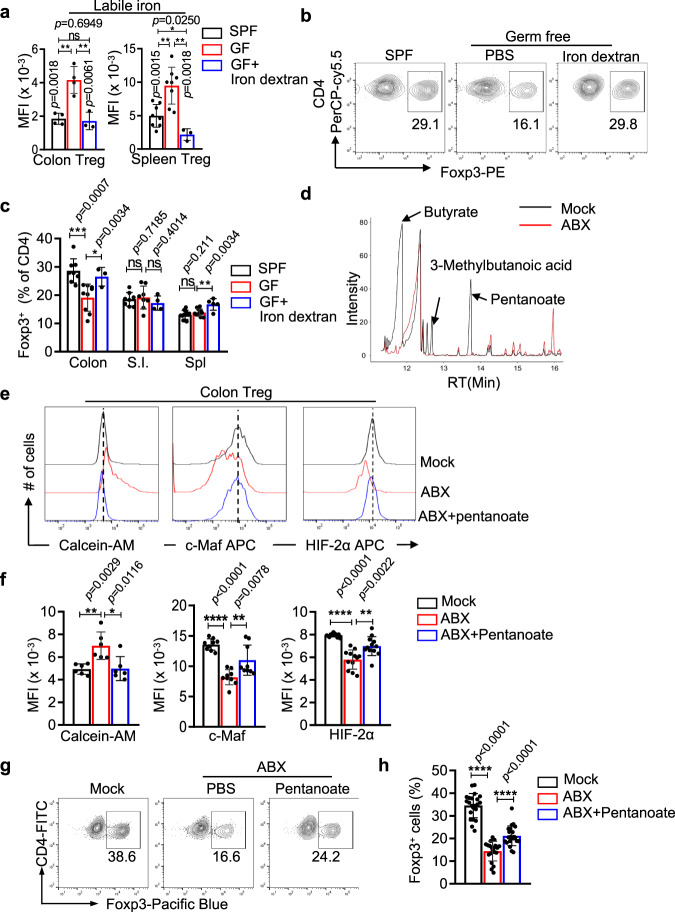
Pentanoate produced by microbiota promotes iron uptake and intestinal Treg differentiation. **a** Treg cells in the colon (*left*) and spleen (*right)* were isolated from specific pathogen-free mice (SPF), germ-free (GF) and iron-dextran-treated germ-free mice. Labile iron levels were determined by staining with calcein-AM, the fluorescence of which is reversely correlated with levels of intracellular labile iron. Colon, *n* = 4,4, 3 mice for SPF, GF, GF+iron dextran group, respectively, Spleen, *n* = 8, 83 mice for SPF, GF, GF+iron dextran, respectively. **b**, **c** Germ-free mice were treated with iron dextran and Tregs in the colon were assessed by Foxp3 intracellular staining. PBS-treated germ-free mice and SPF mice were included as controls. **b** Representative flow cytometry profiles of pregated CD4^+^CD45^+^ cells from the colon; (**c**) Summary of the percentages of Foxp3^+^ cells in the indicated organs (colon, *n* = 8,9, 3 mice for SPF, GF, GF+iron dextran group, respectively; S.I., *n* = 8,8, 4 for SPF, GF, GF+iron dextran group, respectively;spleen, *n* = 11,11,5 for SPF, GF, GF+iron dextran group, respectively). **d** Metabolites from the caeca of SPF (mock) and antibiotic-treated SPF (ABX) mice were analyzed by gas chromatography–mass spectrometry (GC–MS). The data are representative of two independent experiments with a total of four mice in each group. **e, f** SPF mice were treated with pan antibiotics (ABX) and administered with sodium pentanoate via their drinking water for 21 days (ABX+pentanoate). The levels of labile iron, c-Maf and HIF-2α in colonic Tregs were determined by FACS. Untreated SPF mice (mock) and antibiotic-treated SPF mice (ABX) were included as controls. Representative (**e**) or summarized (**f**) levels of labile iron (calcein-AM staining), c-Maf and HIF-2α from three independent experiments are shown (Calcein-AM staining, *n* = 6 mice; c-Maf staining, *n* = 9 mice; HIF-2α staining, *n* = 12 mice). **g**, **h** The ratios of colonic Treg cells were determined by intracellular staining. **g** Representative flow cytometric analysis; (**h**). Summary of four independent experiments (*n* = 22, 20, 22 micefor SPF, ABX, ABX+pentanoate, respectively). **a**, **c**, **f**, **h** Statistical significance was determined by a two-tailed *t test*. ^*^p < 0.05, ^**^p < 0.01,^***^p < 0.001, ^****^p < 0.0001. Data shown are mean ± SD.

The importance of microbiota-facilitated iron uptake for intestinal Tregs was further validated in microbiota-depleted SPF mice. Pan antibiotic (ABX) treatment depleted the intestinal microbiota and reduced the levels of labile iron in colonic Treg cells (Supplementary Fig. S9b). As reported, antibiotic treatment diminished the Treg cells in the colon^53–56^, but iron dextran treatment enhanced the cellular iron levels and subsequently restored the frequencies of colonic Treg cells in these mice (Supplementary Fig. S9 c,d). These data thus indicate that the commensal microbiota enhanced the iron absorption of Treg cells, which subsequently promoted the expansion of colonic Treg cells.

Metabolites produced by the commensal microbiota can shape the mucosal immune system^57,58^. To identify unique metabolites produced by the intestinal microbiota that could enhance iron uptake in Treg cells, we extracted intraluminal fecal contents from the cecum using the methanol-chloroform-water extraction method and compared the compositions of the inorganic phase between SPF mice and pan antibiotic-treated mice using gas chromatography coupled with mass spectrometry (GC–MS)^59^. The levels of two SCFAs, pentanoate acid and butyrate acid, were reduced most extensively in the antibiotic-treated mice (Fig. 5d). Similar to butyrate acid^60^, pentanoate acid was absent in the colon of germ-free mice, further confirming their microbial origins (Fig. S9e).

Further analysis revealed that pentanoate promoted iron procurement and subsequently induced HIF-2α and c-Maf expression in Treg cells. Although both butyrate^60^ and pentanoate enhanced iTreg differentiation in vitro (Supplementary Fig. S9f), only pentanoate increased the levels of intracellular iron (Supplementary Fig. S9g**)**, promoted HIF-2α 5’-UTR activity (Supplementary Fig. S9h**)** and enhanced the expression of HIF-2α (Supplementary Fig. S9g) and c-Maf (Supplementary Fig. S9i, j) in iTreg cells. Such activities of pentanoate were blocked by the iron chelator DFO, confirming that pentanoate functions by enhancing iron uptake (Supplementary Fig. S9 i, j. Similar to these in vitro findings, pentanoate boosted iron uptake, increased the levels of intracellular iron (Fig. 5e, f left panels), and increased the expression of c-Maf (Fig. 5e, f middle panels) and HIF-2α (Fig. 5e, f, right panels) in colonic Treg cells of microbiota-depleted mice. Consequently, the ratios of colonic Treg cells in the antibiotic-treated mice were partially restored following pentanoate treatment (Fig. 5g, h).

Taken together, our data indicate that microbiota-produced pentanoate promoted the homeostasis of intestinal Treg cells by boosting iron uptake and subsequently enhancing the expression of c-Maf and HIF-2α in Treg cells.

### Pentanoate alleviates both iron deficiency and intestinal inflammation in DSS-induced colitis

Iron deficiency and the resulting anemia are currently poorly managed in IBD patients^61^. The ability of pentanoate to promote both iron uptake and colonic Treg homeostasis may provide strategies to alleviate intestinal inflammation as well as iron-deficient anemia in subjects with colitis. In a murine model of acute colitis induced by dextran sodium sulfate (DSS) (Fig. 6a), the red blood cell, hemoglobin, and hematocrit values were severely diminished as early as 7 days after DSS treatment (Fig. 6b). In contrast, when pentanoate was administered to the mice prior to DSS treatment, the iron deficiencies and resulting anemia were substantially mitigated, as these mice exhibited increased serum iron levels (Fig. 6c), increased red blood cell counts, and enhanced hemoglobin and hematocrit levels compared to those of mock-treated animals (Fig. 6b). Notably, many signs of colitis, including shortened colon (Fig. 6d, e) and intestinal inflammation (Fig. 6f, g), were significantly alleviated following pentanoate treatment.

**Fig. 6:**
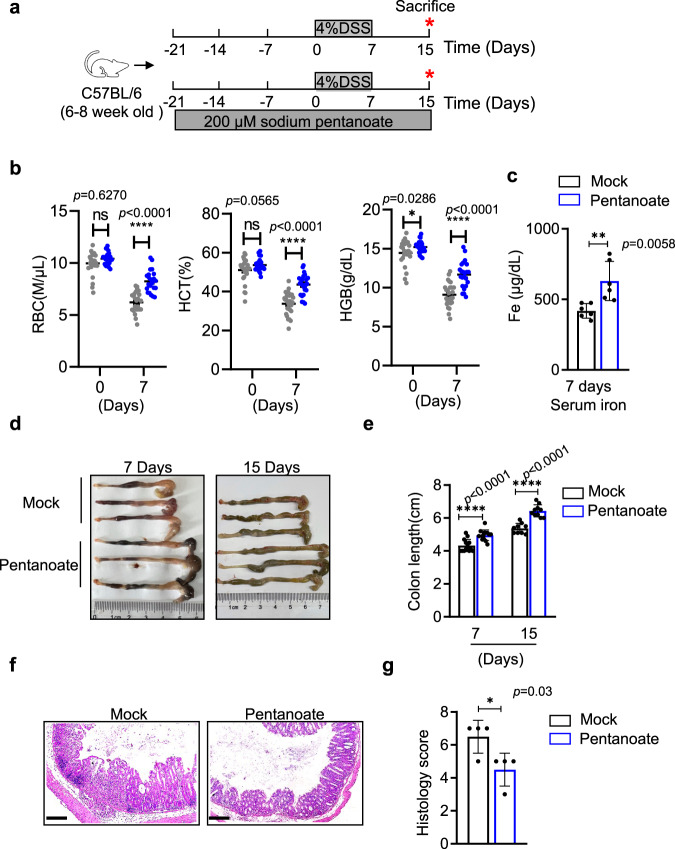
Pentanoate prevents colitis-associated anemia and intestinal inflammation. **a** Schematic of the experiments used to evaluate sodium pentanoate in DSS-induced colitis. Briefly, six-week-old C57BL/6 mice were treated with sodium pentanoate (200 mM) via their drinking water for 3 weeks and then further administered DSS (4%) for seven days. **b** Seven days after DSS treatment, erythroid parameters, including the red blood cell counts and hematocrit and hemoglobin levels were determined with a hematology analyzer (ProCyteDx). Statistical significance was determined by one-way ANOVA (^*^p < 0.05, ^****^p < 0.0001, *n* = 26 mice examined over three independent experiments). Data are presented as the mean ± SEM. **c** as in (**b**), serum iron levels were determined by ICP-MS (iCAP RQ, Thermo Fisher). For ICP-MS detection, *n* = 6 mice examined over two independent experiments. **d**–**g** The lengths **d**, **e** and hematoxylin and eosin staining **f**, **g** of colons on days 7 and 15 after DSS challenge were shown. Scale bars represent 200 μm. Data are from three independent experiments (**e**, *n* = 14 and 13 mice for 7 days after mock and pentanoate treatment respectively; *n* = 9 and 10 mice for 15 days after mock and pentanoate treatment respectively; **g**, *n* = 4 mice per group). **c**, **e**, **g** Statistical significance was determined by two-tailed Student’s *t test*. ^*^p < 0.05, ^**^p < 0.01,^***^p < 0.001, ^****^p < 0.0001. Data shown are mean ± SD.

More importantly, pentanoate also alleviated intestinal inflammation and iron deficiencies in mice with established active colitis. A murine model of chronic colitis was induced by repeated cycles of dextran sodium sulfate (DSS) (Fig. 7a). In such mice with ongoing colitis, administration of pentanoate greatly mitigated the iron deficiencies and resulting anemia, including increased red blood cell counts, and enhanced hemoglobin and hematocrit levels compared to those of mock-treated animals (Fig. 7b). Shortened colon (Fig. 7c, d) and intestinal inflammation (Fig. 7e, f) also significantly improved following the pentanoate treatment. These data thus suggest that pentanoate could be an ideal agent that mitigates both iron deficiency and colonic inflammation in subjects with colitis.

**Fig. 7:**
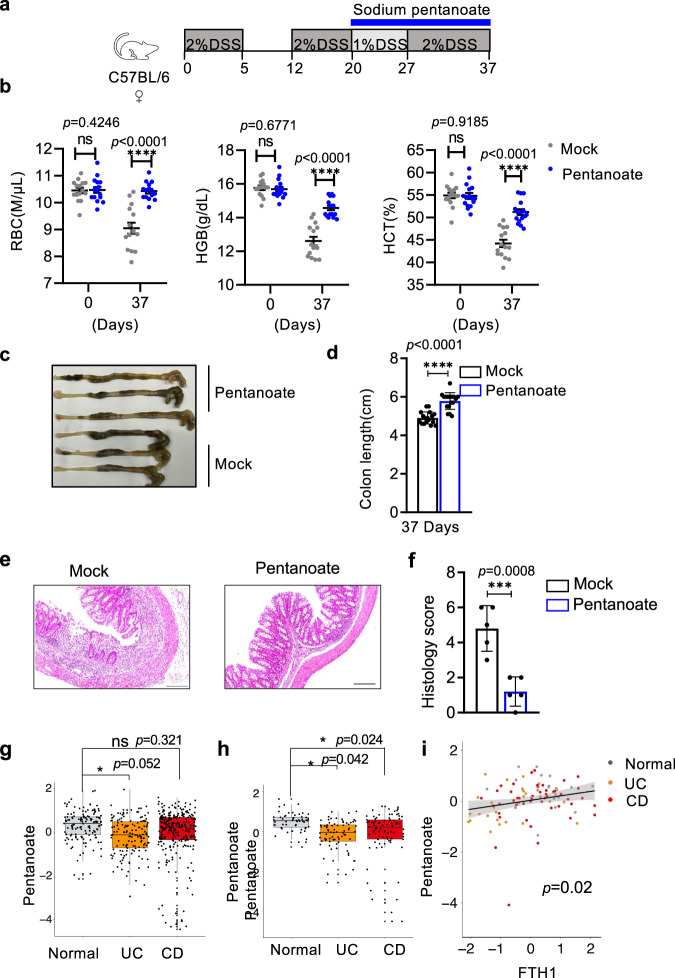
Pentanoate improves anemia and intestinal inflammation associated with established colitis. **a** Schematic of the experiments to evaluate pentanoate in chronic colitis after the disease onset. Briefly, WT mice were administrated 2% DSS for five days, followed by seven days of water or 1% DSS for 3 cycles. Twenty days later, 200 mM sodium pentanoate or vehicle was added to the drinking water, and the mice were analyzed 17 days after the pentanoate treatment. **b** As in (**a**), blood were collected and erythroid parameters, including the red blood cell (day 0, *n* = 15 and 16 mice for mock and pentanoate treatment group; day 37, *n* = 15 mice), HGB and hematocrit (*n* = 15 and 16 for mock and pentanoate treatment group respectively) were measured over three independent experiments. Error bars represent standard errors of the mean, ^****^p < 0.0001 in one-way ANOVA Test. **c–f** As in (**a**), the lengths and H&E staining of colons were determined. **e** Scale bars represent 200 μm. The data are representative (**c, e**) or summary (**d, f**) of two independent experiments. **d** *n* = 17 mice in each condition, **f** *n* = 5 mice. Statistical significance was determined by two-tailed Student’s *t* test. ^***^p < 0.001. Data shown are mean ± SD. **g, h** Pentanoate levels in stool samples from patients with Crohn’s disease (CD), Ulcerative colitis (UC), and control individuals (normal) were determined with LC-MS. Data are Z-score transformed based on previously published HPM2 (**g** *n* = 146, *n* = 265, *n* = 135 for individuals with UC, CD or without IBD) or PRISM (**h**, *n* = 88, *n* = 76, *n* = 56 for individuals with CD, UC, or without IBD) studies^62,63^. Box plots indicate median and interquartile range (IQR). The upper and lower whiskers indicate 1.5 times the IQR from above the upper quartile and below the lower quartile.^*^p < 0.05; *ns*, not statistically significant based on linear regression analysis. **i** As in **g**, pentanoate levels in the stool samples were positively correlated with FTH1 expression (FPKM), a surrogate for intracellular iron levels, in the intestine determined with RNA-seq. Data are Z-score transformed based on HPM2 studie^63^. *p* = 0.02 based on Pearson coefficient analysis (two-sided). The error band represents the linear regression line with a 95% confidence interval.

Further supporting the importance of pentanoate in iron homeostasis and intestinal inflammation, levels of pentanoate in stool samples were reduced in patients with either active Crohn’s disease (CD) or ulcerative colitis (UC) in both HPM2 and PRISM cohorts compared to control individuals^62,63^ (Fig. 7g, h, Supplementary Data 1, 2). Expression of cellular Ferritin heavy chain (FTH1), a surrogate marker for the intracellular iron level^52^, was diminished in patients with CD or UC (Suppl. Fig.S9i), and more importantly, was positively correlated with levels of pentanoate in HPM2 cohorts (Fig. 7i).

## Discussion

In this study, we demonstrate that the differentiation of intestinal Treg cells stringently relied on their higher levels of intracellular iron, which promoted HIF-2α and c-Maf expression and was critical for the maintenance of immune tolerance in the intestine. Importantly, increased intracellular iron levels in intestinal Treg cells were dependent on microbiota-produced pentanoate, and either iron or pentanoate rescued defects in intestinal Treg cells in microbiota-depleted mice. Our study thus revealed a mechanism by which the microbiota promotes intestinal Treg cell homeostasis by modulating nutrient procurement.

Our results indicate that pentanoate could serve as a therapeutic to simultaneously restore iron deficiencies and immune tolerance in patients with IBD. Although direct iron supplementation is currently used to alleviate anemia associated with IBD, global iron excess often leads to iron-mediated oxidative stress and overgrowth of pathogenic bacteria in the intestine^64^. As demonstrated in the DSS-induced colitis model, the unique abilities of pentanoate to promote iron procurement and Treg homeostasis alleviated both iron deficiencies and intestinal inflammation. Pentanoate is produced by intestinal commensal bacteria such as *Megasphaera massiliensis*^65^; thus, either direct pentanoate supplementation or modulation of *Megasphaera messiliensis* could be helpful for improving both the enteric conditions and nonenteric conditions of patients with IBD. It’s worth noting that IBD is a heterogenous disease and DSS-induced colitis in mice does not recapitulate all the features of IBD in humans.

Several mechanisms may contribute to the unique capacity of pentanoate to improve iron absorption. As an SCFA, pentanoate may increase the solubility and availability of iron in the colon^66,67^. Alternatively, pentanoate may function via the SCFA receptor FFAR2 (GPR43) to modulate the expression of genes related to iron homeostasis (e.g., TfR1). Last, as a potent HDAC inhibitor^65^, pentanoate may also stimulate the expression of genes involved in iron absorption, further supporting its role in iron homeostasis. In addition to its activities in promoting iron procurement, pentanoate promoted IL-10 expression in T cells and B cells in vitro^60^. Given that IL-10 is a well-established target of c-Maf in various immune cells^41,60,68–70^, further studies are needed to determine whether pentanoate promotes IL-10 via the HIF-2α-c-Maf axis in lymphocytes other than Treg cells.

The intestinal microbiota is critical for nutrient procurement as well as for the maintenance of immune tolerance. In addition to the initially proposed “iron tug war” between the microbiota and the host in competing for iron by secreting siderophores^71^, the gut microbiota also modulates host iron uptake in the intestine^28^ by increasing iron bioavailability, modulating the expression of genes involved in iron uptake^7^, and secreting cofactors to facilitate iron transport^72^. Notably, in contrast to iron-replete conditions, the microbiome may inhibit iron absorption under iron-deficient conditions^7^ via lactobacillus-produced 2,3-diaminopropionic acid (DAP) and reuterin to inhibit iron uptake^73^. Thus, microbial-dependent iron homeostasis may play a pivotal role in the interplay between nutrient procurement and immune tolerance under different physiological settings.

In addition to the differentiation of intestinal Treg cells, intracellular iron is indispensable for the effector function of Treg cells. Notably, both HIF-2α and c-Maf were recently identified to be essential for the effector program and suppressive functions of Treg cells, although the severity of autoimmune disease in TfR1 cKO mice was much greater than that in mice with either c-Maf-deficient^29,30^ or HIF-2α-deficient Tregs^74^. The functions of iron beyond promoting HIF-2α-c-Maf expression may also contribute to the defective effector activities of Tregs and lethal autoimmunity in *Tfrc* cKO mice. Similar to the importance of iron for conventional T-cell proliferation^75^, the proliferation and activation of Treg cells were impaired due to partial iron deficiency caused by TfR1 deficiency. Furthermore, given the critical role of iron in mitochondrial activities^75^ and the roles of mitochondria in Treg effector functions^76,77^, defective mitochondrial functions in TfR1-deficient Treg cells may contribute to the loss of Treg suppressive activity and lethal autoimmunity observed in TfR1 cKO mice. Further studies are warranted to elucidate the iron-dependent effector functions of Tregs.

It’s worth noting that iron-mediated signaling plays a complex and multifaceted role in the regulation of many biological processes. In addition to its roles in post-transcriptional regulation via IREs, iron can bind to enzymes (e.g. *JmjC* demethylases^15^, prolyl hydroxylase domain enzymes^78^) involved in gene expression and directly to certain transcription factors^79^ to modulate their activities. Future research on roles of iron-mediated signaling in the immune system may provide further opportunities for the treatment of diseases associated with immune dysfunctions.

## Methods

### Mice

*Tfrc*^*fl/fl*^ mice were obtained from National Resource Center of Model Mice (Nanjing, China) and backcrossed to C57BL/6 background for over ten generations. *Foxp3*^YFP-IRES-Cre^, *Foxp3*^*eGFP-creERT2*^*, Rag1*^-/-^, and C57BL/6 SJL (CD45.1) mice were obtained from Jackson laboratory (Bar Harbor, ME). All mice were maintained under specific pathogen-free conditions with free access to a standard mouse chow (JXT, Jiangsu Xietong) and sterile water unless otherwise specified. The mice were housed in a controlled environment with a 12-h light/dark circle and temperatures ranging from 21.1–22.2 °C. The humidity level was maintained at 40%-60%.

Germ-free mice were obtained and housed in germ-free isolators from National Resource Center of Model Mice (Nanjing, China). To acutely deplete TfR1 in Treg cells, *Foxp3*^*eGFP-creERT2*^ mice were treated with 320 mg tamoxifen /kg (body weight) by oral gavage every four days for total four times. All animal studies were performed in compliance with the guide for the care and use of laboratory animals and were approved by the institutional biomedical research ethics committee of the Westlake University. Sex was not considered in the study design.

### Antibiotics treatment

6-week-old C57BL/6 mice were treated initially with a mixture of antibiotics (5 mg metronidazole, 2.5 mg vancomycin, 5 mg ampicillin, and 5 mg neomycin) by oral gavage every day for 5 days. An antibiotic cocktail (1 mg/mL metronidazole, 0.5 mg/mL vancomycin, 1 mg/mL ampicillin, and 1 mg/mL neomycin) was also supplemented in the drinking water for an additional three weeks.

### **Iron dextran treatment**

For neonatal mice, iron dextran (Sigma) was first injected intraperitoneally at postnatal day 3 (5 mg/e.a.) and day 9 (7.5 mg/e.a). The mice were then continuously treated with iron dextran (12.5 mg /e.a.) once a week until postnatal day 44. For germ-free mice, iron dextran was intraperitoneally injected (37.5 mg/e.a.) every 5 days for 3 weeks.

### Analyzing the activity of Pentanoate in a DSS-induced colitis model

Six-week-old C57BL/6 mice were supplemented with 200 mM sodium pentanoate in their drinking water three weeks prior to colitis induction. Colitis was induced by adding 4% (w/v) DSS (molecular weight 36–50 kDa; MP Biomedicals) to the drinking water for seven days. Blood was collected on day 0 and day 7 following DSS treatment using BD Microtainer tubes containing EDTA anticoagulant, and erythroid parameters were measured with a Hematology Analyzer (ProCyteDx). To determine the severity of colitis, colon samples were fixed overnight in 10% neutral-buffered formalin and stained with hematoxylin and eosin. Histological evaluations were assessed in a double-blinded fashion based on three parameters: damage to crypt architecture, edema in the sub-mucosa, and infiltration of inflammatory cells.

### Analyzing the activity of pentanoate in an established colitis model

Chronic colitis was induced by administering 2% (w/v) DSS (molecular weight 36 KD-50 KD; MP Biomedicals) in drinking water for five days, followed by seven days of water or 1% DSS for three cycles. After a 20-day period, 200 mM sodium pentanoate was administered, and erythroid parameters were measured using a Hematology Analyzer (ProCyteDx) on the 17th day following the administration of sodium pentanoate or vehicle.

### Gas Chromatography-Mass Spectrometry analysis of metabolites

Metabolites from mouse cecum contents were extracted in both organic and aqueous phases using the methanol-chloroform-water extraction method. Briefly, 3 mL of pre-cooled methanol/chloroform (2:1, v/v) (Sigma) was added to a tube containing freshly collected samples, which were pre-weighed. After homogenization with an Ultrasonic Processor, the samples were centrifuged at 8000 *g* for 10 min at 4 °C, and the supernatant was collected into tubes containing 2 mL ice-cold water. After vigorous vortexing, the sample tubes were centrifuged at 18,000 *g* for 10 min at 4 °C to obtain phase separation. The upper phases were collected without disturbing the interface and were dried using a Speedvac (Eppendorf Vacufuge) to obtain a metabolite pellet.

Metabolites extracted from cecal contents were dissolved in deionized water and homogenized with an extraction solution containing 50 μL HCl and 200 μL ether. After vigorous shaking, samples were centrifuged at 1,000 *g* for 10 min, and the top ether layer was collected. 80 μL of the ether extracts were mixed with 16 μL N-tert-butyldimethylsilyl-N-methyltrifluoroacetamide (MTBSTFA), heated at 80 °C for 20 min, and left at room temperature overnight for derivatization. The derivatized samples were run through a Gas Chromatography-Mass Spectrometry (GC-MS) (5977B GC/MSD, Agilent Technologies) equipped with an HP-5MS column (0.25 mm × 30 m X 0.25 μm). Pure helium (99.9999%) was used as the carrier gas at a flow rate of 1.2 mL/min. The head pressure was set at 5 psi with a split ratio of 100:1. The inlet and transfer line temperatures were 250 and 300 °C, respectively. The following temperature program was used: 60 °C (3 min), 60–120 °C (5 °C/min), 120–300 °C (20 °C/min). Organic acids were identified using NIST MS Search 2.3.

### Lymphocyte staining and flow cytometry

For cell surface staining, cells were washed with FACS buffer (2% FBS in PBS with 1 mM EDTA), blocked with an antibody against CD16/32 (2.4G2, BD Pharmingen), and incubated with indicated surface antibodies on ice for 30 min. Cells were then washed two more times with FACS buffer and fixed in 1% paraformaldehyde in PBS before being analyzed with a CytoFLEX machine (Beckman). For intracellular cytokine staining, cells were stimulated with phorbol 12-myristate 13-acetate (PMA, Sigma) (50 ng/ml) +ionomycin (Sigma) (500 ng/ml) for 3 h in the presence of Golgi-stop (BD Bioscience). Cells were then surface stained, fixed/permeabilized with a Cytofix/Cytoperm kit (BD Bioscience), and stained with antibodies against indicated cytokines. Intracellular Foxp3 and c-Maf staining were carried out according to manufacturer’s instruction (Ebioscience). For co-staining Foxp3 with YFP, cells were fixed by 3.7% formaldehyde (Sigma), permeabilized by 0.2% Triton X-100 and stained with indicated antibodies in the FACS buffer for 90 mins.

The following FACS antibodies were used in the study: TfR1-APC (1:200, R17217, Invitrogen, 17071182), CD44-APC (1:200, IM7, Biolegend, 103012), CD44-FITC (1:200, IM7, Biolegend,103005), CD62L-PE/Cy7 (1:200, MEL-14, Invitrogen, 25062182), Foxp3-PE (1:100, FJK-16s, Invitrogen, 12577382), CD4-PerCP/Cy5.5 (1:200, GK1.5, Biolegend, 100434), Foxp3-Pacific Blue (1:100, FJK-16s, Invitrogen, 48577382), CD25-APC (1:200, PC61, Biolegend, 102012), c-Maf-APC (1:200, sym0F1, Invitrogen, 50985582), HIF-2α-APC (1:100, ep190b, Invitrogen, MA5-16021), HIF-1α-APC (1:100, Mgc3, Invitrogen, 17-7528-82), anti-CD16/32 (1:400, 2.4G2, BD Pharmingen™, 553142), IL4-PE/Cy7 (1:200, 11B11, Biolegend, 504117), IL-17A-APC (1:200, TC11-18H10.1, Biolegend, 506911), INF-γ-APC (1:200, XMG1.2, Biolegend, 505810), CD4-FITC(1:200, GK1.5, BD Pharmingen™, 557307), CD11b-PerCP/Cy5.5 (1:200, M1/70, Biolegend,101228), CD19-PE/Cy7 (1:200, 6D5, Biolegend,115520), CD8-APC (1:200, 53-6.7, Biolegend, 100724), CD4-Pacific Blue (1:200, GK1.5, Biolegend,100428), CD44-PE (1:200, IM7, Biolegend, 103024), OX-40-PE/Cy7 (1:200, OX-86, Biolegend, 119415), GITR-APC (1:200, DTA-1, Biolegend, 126312), PD-1-APC (1:200, J43, eBioscience™, 17998582), Ki-67-APC (1:200, 16A8, Biolegend, 652406), CD152-PE/Cy7 (1:200, UC10-4B9, Biolegend, 106314), Helios-PE/Cy7 (1:200, 22F6, Biolegend, 137236), ICOS-APC (1:200, 7E.17G9, Invitrogen, 17994282), CD103- PE/Cy7 (1:200, 2E7, Biolegend, 121425), Ahr-PE (1:100, 4MEJJ, Invitrogen, 12-5925-82).

To detect liable iron, the mononuclear cells were washed with PBS twice and subsequently treated with 1 mM calcein-AM (Invitrogen) for 10 min at 37 °C. Following this, the cells were labeled with flow cytometric antibodies as described previously.

### Isolation of intestinal lamina propria cells

Intestines were collected and incubated in pre-digestion buffer (1 mM DTT, 10 mM EDTA and 10 mM HEPES in PBS) at 37 °C for 30 min to remove epithelial cells. Remaining tissues were dissociated in digestion buffer containing 1 mg/mL collagenase D (Worthington), 20 μg/mL DNase I (Roche), and 10% FBS (Hyclone) with constant stirring at 37 °C for 30 min. Mononuclear cells were then collected at the interface of a 40–70% Percoll gradient (GE Healthcare).

### Cell purification and culture

To purify naïve CD4 T cells, splenocytes and lymph node cells were purified using mouse naïve CD4^+^T cell isolation kit (Stem cell) according to manufacture instructions. Purity of cells was routinely above 95%. Purified naïve CD4 T cells were stimulated with anti-CD3 (3 μg/mL; 2C11) and anti-CD28 (2 μg/mL; 37 N) in T cell medium (IMDM, 10% FBS, 1x antibiotics, 2 mM L-Glutamine and 50 µM β-mercaptoethanol). To induce iTreg differentiation, following blocking antibodies and recombinant cytokines were added into the culture: anti-IL4 (5 μg/mL), anti-IFNγ (5 μg/mL; R46A2), rhIL2 (100 U/mL, Peprotech) and 5 ng/mL rhTGF-β (RD systems). When indicated, iTreg cells were stimulated with 50 μM FeSO4(Sigma), 0.1 mM sodium butyrate (Sigma), 1 mM sodium pentanoate (Macklin), or 50 μM PT2385 (Selleck).

To analyze cell proliferation, CD4 T cells were purified and labeled with CellTrace Violet reagent (Life Tech) and stimulated under iTreg condition.

### ICP-MS analysis

To measure iron in Treg cells of TfR1 cKO and WT mice, CD25^+^YFP^+^ Treg cells from *Tfrc*^*fl/fl*^ *Foxp3* ^*YFP-Cre/+*^ *or Tfrc*^*+/+*^ *Foxp3* ^*YFP-Cre/+*^ female mice were sorted in iron-free tubes and lysed in ultra-pure HNO3 (Thermo) for 1 h at 95 °C. The lysate was further diluted with DI water and subjected to metal analysis with ICP-MS (iCAP RQ, Thermo fisher).

For iron analysis in PBMC, serums were diluted 20-fold with DI water including 0.1% Triton X 100 and 0.1% HNO3 and analyzed by ICP-MS.

### Luciferase assay in Treg

The luciferase constructs for HIF-2α 5’-UTR IRE were previously reported (Mayka Sanchez et al., 2007). Naïve CD4 T cells were purified and cultured in the iTreg differentiation condition. 72 h after the differentiation, 2.5 million cells were transiently transfected with 9 μg pGL3 (HIF-2α-5’UTR)-Luc and 0.5 μg renilla luciferase reporter using a mouse primary T cell nucleofection kit (Lonza AG). After resting for 12 h, the cells were cultured in 750 μL Treg differentiation medium with either 50 μM FeSO4, 1 mM sodium pentanoate or PBS for additional 12 h. Cell lysate was prepared, and activity of firefly luciferase (FL) and Renilla luciferase (RL) was determined with a dual-luciferase reporter assay (Promega), and FL activity was normalized to RL activity.

### RNA extraction, cDNA synthesis and quantitative Real-Time PCR

Total RNA was isolated with RNeasy plus kit (Qiagen, CA) and cDNA was synthesized using PrimeScript^TM^ RT reagent Kit with gDNA Eraser (TaKara, Japan). Quantitative PCR was performed using SYBR Premix Ex Taq (TaKara, Japan) on a StepOnePlus real-time PCR system (Life Tech, USA). Gene expression was normalized to 18 S rRNA or β-actin using the ΔΔCt method. Primer sequences were listed in Supplementary data 3.

### RNA seq analysis

CD4 T cells from *Tfrc*^*fl/fl*^ *Foxp3* ^*YFP-Cre/+*^ *or Tfrc*^*+/+*^ *Foxp3* ^*YFP-Cre/+*^ female mice were first isolated and stained with antibodies against CD4 (BioLegend, GK1.5), CD25 (BioLegend, PC61), and CD25^+^YFP^+^ Treg cells were sorted by flow cytometry (BC MoFlo Astrios, Beckman), then cells were lysed to extract RNA. RNA quality and quantity were measured using Agilent Bioanalyzer. mRNA libraries were prepared using NEBNext® Single Cell/Low Input RNA Library Prep Kit (E6420, NEB). DNA libraries were sequenced on a Hiseq 2000 platform or Hiseq X-10 platform. To analyze the transcriptome change caused by iron supplement, WT Treg cells were treated with FeSO4 (50 μM) or PBS for 4 days. Two pairs of samples from two independent experiments were included for analysis. RNA seq reads were first mapped to mm9 with STAR^80^, and differential gene expression (RPKM) analysis was conducted by Deseq. Heat map was generated with Cluster3 and Java Treeview^81^, and genes and samples were clustered with hierarchical clustering. Gene ontology analysis was done using Metascape. GSEA analysis used samples expression dataset (FPKM matrix) and all gene sets (v7.5) as input. Gene sets at an FDR less than 10% were chosen for display and the normalized enrichment score (NES) was reported.

### Single cell RNA seq

Droplet-based scRNA-seq datasets were produced using a Chromium system (10x Genomics), referred to as 10x. Treg cells (CD4^+^CD25^+^) from 6-week-old *Tfrc*^*fl/fl*^ *Foxp3* ^*YFP-Cre/+*^ female mice were sorted as above, manually counted, and their concentrations adjusted to enable the capture of 10000 cells, the standard protocol for 10x Single Cell 3′ Reagent Kit (V2 chemistry) was followed. Libraries were sequenced on the NovaSeq 6000 platform.

### Bone marrow transplantation

Bone marrow cells were purified from 6-day-old *Tfrc* ^*flox/flox*^ *Foxp3* ^*Cre-IRES-YFP*^ or *Tfrc* ^*+/+*^ *Foxp3* ^*Cre-IRES-YFP*^ mice, and infiltrating T cells were depleted using anti-CD4 and anti-CD8 antibodies and magnetic beads (Stem Cell). Bone marrow cells were then mixed with congenic WT bone marrow cells (CD45.1^+^), and five million cells were injected intravenously into *Rag1*^*-/-*^ mice which received sub-lethal irradiation (400 rad) one day before the transplantation. Chimeric mice were analyzed eight weeks after transplantation.

### Adoptive transfer

CD45.1^+^CD4^+^CD45RB^high^CD25^−^ (Teff) were sorted with flow cytometry from wild-type C57BL/6 mice. CD45.2^+^CD4^+^YFP^+^ (Treg) cells were sorted from either 6-day-old *Tfrc* ^*flox/flox*^ *Foxp3* ^*Cre-IRES-YFP*^ or *Tfrc* ^*+/+*^ *Foxp3* ^*Cre-IRES-YFP*^ mice. 400,000 Teff cells together with 100,000 Treg cells mice were mixed and injected into Rag-1-deficient mice. Recipient mice were weighed at the time injection and 3 times a week for 12 weeks or until the mice lost 20% of their initial body weight.

### Retroviral infection

Retroviruses were produced by transfecting Plat-E cells with the indicated plasmids. Fresh virus supernatant was collected 2 days after transfection and used to infect Treg cells 18 and 40 h after activation in the presence of polybrene (8 μg/mL). After spin infection for 1.5 h at 900 g, Treg cells were cultured at 37 °C for an additional 2 h before being resuspended in the indicated Treg differentiation medium.

### **Statistics & reproducibility**

Statistical tests were performed using GraphPad Prism version 9.0, and all statistical parameters are reported in the figure legends. Differences between two or more groups were analyzed by either Student’s *t*-test or ANOVA followed by Tukey’s post-hoc test, as appropriate. Sample size was not predetermined by statistical methods, and no data were excluded from the analyses.

To evaluate the severity of colitis, H&E staining results were scored by a blinded pathologist. The investigators were not blinded to group allocation during the other experiments and outcome assessment. In experiments with established colitis, the mice were randomly assigned to treatment and control groups. The other experiments were not randomized.

### **Re-Analysis of HPM2 and PRISM data**

Two public IBD datasets (PRISM and HMP2) were analyzed to determine pentanoate abundance in stool samples of patients with Crohn’s disease (CD), ulcerative colitis (UC), and non-IBD control individuals. For this study, we selected 220 patients diagnosed with CD (*n* = 88), UC (*n* = 76), and non-IBD (*n* = 56) conditions from the PRISM dataset. The HMP2 dataset contained 546 individuals with CD (*n* = 265), UC (*n* = 146) and control individuals without IBD (*n* = 135). Stool samples were analyzed with metabolomic profiling using a combination of four LC–MS methods. Participants classified as having CD or UC were compared with control (non-IBD) individuals. Specifically, in HMP2 cohorts, a linear mixed-effect model was applied to determine pentanoate levels, with age as a continuous covariate, and four medications (antibiotics, immunosuppressants, chemotherapy, and probiotic) as binary covariates. Pentanoate levels in the PRISM cohort were evaluated following a linear regression model, and age at study consent was included as a continuous covariate, and medications (antibiotics, mesalamine, immunosuppressants, and steroids) as a binary covariate. Additional host transcriptomes (HTX) from the HMP2 were further used to associate with pentanoate abundance, based on 254 HTX samples from 90 individuals (CD, *n* = 43; UC, *n* = 25; without IBD, *n* = 22). Initial normalization was conducted on raw sample-by-gene HTX count data using the voom method implemented in R’s limma package. Normalized counts were used as a basis for linear mixed-effect modeling to detect differential gene expression, controlling for age, sex, and biopsy location. Spearman correlation was used to associate HTX expression with pentanoate status. All statistical tests were performed using GraphPad Prism version 9.0, and statistical parameters are reported in the figure legends.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Reporting Summary

## Data Availability

The high-throughput sequencing data generated in this paper has been deposited in the GEO under accession number GSE195607 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE195604). Taxonomic and functional profiles for HMP2 metabolomes (MBX) and host transcriptomes (HTX) were downloaded from http://ibdmdb.org in July 2020. Mass spectra data in PRISM were downloaded from metabolomics workbench study ST000923. Source data are provided as a Source Data file with the paper. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Microbiota-assisted iron uptake promotes immune tolerance in the intestine
**Source:** Nat Commun. 2023 May 15;14:2790. doi: 10.1038/s41467-023-38444-2
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Figure Legends

### Figure S1. Phenotypic analysis of 21-day-old *Tfr*c cKO mice

(a). Tfr1 was specifically abolished in Treg cells of *Tfr*c cKO mice. As in **Figure 1a**, expression of Tfr1 in splenic Th1 cells (CD4<sup>+</sup>Tbet<sup>+</sup>), Th2 cells (CD4<sup>+</sup>Gata-3<sup>+</sup>), Th17 cells (CD4<sup>+</sup>Foxp3-RORγt<sup>+</sup>), and CD8 T cells were determined by flow cytometry. Grey-shaded areas represent staining with an isotype control antibody. The data are representative of 3 independent experiments.

(b). Representative images of 21-day-old *Tfr*c cKO mice with smaller body sizes, dermatitis, and squinted eyes. WT littermates were included as negative controls.

(c). Representative images of the enlarged spleens and lymph nodes of 21-day-old *Tfr*c cKO mice.

(d). Numbers of indicated immune cells were determined by flow cytometry in the indicated organs of 3-week-old *Tfr*c cKO mice. Each dot represents one individual mouse from 4 independent experiments.

(e). CD4 SP (CD4<sup>+</sup>CD8<sup>-</sup>), CD8 SP (CD4<sup>-</sup>CD8<sup>+</sup>), DP (CD4<sup>+</sup>CD8<sup>+</sup>), and DN (CD4<sup>-</sup>CD8<sup>-</sup>) cells in the thymus were determined by flow cytometry. The data are representative of five independent experiments (CD4 SP, n=9 mice per group; CD8 SP, n=8 mice per group; DN, n=9 mice per group; DP, n=8 mice per group).

(f). Summary of effector T cell (CD44<sup>hi</sup>CD62L<sup>lo</sup>) percentages in the spleen of 21-day-old *Tfr*c cKO and WT littermates. The data are representative of at least three independent experiments (n= 8 mice per group).

(d,e,f), Statistical significance was determined by two-tailed Student's t test, data are mean ± SD. \**p*<0.05, \*\**P*<0.01, \*\*\**p*<0.001, \*\*\*\* *p*<0.0001 .

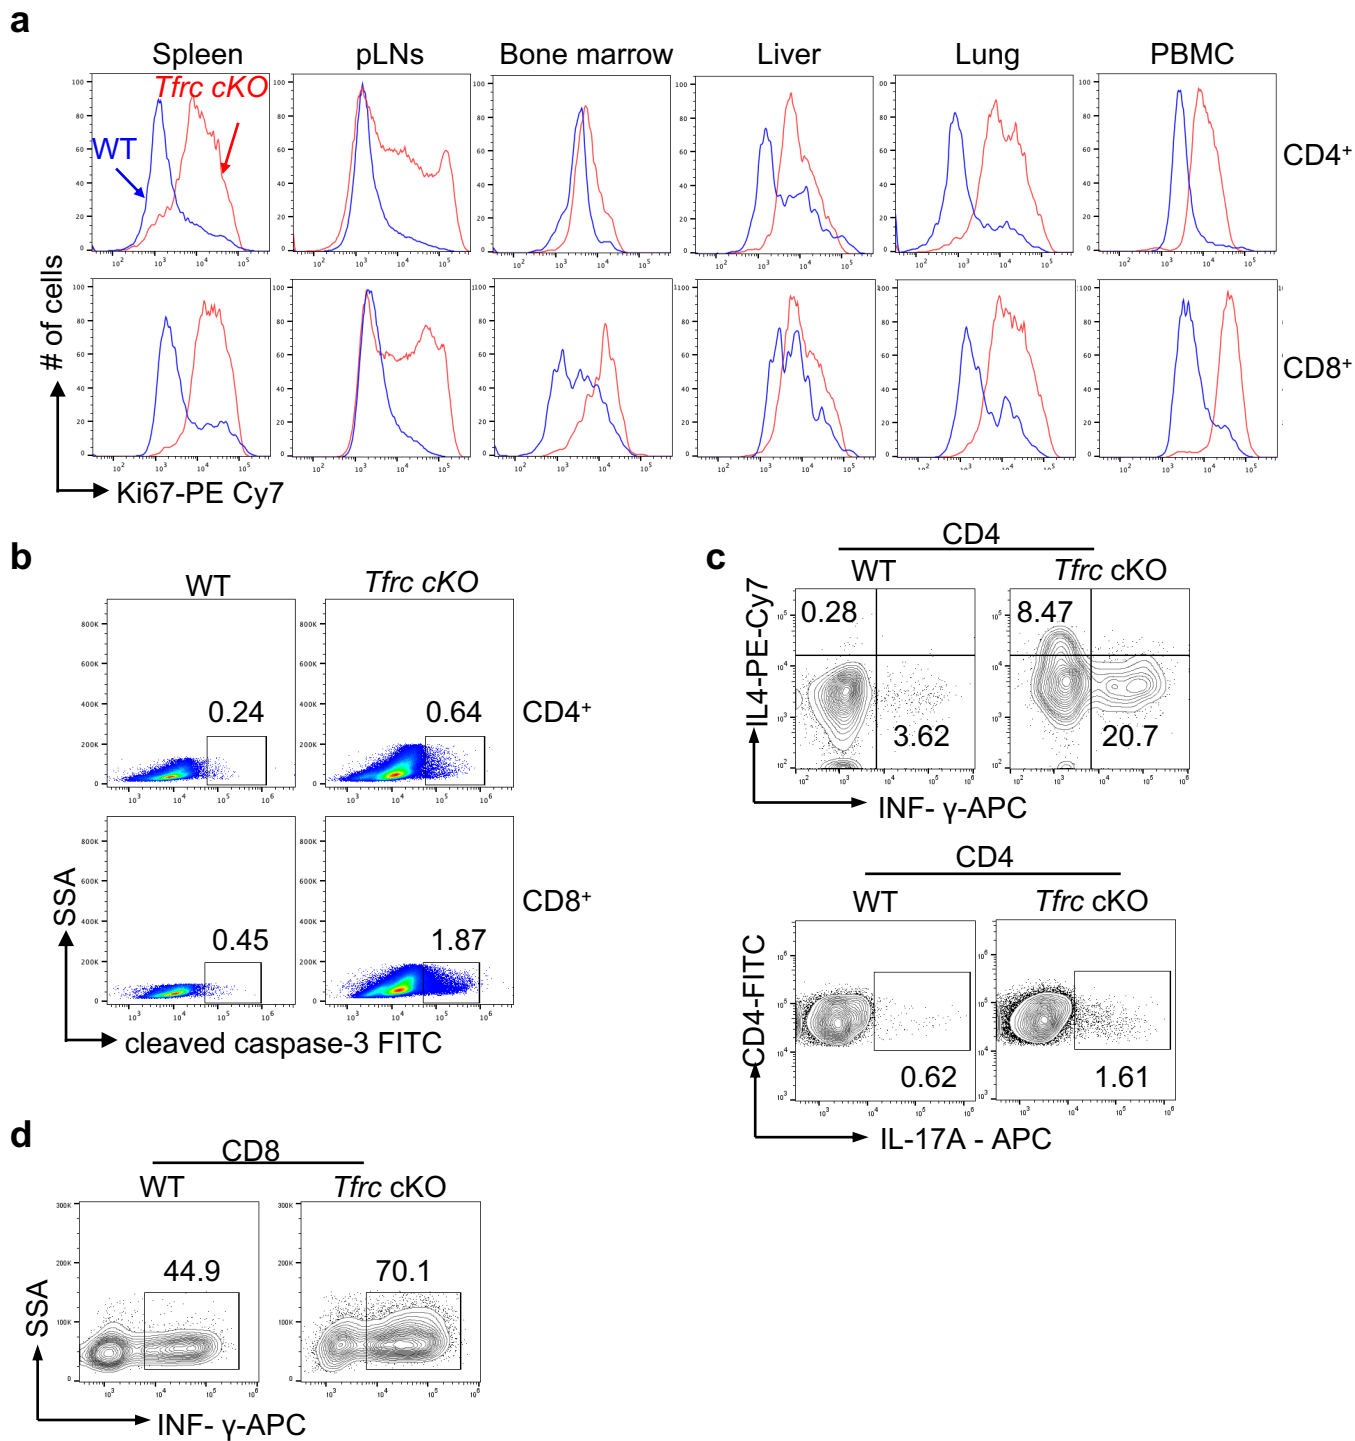

**Figure S2**

**Figure S2. Increased proliferation of T cells contributes to their accumulation in 21-day-old *Tfrc* cKO mice.**

(a) Cellular proliferation was determined by Ki-67 staining of CD4 (upper panels) and CD8 T cells (lower panels) from indicated organs. Data are representative of four independent experiments.

(b). Cell death was determined by cleaved Caspase 3 staining of CD4 and CD8 T cells in the spleen. Data are representative of three independent experiments.

(c). Representative FACS staining of IFN $\gamma$ -, IL-4- and IL-17A-expressing CD4 T cells in the spleens of 3-week-old *Tfrc* cKO and WT mice. Splenocytes were stimulated with PMA and ionomycin for 3 hours in the presence of Golgi-stop. IL-17A-, IL-4- and IFN $\gamma$ -expressing CD4 T cells were determined by intracellular staining.

(d). Representative FACS staining of IFN $\gamma$ <sup>+</sup> cells from 21-day-old *Tfrc* cKO and WT CD8 T cells. The IFN $\gamma$  expression in CD8 T cells was determined by intracellular staining following PMA/ionomycin stimulation.

(c-d). The data are summary or representative of at least three independent experiments.

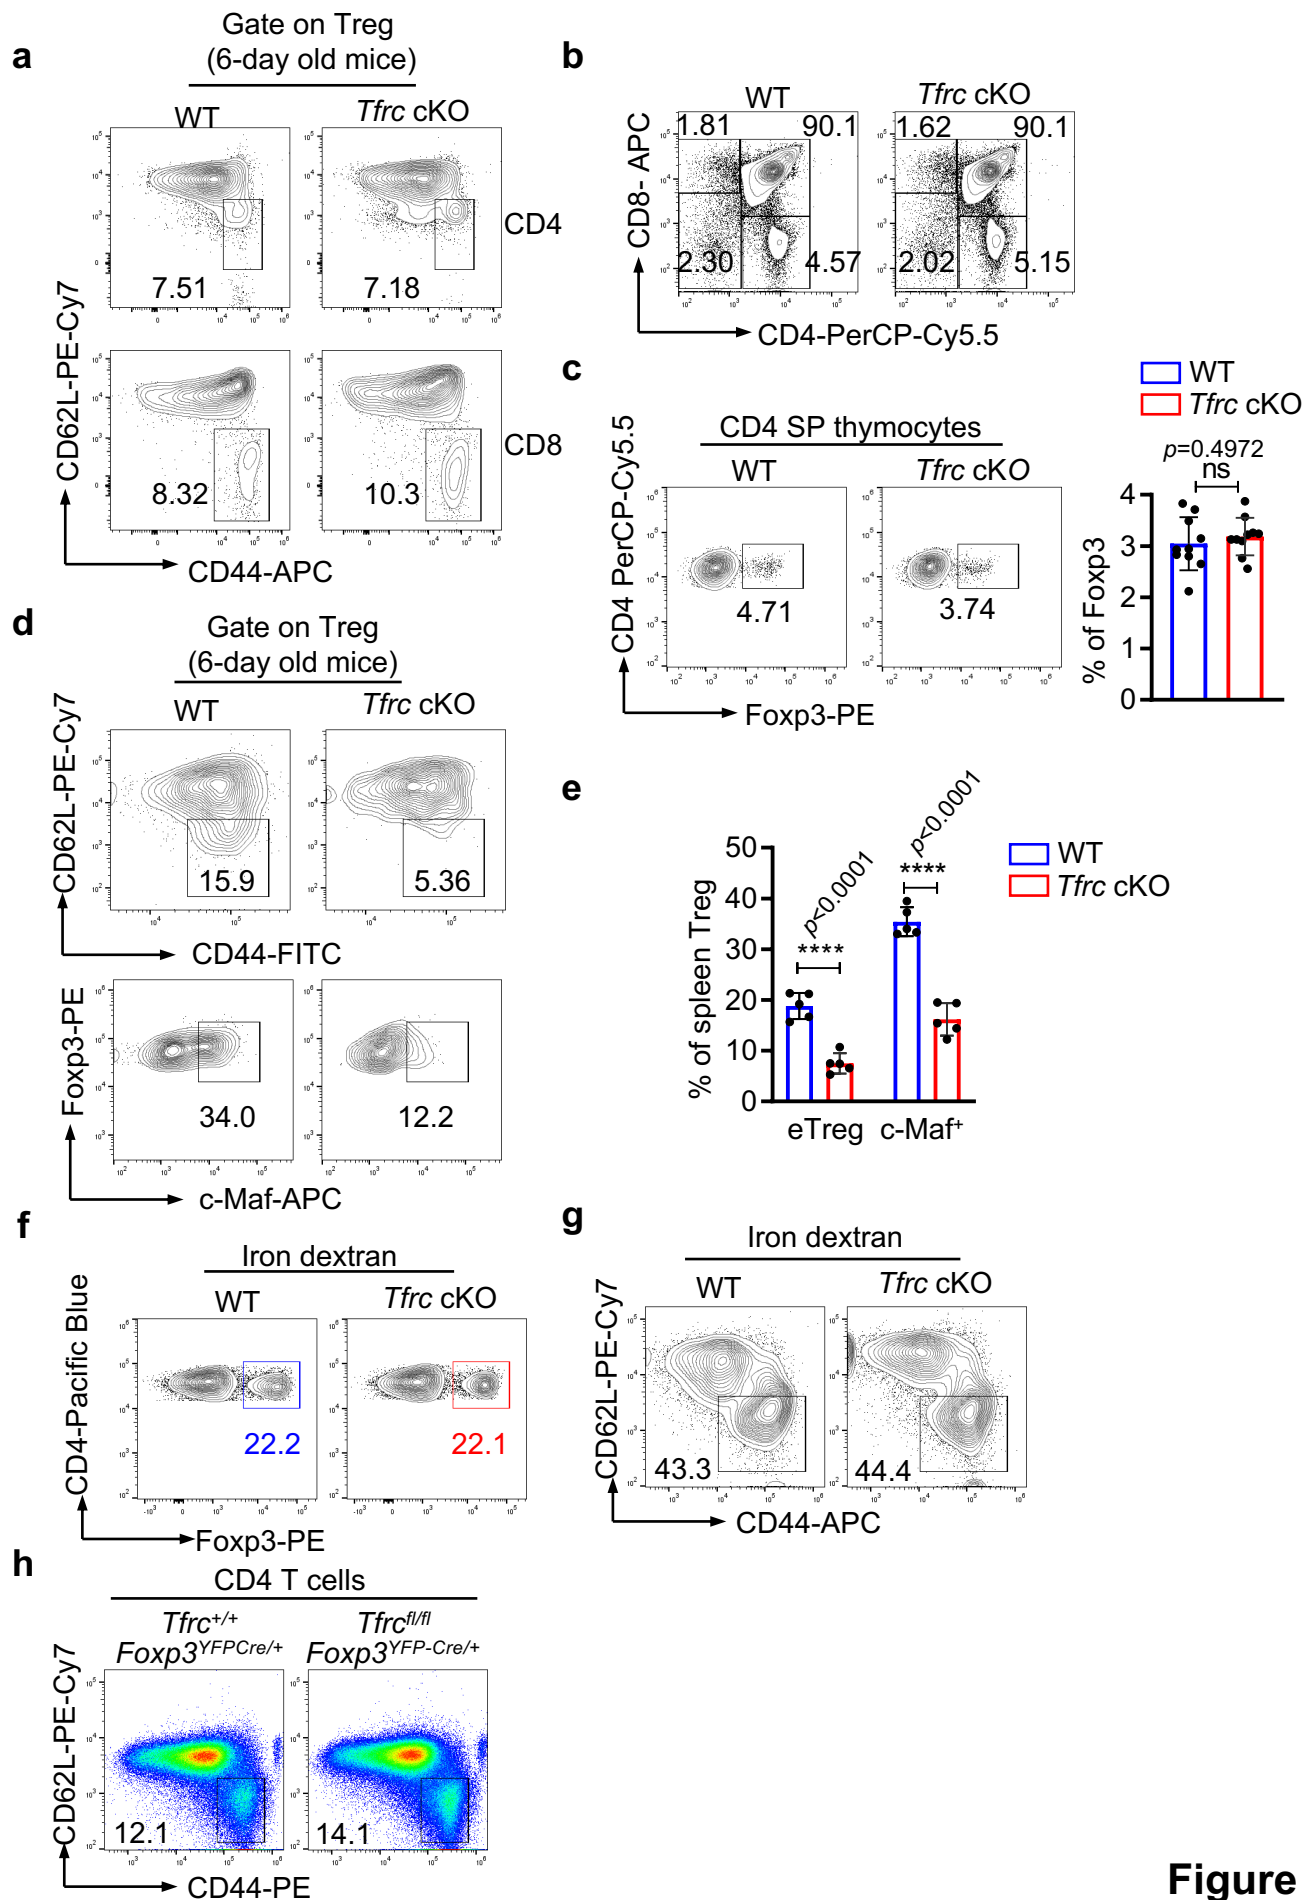

**Figure S3**

**Figure S3. Phenotypic analysis of 6-day-old *Tfrc* cKO mice.**

(a). Comparing the activation statuses of T cells in the spleens of 6-day-old *Tfrc* cKO mice. CD4<sup>+</sup> and CD8<sup>+</sup> T cells in the spleens of 6-day-old *Tfrc* cKO mice and their WT littermates were analyzed for the expression of CD44 and CD62L. Effector/memory T cells were gated as CD62L<sup>low</sup>CD44<sup>hi</sup>. The data are representative of three independent experiments.

(b, c). Total thymocytes isolated from 10-day-old WT and *Tfrc* cKO mice were analyzed for the expression of CD4 and CD8 (b). Foxp3 expression in the gated CD4 SP cells was further analyzed by intracellular staining (c). n = 10 mice per group from three independent experiments.

(d,e). The numbers of eTreg and c-Maf<sup>+</sup> Treg cells were decreased in 6-day-old *Tfrc* cKO mice. CD4<sup>+</sup>Foxp3<sup>+</sup> cells in the spleen were analyzed for the expression of CD44/CD62 L (upper panels) and c-Maf (lower panels). Effector Treg cells were gated as Foxp3<sup>+</sup>CD62L<sup>low</sup>CD44<sup>hi</sup>. (d). Representative flow cytometry analysis; (e). Summary of the percentages of effector Treg cells and c-Maf<sup>+</sup> Treg cells in splenic Treg cells from three independent experiments (n=5 mice per group).

(f,g). Neonatal (3-day-old) *Tfrc* cKO mice and WT littermates were injected intraperitoneally with iron dextran on postnatal day 3 (5 mg e.a.), day 9 (7.5 mg e.a.), and every 7 days (12.5 mg/ e.a.) thereafter until reaching 6 weeks of age. (f), Representative FACS staining showing the ratios of Tregs in CD4 T cells from 6-week-old *Tfrc* cKO and WT mice receiving the iron dextran. (g), The expression of CD44 and CD62L in CD4<sup>+</sup> splenocytes from iron dextran-treated WT and *Tfrc* cKO mice was analyzed. The data are representative of three independent experiments.

(h) Flow cytometry analysis of the CD44 and CD62L expression in CD4<sup>+</sup> splenocytes from *Tfrc*<sup>fl/fl</sup> *Foxp3*<sup>YFP-Cre/+</sup> and *Tfrc*<sup>+/+</sup> *Foxp3*<sup>YFP-Cre/+</sup> female mice. The data are representative of three independent experiments.

(c,e) Statistical significance was determined by a two-tailed *t* test. Data are mean ± SD. \*\*\*\*, *P*<0.0001 by two-tailed Student's *t* test.

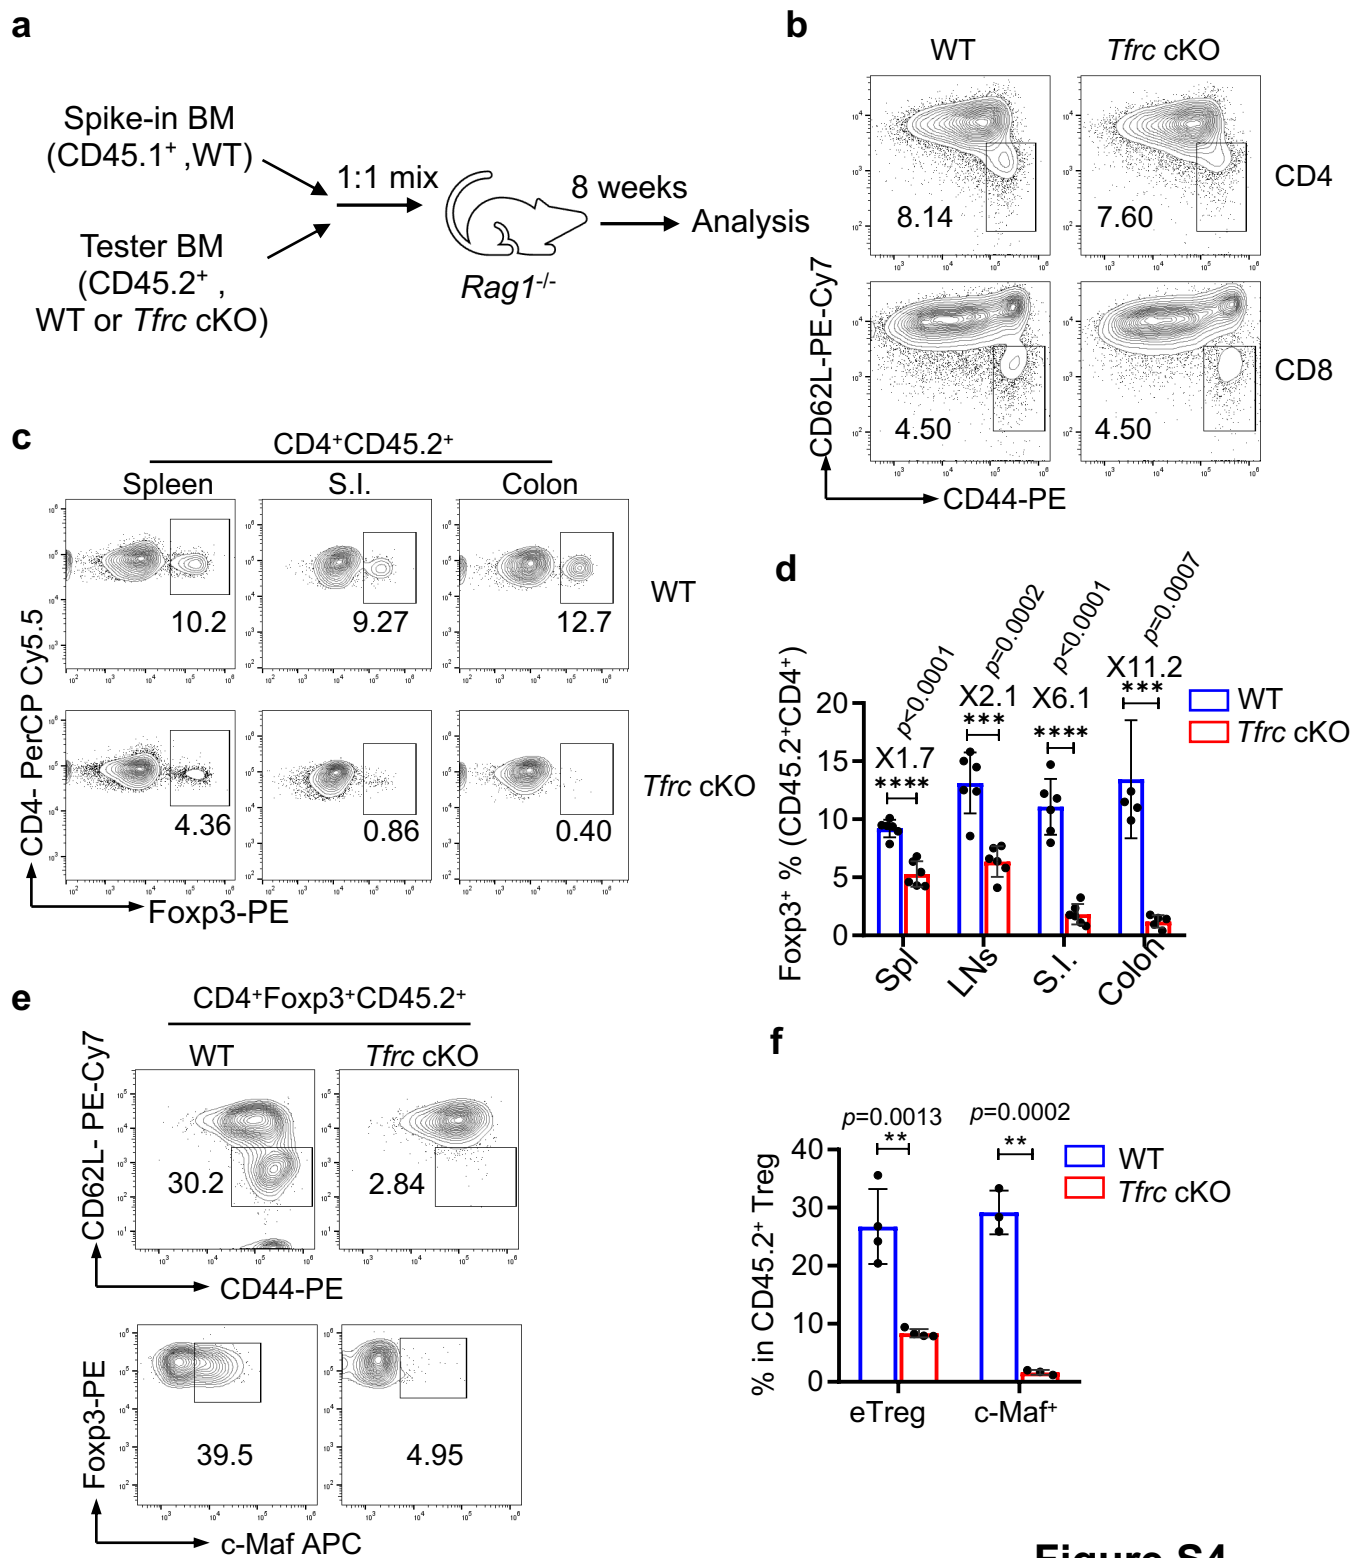

**Figure S4. Bone marrow chimeric experiments revealed a cell-intrinsic function of Tfr1 in the differentiation of c-Maf<sup>+</sup> Treg cells.**

**(a)** Schematic of the bone marrow chimeric mice. *Rag1*<sup>-/-</sup> mice were reconstituted with *Tfr1* cKO (*Tfr1*<sup>fl/fl</sup> *Foxp3*<sup>YFP-IRES-Cre/y</sup> mice, CD45.2<sup>+</sup>) bone marrow cells mixed with B6.SJL (CD45.1<sup>+</sup>) bone marrow cells or WT mouse (*Tfr1*<sup>+/+</sup> *Foxp3*<sup>YFP-IRES-Cre/y</sup> mice CD45.2<sup>+</sup>) bone marrow cells mixed with B6.SJL (CD45.1<sup>+</sup>) bone marrow cells as indicated. The recipient mice were analyzed 8 weeks after reconstitution.

**(b).** Spontaneous T-cell activation was lacking in the chimeric mice. Total CD4 (upper panels) and CD8 (lower panels) T cells from the spleens of the chimeric mice were analyzed for the expression of CD44 and CD62L. Effector/memory cells were gated as CD44<sup>hi</sup>CD62L<sup>low</sup>.

**(c,d).** *Tfr1* cKO bone marrow-derived Treg cells were completely lost in the intestines of chimeric mice. CD4<sup>+</sup> T cells from the spleens, small intestines (S.I.), and colons of the chimeric mice were first separated based on the expression of CD45.1 (B6. SJL) or CD45.2 (*Tfr1* cKO or control WT), and *Foxp3* expression was determined in CD4<sup>+</sup>CD45.2<sup>+</sup> T cells by intracellular staining. **(c).** Representative flow cytometry analysis; **(d).** Summary of the percentage of *Foxp3*<sup>+</sup> in CD4<sup>+</sup>CD45.2<sup>+</sup> cells (n=6 mice per group in the spleen, LNs and S.I.; n=5 mice per group in the colon) based on two independent experiments.

**(e,f).** Diminished eTreg and c-Maf<sup>+</sup> Treg cells derived from *Tfr1* cKO bone marrow. CD4<sup>+</sup>CD45.2<sup>+</sup>*Foxp3*<sup>+</sup> cells in the spleens of the chimeric mice were gated and further analyzed for CD44/CD62L (upper panels) and c-Maf (lower panels) expression by flow cytometry. **(e).** Representative flow cytometry analysis; **(f).** Summary of the percentages of eTreg (CD62L<sup>low</sup>CD44<sup>hi</sup>) or c-Maf<sup>+</sup> cells among the gated CD4<sup>+</sup>CD45.2<sup>+</sup>*Foxp3*<sup>+</sup> cells (for eTreg, n=4 mice per group; for c-Maf<sup>+</sup> Treg, n=3 mice per group based on 2 independent experiments).

The error bars represent the standard deviation of the mean, \*\*, *p*<0.01, \*\*\**p*<0.001, \*\*\*\**p*<0.0001 in two-tailed Student's *t* test.

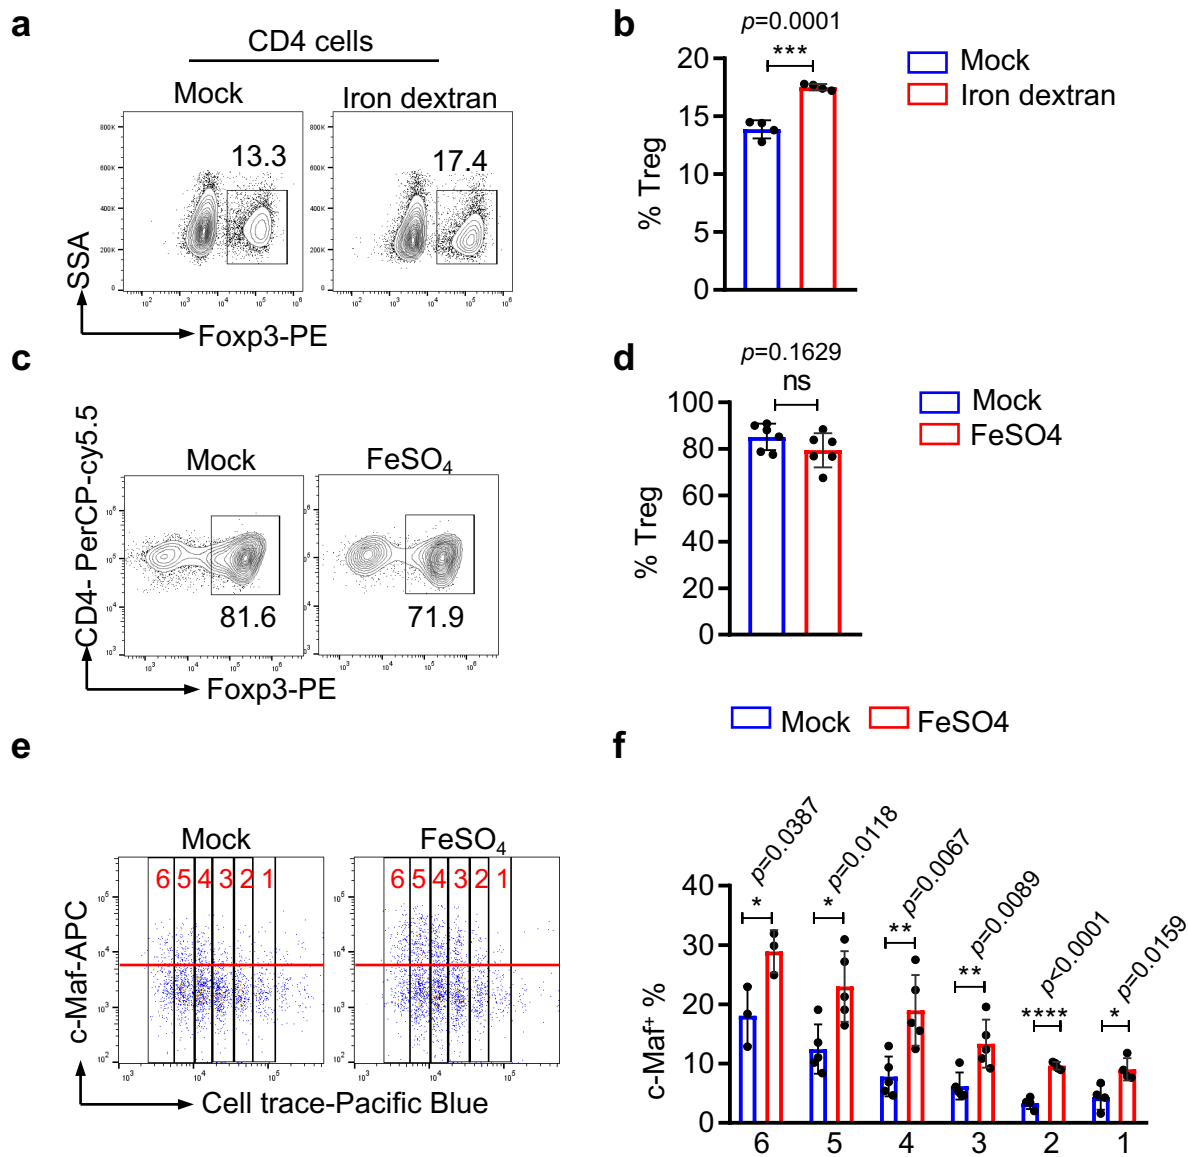

**Figure S5**

**Figure S5. Iron promotes the differentiation of c-Maf<sup>+</sup> Treg cells.**

**(a,b).** Iron dextran treatment expanded Treg cells *in vivo*. WT C57BL/6 mice were treated with iron dextran (37.5 mg/e.a.) by intraperitoneal injection every 5 days. Twenty-one days after the initial treatment, the ratios of Foxp3<sup>+</sup> cells were determined by intracellular staining. **(a)**, Representative flow cytometric plots; **(b)**, Summary of three independent experiments (n=4 mice in each condition).

**(c,d).** Iron sulfate did not promote the differentiation of Treg cells *in vitro*. Naïve CD4 T cells were isolated from the spleens of WT mice, and Treg cells were differentiated *in vitro* in the presence of TGF β and IL-2. Foxp3<sup>+</sup> cells were identified by intracellular staining. The data are representative **(c)** or a summary **(d)** of three independent experiments (n=6 samples in each condition).

**(e,f).** Iron sulfate enhanced c-Maf expression in iTreg cells independent of the enhanced cellular proliferation. Naïve CD4 T cells were isolated from the spleen and labeled with cell trace, and Treg cells were differentiated *in vitro* in the presence of 50 μM FeSO<sub>4</sub> or PBS for 4 days. c-Maf expression was determined in the cells with the indicated cell division cycles based on the cell trace intensity **(e)**. The data are representative of at least three independent experiments **(f)**.

**(b,d,f)** The error bars represent the standard deviation of the mean. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\*\* $p < 0.0001$  in two-tailed Student's *t* test.

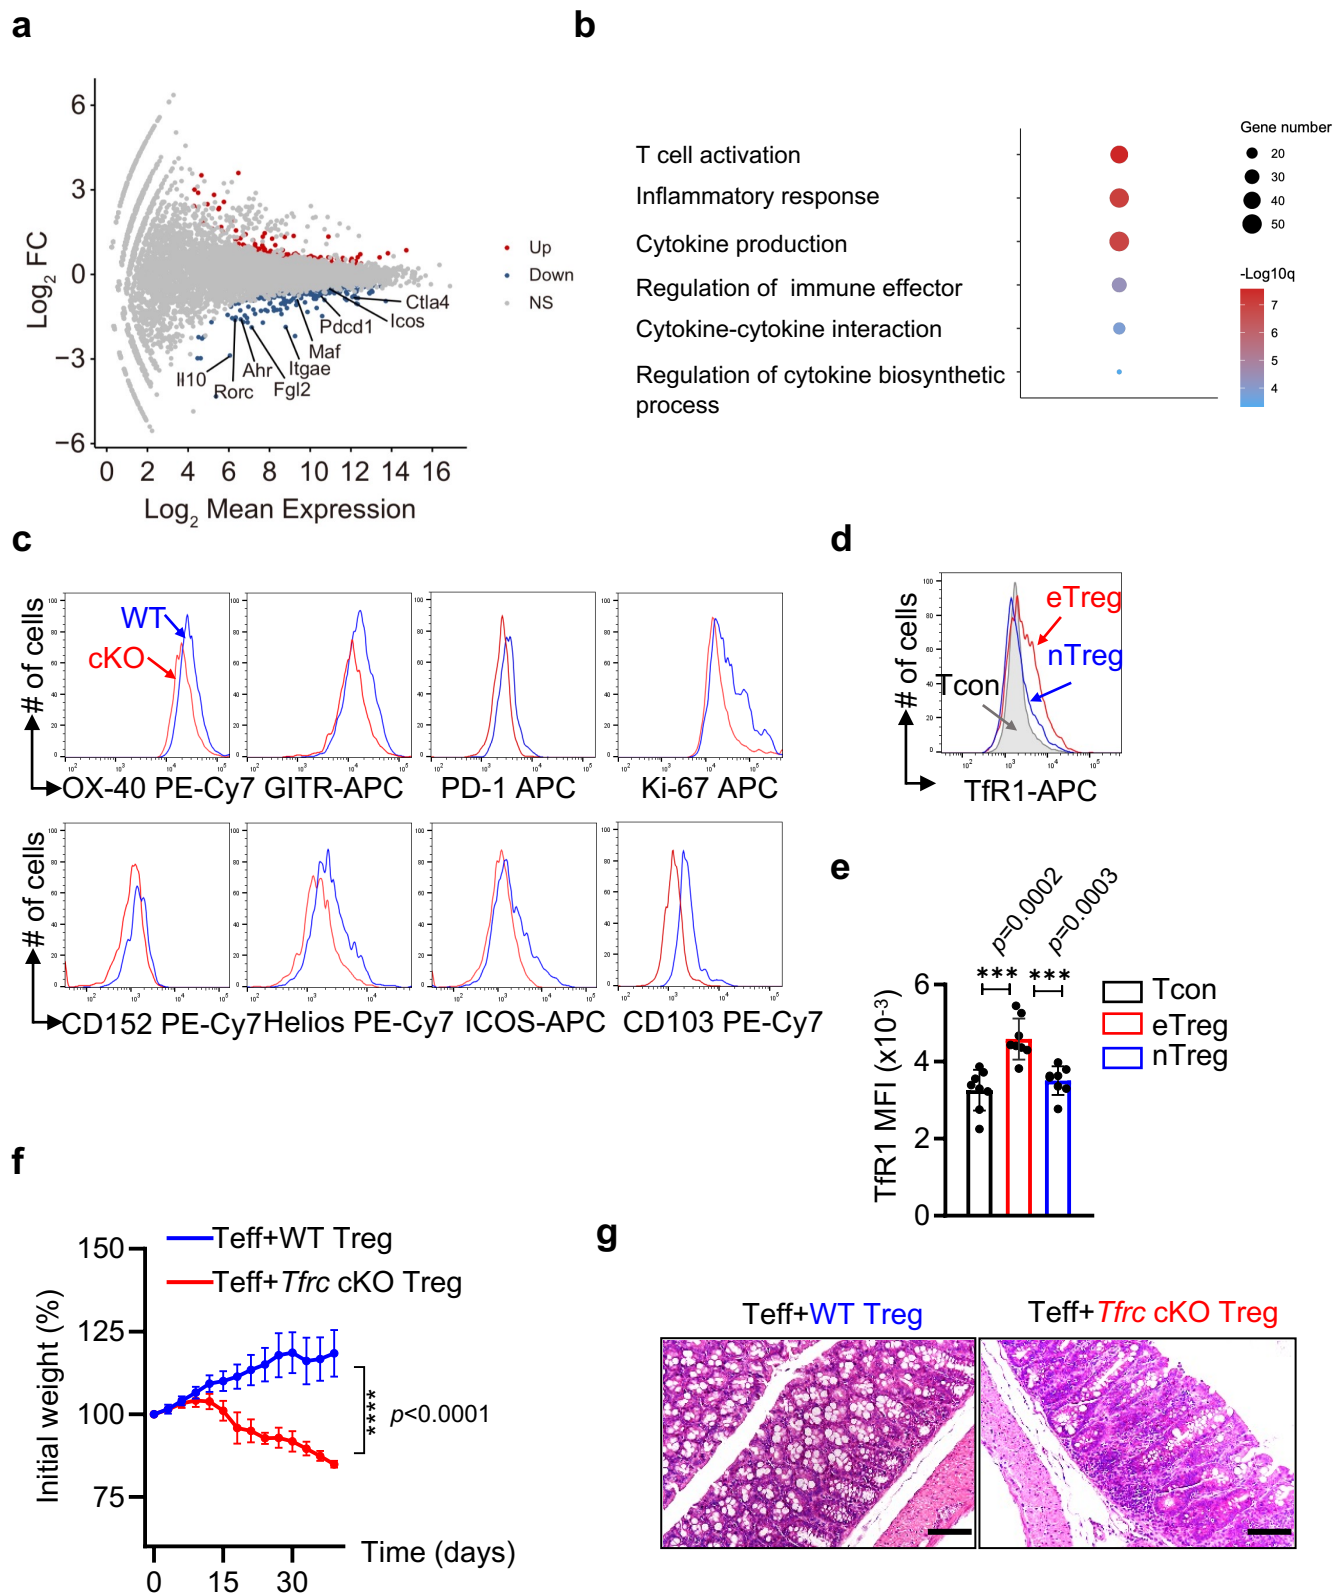

**Figure S6**

**Figure S6. Tfr1 was essential for the effector program of Treg cells.**

(a). Tfr1 deficiency resulted in a diminished effector Treg program. YFP<sup>+</sup>CD4<sup>+</sup> cells were isolated from the spleens and lymph nodes of *Tfr1<sup>fl/fl</sup> Foxp3-Cre<sup>YFP/+</sup>* mice (Tfr1 cKO) and *Tfr1<sup>+/+</sup> Foxp3-Cre<sup>YFP/+</sup>* (WT) mice. RNA-seq was conducted, and differentially expressed genes were identified with DESeq-2. The data are shown as an M-A plot based on two biological replicates. Y-axis and X-axis correspond to log2FC and the baseMean value respectively. 

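With the threshold of Supplementary Fig. S6a, a Wald test in DESeq2 on the deposited counts gave 219 higher and 313 lower genes in the libraries labelled TfR1-deficient when the p-value was not adjusted. With DESeq2's adjusted p-value under 0.05 and the same minimum change, 6 genes were higher and 28 lower. Of the 532 genes called by DESeq2 at the unadjusted p-value, 432 were also called in the same direction by edgeR, and so were all 34 called at the adjusted p-value. The 7 effector genes of the text were all called at the unadjusted p-value in DESeq2, and *Ctla4*, *Il10*, *Fgl2* and *Itgae* at the adjusted one (adjusted p = 0.0055, 0.0054, 2.4e-04 and 1.3e-04). *Maf* (chromosome 8, 118206842 to 118231694) was at 65.2 ± 4.57 CPM (SD, n = 2) in WT and 33.3 ± 6.91 CPM (SD, n = 2) in the libraries labelled TfR1-deficient. Its log2 fold change in DESeq2 was -0.96 (standard error 0.27, adjusted p = 0.091).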

Significantly changed genes in Tfr1-deficient Treg cells are highlighted in red (upregulated) or blue (downregulated) ( $|LFC| \geq 0.5$ ,  $p$  value  $< 0.05$ , Wald test).

(b). Gene ontology analysis of the genes identified in (a) was performed using Metascape <sup>1</sup>. The size of the dot represents the number of enriched genes, and the color represents the p value of the indicated GO term.  $p$ -values are calculated based on the cumulative hypergeometric distribution, and  $q$ -values are calculated using the Benjamini-Hochberg procedure.

(c). The expression of effector molecules in the Treg cells identified in (a) was determined by flow cytometry. The data are representative of three independent experiments.

(d,e). Tfr1 expression was increased in effector Treg cells. The expression of Tfr1 in effector Treg (CD44<sup>hi</sup>CD62L<sup>low</sup> Foxp3<sup>+</sup>CD4<sup>+</sup>), naïve Treg (CD44<sup>lo</sup>CD62L<sup>hi</sup>Foxp3<sup>+</sup>CD4<sup>+</sup>) and conventional CD4 (Foxp3<sup>-</sup>CD4<sup>+</sup>) cells was determined by flow cytometry. (d), Representative flow cytometric results; (e), Summary of three independent experiments (n=8 mice per group, Two-tailed  $t$  test, \*\*\* $p < 0.001$ , mean  $\pm$  SD.).

(f,g). Tfr1-deficient Treg cells lost their suppressive function *in vivo*. A total of  $1 \times 10^5$  YFP<sup>+</sup>CD25<sup>+</sup> cells isolated from the spleens of 6-day-old *Tfr1<sup>fl/fl</sup> Foxp3<sup>Cre-IRES-YFP/y</sup>* (Tfr1 cKO) and *Tfr1<sup>+/+</sup> Foxp3<sup>Cre-IRES-YFP/y</sup>* mice (WT) were cotransferred with  $4 \times 10^5$  naïve T cells (WT CD4<sup>+</sup> CD45RB<sup>+</sup>CD25<sup>-</sup> cells) into *Rag1<sup>-/-</sup>* mice. Weight loss (f) and inflammatory cell infiltration in the colon (g) were analyzed in two independent experiments, scale bars represent 100  $\mu$ m. The significance of the data in f was determined by two-way ANOVA (\*\*\*\*,  $p < 0.0001$ , mean  $\pm$  SEM.).

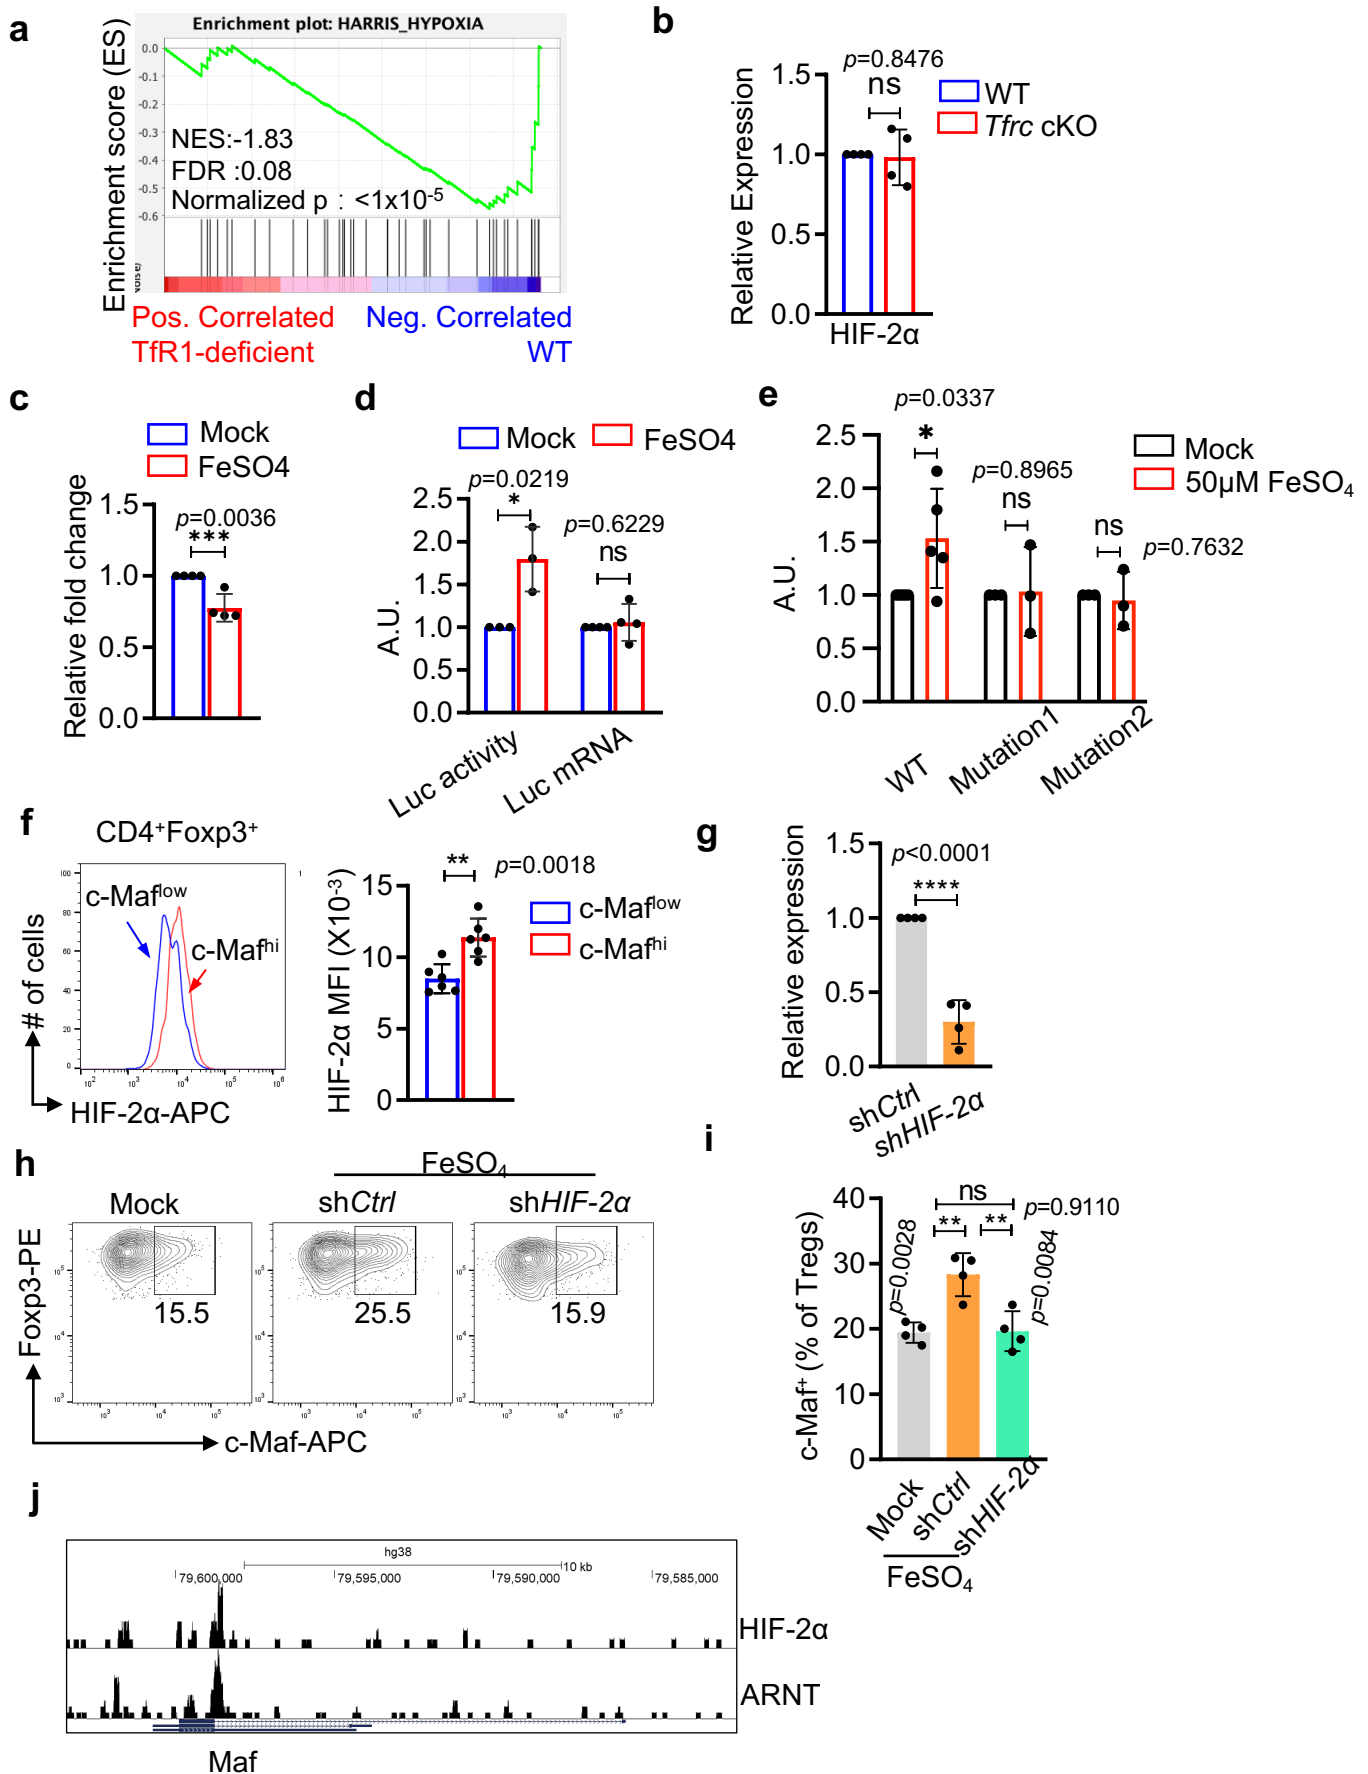

**Figure S7**

**Figure S7. Iron promotes c-Maf expression in Treg cells by enhancing HIF-2 $\alpha$  translation.**

(a). Gene expression of TfR1-deficient Treg cells ( YFP<sup>+</sup>CD4<sup>+</sup> cells from *Tfrc<sup>fl/fl</sup> Foxp3<sup>Cre-YFP/+</sup>* mice ) was compared to WT Treg cells (YFP<sup>+</sup>CD4<sup>+</sup> cells from *Tfrc<sup>+/+</sup> Foxp3<sup>Cre-YFP/+</sup>* mice) by RNA-seq. GSEA was performed using the GSEA tool and MSigDB database <sup>2</sup>. The significance of a gene set is estimated by an empirical phenotype-based permutation test procedure.

(b). HIF-2 $\alpha$  expression in CD4<sup>+</sup>YFP<sup>+</sup> cells from *Tfrc<sup>fl/fl</sup> Foxp3-Cre<sup>YFP/+</sup>* mice (TfR1 cKO) was determined with real-time PCR and compared to that in the counterparts from *Tfrc<sup>+/+</sup> Foxp3-Cre<sup>YFP/+</sup>* mice (n=4 mice from three independent experiments).

(c). As shown in **Figure 3h**, iTreg cells were stimulated with FeSO<sub>4</sub>, and HIF-2 $\alpha$  mRNA levels were determined. The data are a summary of four independent experiments.

(d). iTreg cells were transfected with a HIF-2 $\alpha$  5'-UTR luciferase reporter and were stimulated with FeSO<sub>4</sub> for 12 hours. Luciferase activity (*left*) (n=3) and luciferase mRNA (*right*) (n=4) were determined. The data were normalized to cells without FeSO<sub>4</sub> stimulation and summarized in three independent experiments.

(e). As in (d), WT iTreg cells were transfected with either WT HIF-2 $\alpha$  5'-UTR reporter or mutant reporters abrogating the IRE/IRP interaction <sup>3 4</sup>. The data were normalized to the cells without FeSO<sub>4</sub> stimulation (n=4 and 3 for WT and mutant groups).

(f). WT Treg cells were identified as CD4<sup>+</sup> Foxp3<sup>+</sup>, and HIF-2 $\alpha$  expression in the c-Maf<sup>hi</sup> population was compared to that in the c-Maf<sup>low</sup> population. The data are representative (*left*) or a summary (*right*) of three independent experiments (n=6 mice per group).

(g,h). iTreg cells were transduced with indicated retrovirus and stimulated with FeSO<sub>4</sub>. The expression of HIF-2 $\alpha$  and c-Maf were determined by real-time PCR (g) or intracellular staining (h-i) five days after differentiation. (h), Representative results; (i). Summary of the percentage of c-Maf<sup>+</sup> cells in iTreg cells based on four independent experiments.

(b-h). Statistical significance was determined by two-tailed t test (\*,  $p < 0.05$ , \*\* $p < 0.01$ , \*\*\*\* $p < 0.0001$ ), and data are mean  $\pm$  SD.

(j). HIF-2 $\alpha$  and ARNH bind to the promoter region of c-Maf. The data were derived from the results of previously published ChIP seq experiments using the kidney epithelium cell line 786-O <sup>5</sup>.

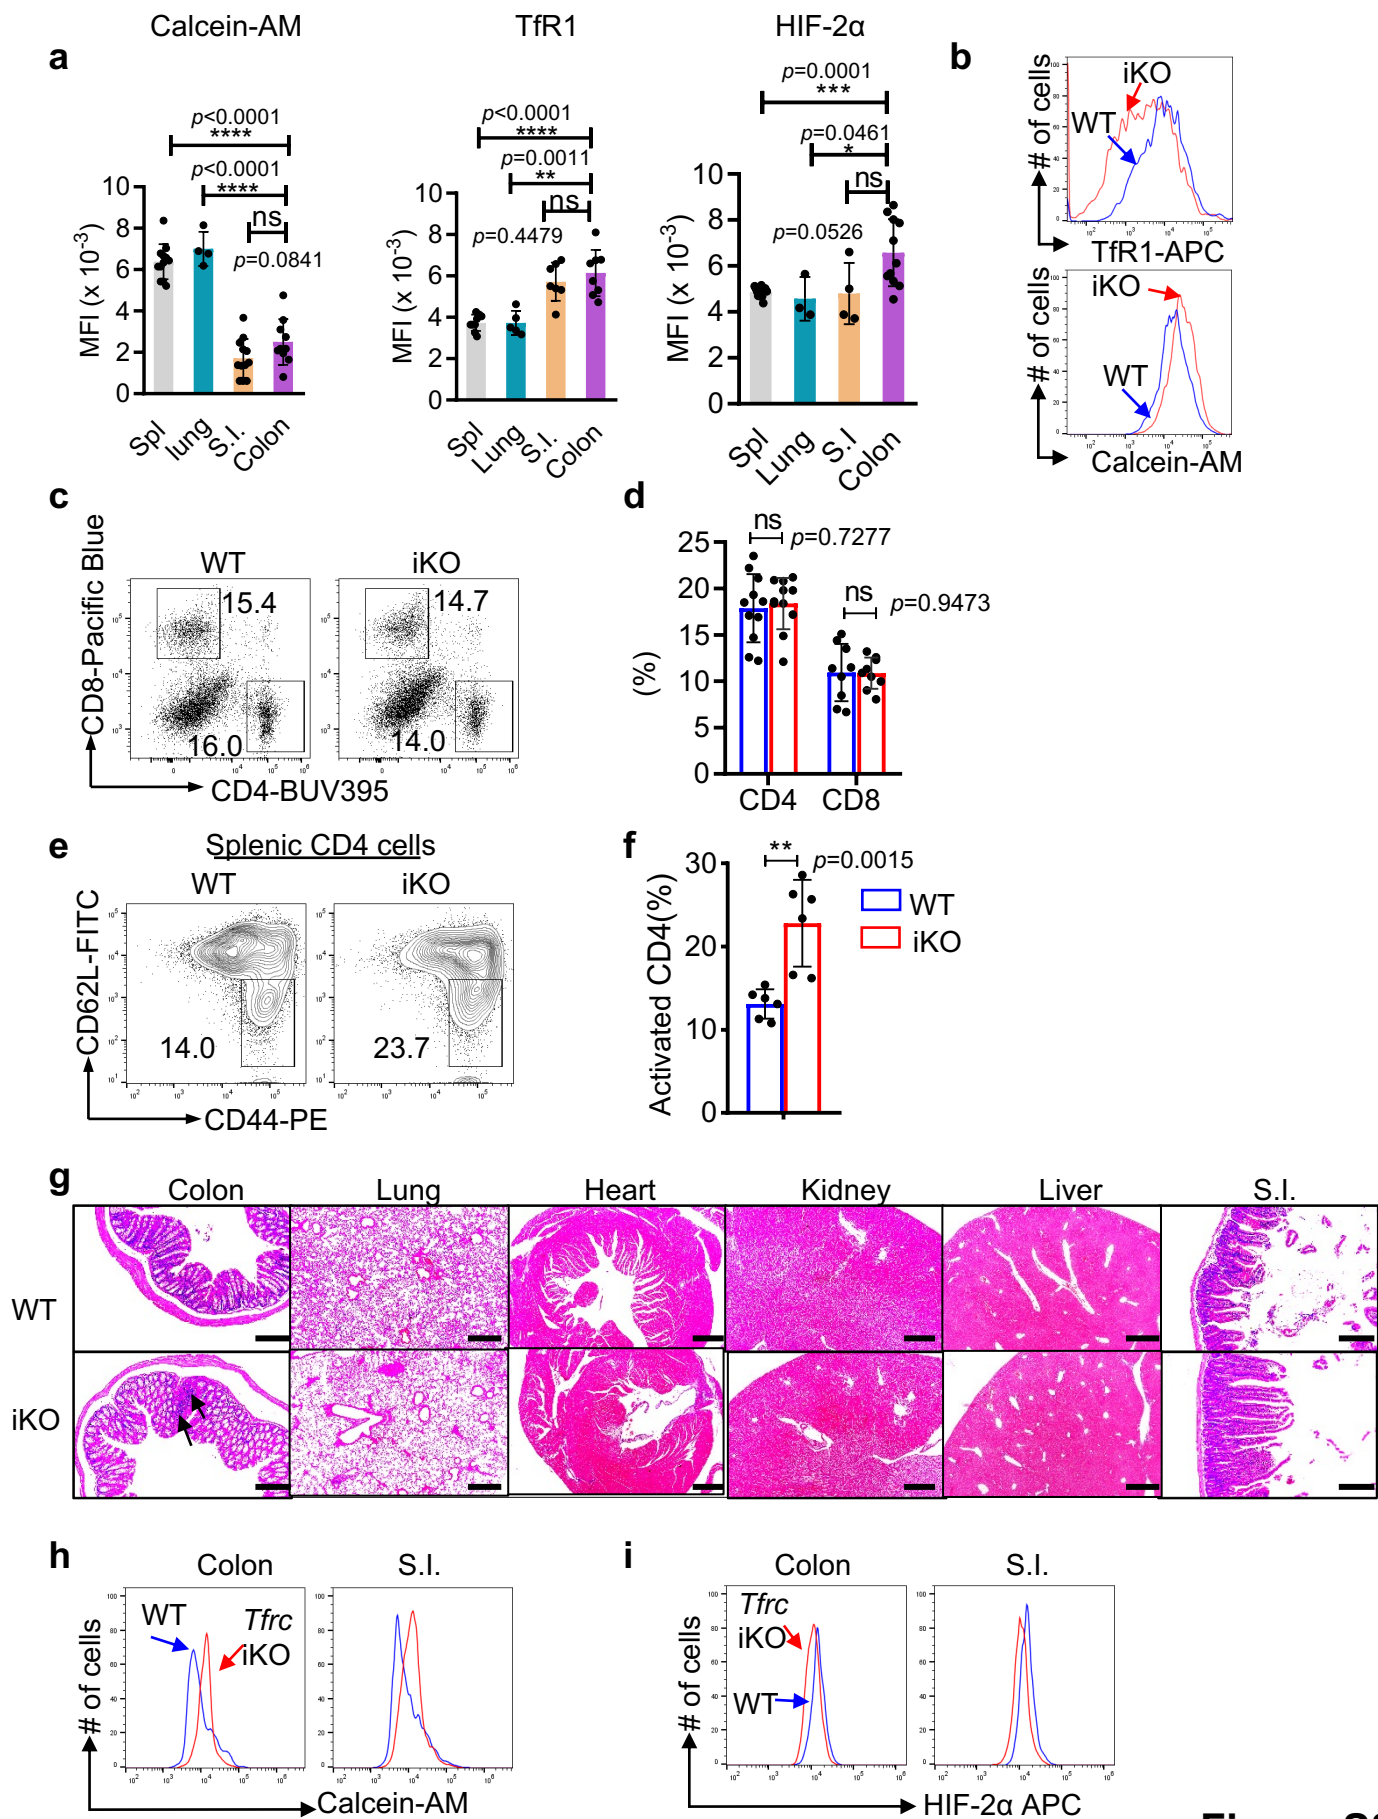

**Figure S8**

**Figure S8. Acute depletion of Tfr1 in Treg cells selectively disrupts immune tolerance in the intestine.**

(a). CD4<sup>+</sup>Foxp3<sup>+</sup> cells from indicated organs of WT mice were analyzed for the levels of labile iron by Calcein-AM staining (*left*) (n=12,4,12 and 10 mice for spleen, lung, small intestine and colon, respectively) or for the expression of Tfr1 (*middle*) (n=9,5,8,8 mice per group for the spleen, lung, small intestine and colon, respectively) and HIF-2α (*right*) (n=15,3,4, and 11 mice per group for the spleen, lung, small intestine and colon, respectively) by flow cytometry. Note, the calcein-AM levels were inversely correlated with the levels of intracellular labile iron.

(b). *Foxp3<sup>eGFP-creERT2</sup>Tfr1<sup>fl/fl</sup>* mice were treated with tamoxifen as described in Figure 4c, and the expression of Tfr1 (*top*) and the levels of labile iron (calcein-AM staining, *bottom*) in splenic Treg cells were analyzed.

(c,d). The ratios of CD4 and CD8 T cells in the spleens of tamoxifen-treated *Foxp3<sup>eGFP-creERT2</sup>Tfr1<sup>fl/fl</sup>* mice were analyzed.

(c). Representative flow cytometry analysis; (d). Summary of the percentages of CD4<sup>+</sup> and CD8<sup>+</sup> T cells from three independent experiments (n=11 and 9 for CD4<sup>+</sup> cells and CD8<sup>+</sup> cells respectively). Each dot represents one individual mouse.

(e,f). Splenic CD4 T cells were analyzed for the expression of CD44 and CD62L, and the effector/memory population was gated as CD44<sup>hi</sup>CD62L<sup>low</sup>. (e). Representative flow cytometry analysis; (f). Summary of the percentages of the CD44<sup>hi</sup>CD62L<sup>low</sup> population in CD4 T cells (n=6 mice per group from three independent experiments).

(g). H&E staining of the indicated tissues from tamoxifen-treated *Foxp3<sup>eGFP-creERT2</sup>Tfr1<sup>fl/fl</sup>* mice (iKO). The images are representative of three independent experiments. The arrows indicate infiltrating inflammatory cells. Scale bars represent 250 μm (colon and small intestine (S.I.) or 500 μm (lung, heart, kidney and liver).

(h,i). Treg cells from either the colon or small intestine (S.I.) of the tamoxifen-treated *Foxp3<sup>eGFP-creERT2</sup>Tfr1<sup>fl/fl</sup>* mice (*Tfr1* iKO) were analyzed for the levels of labile iron (Calcein-AM staining, h) or HIF-2α by intracellular staining (i). The data are representative of three independent experiments.

(a,d,f) Statistical significance was determined by two-tailed students' *t* test, and the data are mean ± SD. \**p*<0.05, \*\**p*<0.01, \*\*\**p*<0.001, \*\*\*\**p*<0.0001.

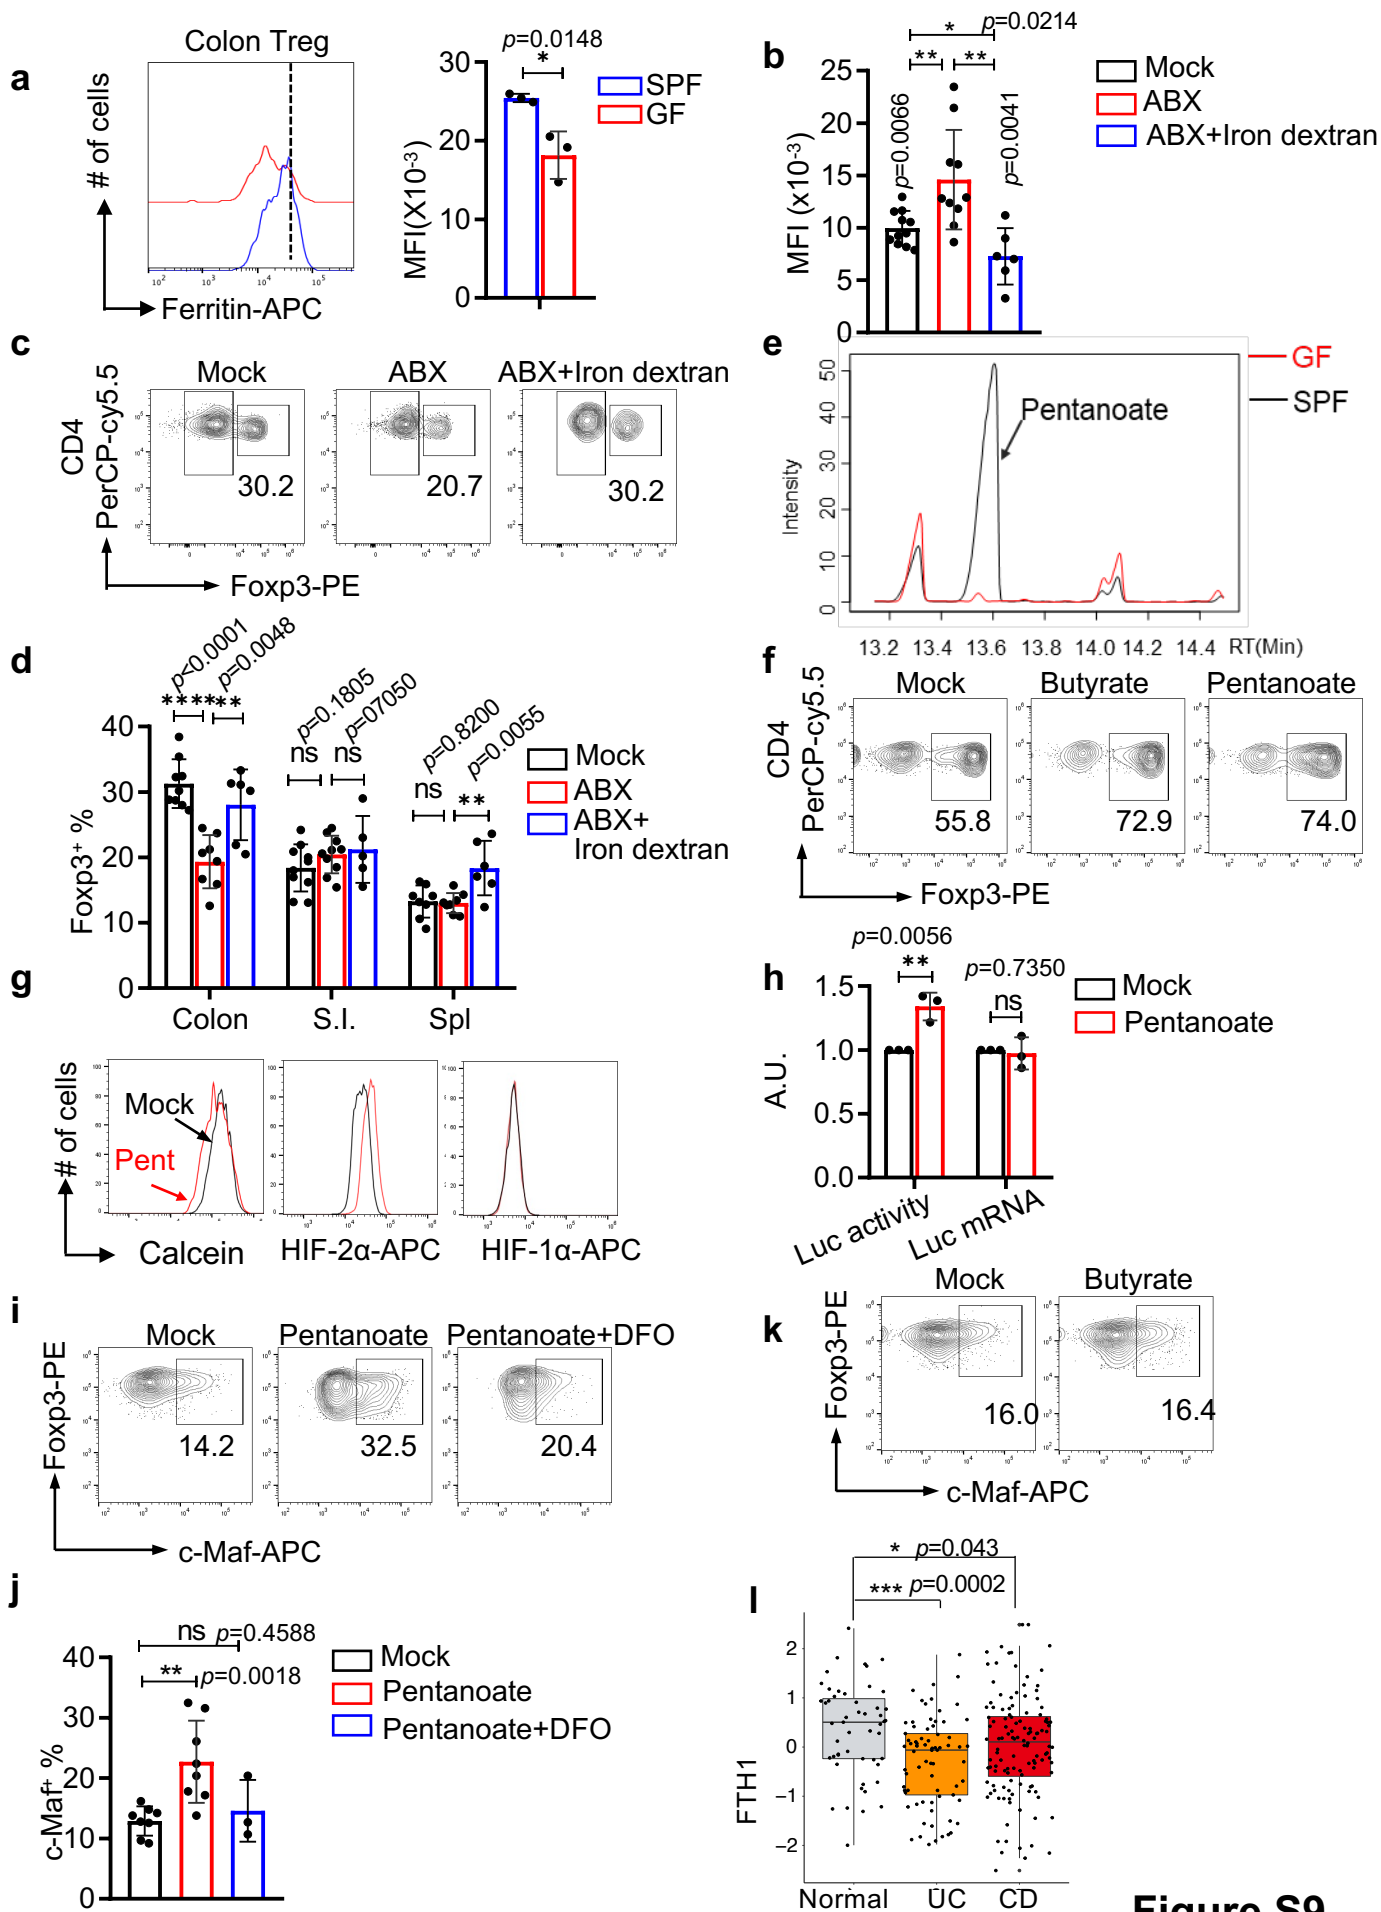

**Figure S9**

**Figure S9. Pentanoate enhances iron uptake and promotes the expression of HIF-2 $\alpha$  and c-Maf.**

(a). Ferritin expression was determined in colonic Treg cells from either SPF or germ-free mice (n=3 mice).

(b). Labile iron in colonic Treg cells was determined by Calcein-AM staining (n=11, 10, and 6 mice for control, ABX, and ABX+Iron dextran group respectively).

(c,d). Colonic Tregs were determined by Foxp3 staining. (c), Representative flow cytometry plots (gated on CD45<sup>+</sup>CD4<sup>+</sup> cells). (d), Summary of the ratios of colonic Tregs from three independent experiments, and each dot represents one individual mouse.

(e). As in Figure 5d, metabolites from the caeca of SPF and germ-free (GF) mice were analyzed by GC–MS. The data are representative of four independent experiments.

(f). Two days after iTreg differentiation, the expression of Foxp3 was determined. The data are representative of three independent experiments.

(g). As in (f), the expression of HIF-2 $\alpha$  and HIF-1 $\alpha$  in iTreg cells was determined by flow cytometry staining. Labile iron levels were determined by calcein-AM staining.

(h). WT iTreg cells were transfected with HIF-2 $\alpha$ -5UTR reporter and subsequently treated with 1 mM sodium pentanoate for 12 hours. The data are a summary of three independent experiments.

(i,j). As in (d), iTreg cells were treated with pentanoate (1 mM) and with or without DFO (10  $\mu$ M) for 3 days, and the expression of c-Maf was determined. The data are representative (i) or (j) summary of three independent experiments (n=8,8, and 3 mice for control, pentanoate, and pentanoate + DFO group respectively).

(k). As in (d), c-Maf expression in iTreg cells was determined 3 days after sodium butyrate treatment.

(l). As in Figure 7i, *FTH1* expression in the intestine was determined with RNA-seq in healthy individuals (normal) and patients with active CD or UC. Data are profiled from the previously published HPM2 cohort (CD, n= 43; UC, n= 25; normal, n= 22). The box plots show the median and interquartile range (IQR), with the upper and lower whiskers representing 1.5 times the IQR above the upper quartile and below the lower quartile, respectively. \*,  $p<0.05$ , \*\*\*,  $p<0.001$  in linear regression analysis.

(a,b,d,h,j). Statistical significance was determined by two-tailed Student's *t* test (\*\* $p<0.01$ , \*\*\*\* $p<0.0001$ ), and data shown are mean  $\pm$  SD.

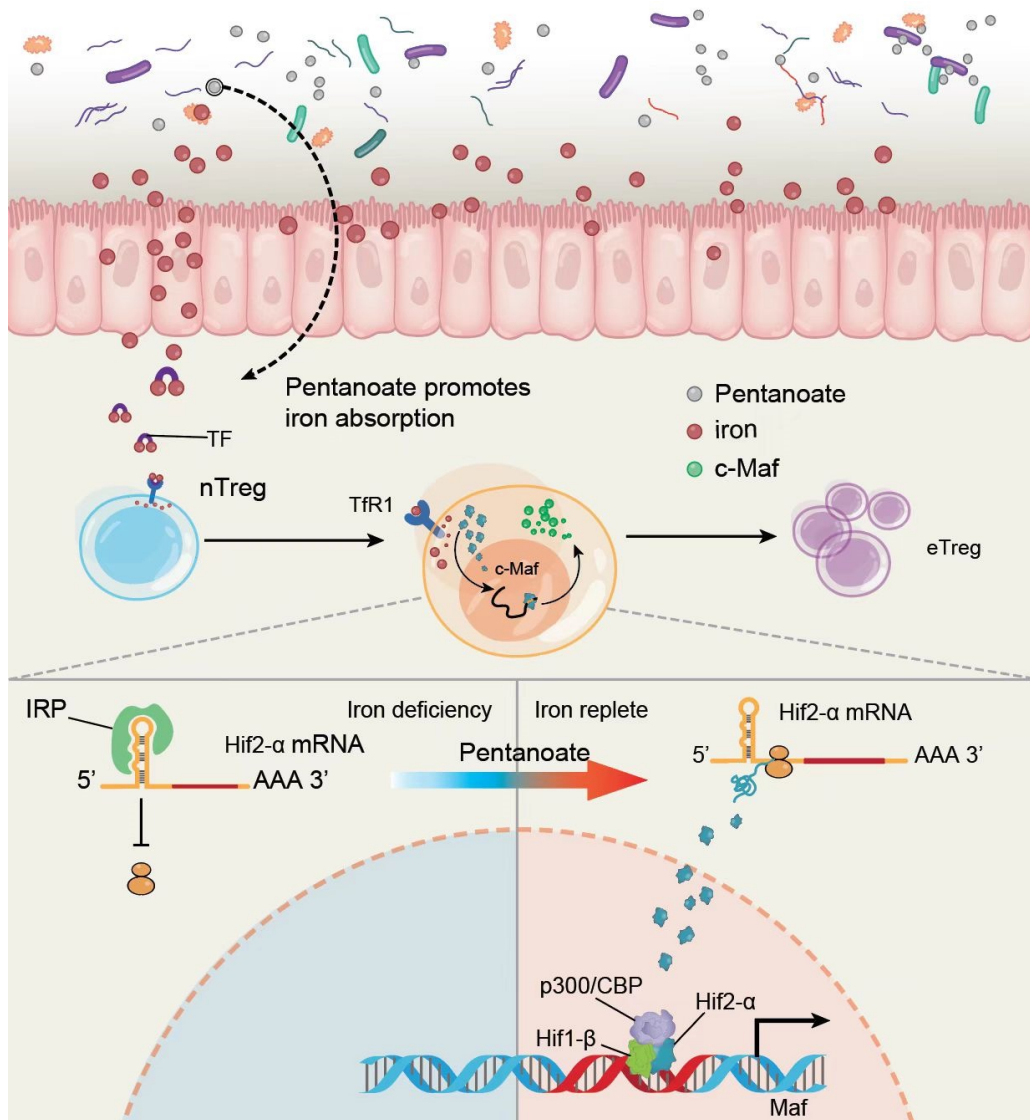

**Figure S10**

**Figure S10. A proposed model of this study.**

Commensal microbiota produces pentanoate, which enhances iron uptake in the intestine and boosts iron procurement by colonic Treg cells. Elevated intracellular iron levels prevent IRPs from binding to the 5'UTR of HIF-2 $\alpha$  mRNA and enhance the translation of this transcription factor in Treg cells. HIF-2 $\alpha$  then induces c-Maf expression together with HIF1 $\beta$  and maintains immune tolerance in the intestine. Iron deficiencies caused by the reduced expression of TfR1, absence of commensal microbiota, or dysbiosis result in the reduction in regulatory T cells in the intestine and autoinflammation in the intestine.

**a. Gating strategy in the colon**

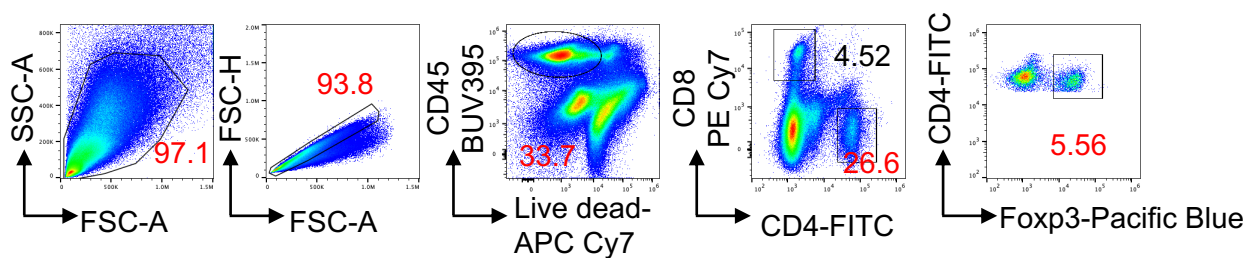

**b. Gating strategy for Treg cells in the colon of *Tfr<sup>+</sup> Foxp3<sup>YFP-Cre/+</sup>* mice**

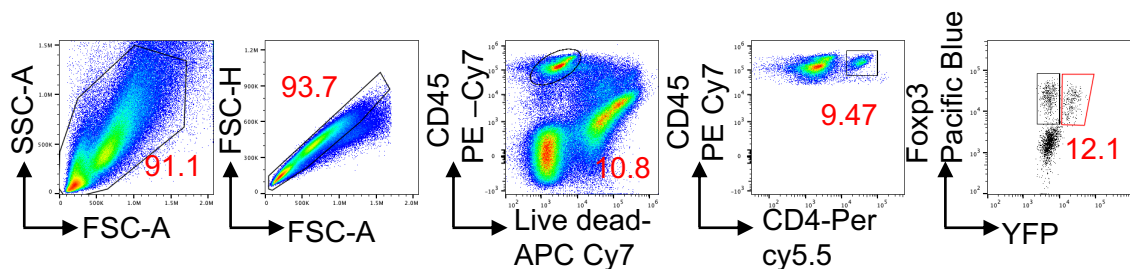

**c. Gating strategy for Treg cells in bone marrow transplantation model.**

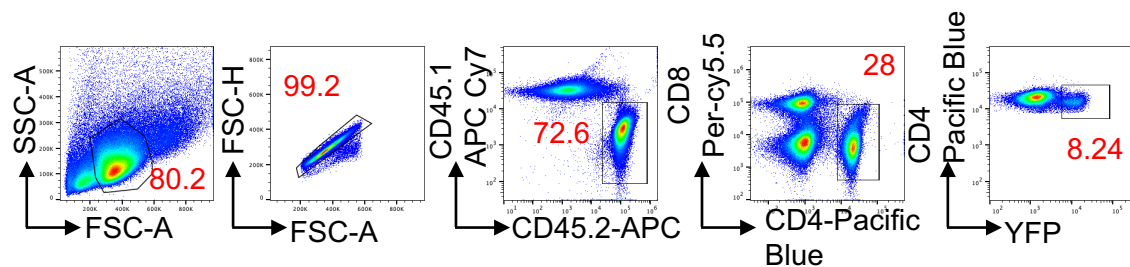

**d. Gating strategy for induced Treg cells *in vitro*.**

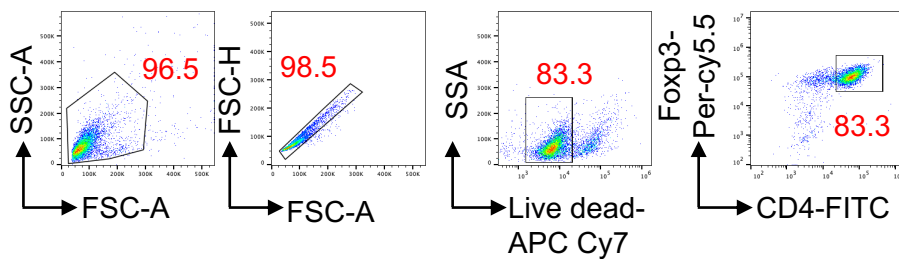

**Figure S11**

### Figure S11. Gating strategies for flow cytometric analysis

**a-d.** Lymphocytes were first identified by FSC-A/SSC-A gating, followed by singlet isolation based on FCS-H/FCS-A doublet-exclusion gating.

- a.** Gating strategy in the colon. Cells retrieved from the mouse colon were pre-gated on singlet cells by sequentially applying a Live/Dead Fixable dye vs CD45 gate. CD4 T cells were identified as CD45<sup>+</sup>CD4<sup>+</sup>CD8<sup>-</sup>. The percentage of Treg cells was assessed for the expression of Foxp3 in total CD4 T cells.
- b.** Gating strategy for Treg cells in the colon of *Tfr<sup>c</sup><sup>+/+</sup>Foxp3<sup>YFP-Cre/+</sup>* mice. As in **a**, total CD4 T cells in *Tfr<sup>c</sup><sup>+/+</sup>Foxp3<sup>YFP-Cre/+</sup>* mice were pre-gated on live CD45<sup>+</sup> lymphocytes. Then Treg cells were divided into two populations based on the expression of Foxp3 and YFP.
- c.** Gating strategy for Treg cells in the bone marrow transplantation model. *Rag1*<sup>-/-</sup> mice were reconstituted with *Tfr<sup>c</sup>* cKO (*Tfr<sup>c</sup><sup>fl/fl</sup>Foxp3<sup>YFP-IRES-Cre/y</sup>* mice, CD45.2<sup>+</sup>) or WT (*Tfr<sup>c</sup><sup>+/+</sup>Foxp3<sup>YFP-IRES-Cre/y</sup>* mice CD45.2<sup>+</sup>) bone marrow cells mixed with B6.SJL (CD45.1<sup>+</sup>) bone marrow. Eight weeks later, transferred CD45.2<sup>+</sup> lymphocytes in the recipients were identified by singlet cell gating and CD45.2<sup>+</sup> gating. Tester CD4 T cells were defined as CD45.2<sup>+</sup>CD4<sup>+</sup>CD8<sup>-</sup>. After gating CD4<sup>+</sup> T cells, Treg cells were assessed based on YFP expression.
- d.** Gating strategy for induced Treg cells *in vitro*. For Treg cells cultured *in vitro*, lymphocytes were pre-gated on live singlet cells by FCS-H vs FCS-A gating and Live/Dead Fixable dye vs SSA gating. After gating on singlet cells, Treg cells were defined as CD4<sup>+</sup> Foxp3<sup>+</sup>.

## References

1. Zhou, Y.Y. *et al.* Metascape provides a biologist-oriented resource for the analysis of systems-level datasets. *Nature Communications* **10** (2019).
2. Subramanian, A. *et al.* Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. *Proc Natl Acad Sci U S A* **102**, 15545-15550 (2005).
3. Sanchez, M., Galy, B., Muckenthaler, M.U. & Hentze, M.W. Iron-regulatory proteins limit hypoxia-inducible factor-2alpha expression in iron deficiency. *Nat Struct Mol Biol* **14**, 420-426 (2007).
4. Zimmer, M. *et al.* Small-molecule inhibitors of HIF-2a translation link its 5'UTR iron-responsive element to oxygen sensing. *Mol Cell* **32**, 838-848 (2008).
5. Schodel, J. *et al.* Common genetic variants at the 11q13.3 renal cancer susceptibility locus influence binding of HIF to an enhancer of cyclin D1 expression. *Nature Genetics* **44**, 420-U229 (2012).

# Supplementary material for: Microbiota-assisted iron uptake promotes immune tolerance in the intestine
**Source:** Nat Commun. 2023 May 15;14:2790. doi: 10.1038/s41467-023-38444-2
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**Supplementary Data 1.** PRISM dataset used in this study.

**Supplementary Data 2.** HMP2 dataset used in this study.

**Supplementary Data 3.** Primers used in this study.

# Supplementary material for: Microbiota-assisted iron uptake promotes immune tolerance in the intestine
**Source:** Nat Commun. 2023 May 15;14:2790. doi: 10.1038/s41467-023-38444-2
**Supplement:** Supplementary file 7 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection

Data analysis

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Source data are provided with this paper. scRNA-seq and bulk RNA sequencing datasets have been deposited in the GEO under accession number GEO: GSE195607. The mass spectra data of PRISM was deposited at metabolomics workbench study ST000923. The Taxonomic and functional profiles for metabolomes (MBX) and host transcriptomes (HTX) were deposited at HMP2 which could be downloaded at <http://ibdmdb.org> in July 2020. The authors declare that all data supporting the findings of this study are available within the paper and its Supplementary Information files or from the corresponding author upon reasonable request.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research.](#)

### Reporting on sex and gender

Clinical data used for IBD analysis were obtained from HPM2 and PRISM, sex and gender of specimens were presented in Supplementary dataset 1 and 2.

### Population characteristics

Population characteristics were indicated in Supplementary dataset 1 and 2.

### Recruitment

Clinical data included in this paper were downloaded from HPM2 or PRISM database. The authors do not see any potential bias in the generation or interpretation of the data reported in this study.

### Ethics oversight

HMP2 was reviewed by the Institutional Review Boards at each sampling site: overall Partners Data Coordination (IRB #2013P00215); MGH Adult cohort (IRB#2004P001067); MGH Paediatrics (IRB# 2014P001115); Emory (IRB#00071468); Cincinnati Children's Hospital Medical Center (2013-7586); and Cedars-Sinai Medical Center (3358/CRO0011696). PRISM was reviewed and approved by the Partners Human Research Committee (ref. 2004-001067).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

### Sample size

No statistical method was used to predetermine the sample size for experiments. Sample size was based on experimental feasibility, sample availability and according to published literature. See specific legends for details.

### Data exclusions

No data was excluded from analyses.

### Replication

Replicates were used in all experiments as noted in figure legends, and all experiments were successfully repeated at least three times.

### Randomization

Mice were age and sex-matched and randomized where appropriate (e.g. prior to initiating treatment for matched conditions). Mice used in antibiotics or DSS treatment were administered to antibiotics or DSS first, then randomly assigned to control or pentanoate groups. For other experiments, mice were randomized and evenly distributed across both male and female littermates in cages. In experiments involving transgenic mice, littermates with different genotypes were cohoused for the duration of experiments. Allocation into experimental groups was random.

### Blinding

Histopathological analysis was single-blinded. Investigators were not blinded to treatment groups or data analysis, as knowledge of this information was essential to conduct the studies.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies used

TfR1-APC (R17217, Invitrogen, 17071182), CD44-APC (IM7, Biolegend, 103012), CD44-FITC (IM7, Biolegend, 103005), CD62L-PE/Cy7 (MEL-14, Invitrogen, 25062182), Foxp3-PE (FJK-16s, Invitrogen, 12577382), CD4-PerCP/Cy5.5 (GK1.5, Biolegend, 100434), Foxp3-Pacific Blue (FJK-16s, Invitrogen, 48577382), CD25-APC (PC61, Biolegend, 102012), c-Maf-APC (sym0F1, Invitrogen, 50985582), HIF-2 $\alpha$ -APC (ep190b, Invitrogen, MA5-16021), HIF-1 $\alpha$ -APC (Mgc3, Invitrogen, 17-7528-82), anti-CD16/32 (2.4G2, BD Pharmingen™, 553142), IL4-PE/Cy7 (11B11, Biolegend, 504117), IL-17A-APC (TC11-18H10.1, Biolegend, 506911), INF- $\gamma$ -APC (XMG1.2, Biolegend, 505810), CD4-FITC (GK1.5, BD Pharmingen™, 557307), CD11b-PerCP/Cy5.5 (M1/70, Biolegend, 101228), CD19-PE/Cy7 (6D5, Biolegend, 115520), CD8-APC (53-6.7, Biolegend, 100724), CD4-Pacific Blue (GK1.5, Biolegend, 100428), CD44-PE (IM7, Biolegend, 103024), OX-40-PE/Cy7 (OX-86, Biolegend, 119415), GITR-APC (DTA-1, Biolegend, 126312), PD-1-APC (J43, eBioscience™, 17998582), Ki-67-APC (16A8, Biolegend, 652406), CD152-PE/Cy7 (UC10-4B9, Biolegend, 106314), Helios-PE/Cy7 (22F6, Biolegend, 137236), ICOS-APC (7E.17G9, Invitrogen, 17994282), CD103-PE/Cy7 (2E7, Biolegend, 121425), Ahr-PE (4MEJ, Invitrogen, 12-5925-82), T-bet-PE (4B10, eBioscience, 12-5825-80), ROR gamma (t) -PE (B2D, eBioscience™, 12-6981-82), Gata3 PE-Cy7 (TWAJ, eBioscience™, 25-9966-42), ferritin (EPR3004Y, abcam, ab75973).

## Validation

Antibodies used in this study are commercially available and are validated by the manufacturers, related information are available from their website:

Rat anti mouse TfR1-APC (R17217, Invitrogen, 17071182) /flow-cytometry  
<https://www.thermofisher.cn/cn/zh/antibody/product/CD71-Transferrin-Receptor-Antibody-clone-R17217-R17-217-1-4-Monoclonal/17-0711-82>

Collins N, et al. Cell. 2019 Aug 22;178(5):1088-1101.e15. doi: 10.1016/j.cell.2019.07.049.

Rat anti mouse /human CD44-APC (IM7, Biolegend, 103012)/flow-cytometry  
<https://www.biolegend.com/en-us/products/apc-anti-mouse-human-cd44-antibody-312>  
 Dai B, et al. 2012. Mol Ther. 20:1800.

Rat anti mouse /human CD44-FITC (IM7, Biolegend, 103005)/flow-cytometry  
<https://www.biolegend.com/en-us/products/fitc-anti-mouse-human-cd44-antibody-314>  
 Kamijo S, et al. 2013. J Immunol. 190:4489.

Rat anti mouse CD62L-PE/Cy7 (MEL-14, Invitrogen, 25062182)/flow-cytometry  
<https://www.thermofisher.cn/cn/zh/antibody/product/CD62L-L-Selectin-Antibody-clone-MEL-14-Monoclonal/25-0621-82>  

Rat anti Bovine/Dog/Cat/Mouse/Pig/Rat Foxp3-PE (FJK-16s, Invitrogen, 12577382)/flow-cytometry  
<https://www.thermofisher.cn/cn/zh/antibody/product/FOXP3-Antibody-clone-FJK-16s-Monoclonal/12-5773-82>  
 Valeria Roca, et al. Reproduction. 2009 Oct;138(4):733-42. doi: 10.1530/REP-09-0171. Epub 2009 Jul 24.

Rat anti mouse CD4-PerCP/Cy5.5 (GK1.5, Biolegend, 100434)/flow-cytometry  
<https://www.biolegend.com/en-us/products/percp-cyanine5-5-anti-mouse-cd4-antibody-4220>  
 Chen J, et al. 2014. Cell Res. 24:1050.

Rat anti Bovine/Dog/Cat/Mouse/Pig/Rat Foxp3-Pacific Blue (FJK-16s, Invitrogen, 48577382)/flow-cytometry  
<https://www.thermofisher.cn/cn/zh/antibody/product/FOXP3-Antibody-clone-FJK-16s-Monoclonal/48-5773-82>  
 Michael Pritsch, et al. J Immunol Res. 2016;2016:3576028. doi: 10.1155/2016/3576028. Epub 2016 Apr 27.

Rat anti mouse CD25-APC (PC61, Biolegend, 102012)/flow-cytometry  
<https://www.biolegend.com/en-us/products/apc-anti-mouse-cd25-antibody-420>  
 Oomizu S, et al. 2012. Clin Immunol. 143:51.

Mouse anti mouse/human c-Maf-APC (sym0F1, Invitrogen, 50985582)/flow-cytometry  
<https://www.thermofisher.cn/cn/zh/antibody/product/c-MAF-Antibody-clone-sym0F1-Monoclonal/50-9855-82>  
 Dominik Aschenbrenner, et al. Nat Immunol. 2018 Oct;19(10):1126-1136. doi: 10.1038/s41590-018-0200-5. Epub 2018 Sep 10.

Mouse anti Bovine/Hamster/Human/Mouse/Rat HIF-2 $\alpha$ -APC (ep190b, Invitrogen, MA5-16021)/flow-cytometry  
<https://www.thermofisher.cn/cn/zh/antibody/product/HIF-2-alpha-Antibody-clone-ep190b-Monoclonal/MA5-16021>

Mouse anti mouse/human HIF-1 $\alpha$ -APC (Mgc3, Invitrogen, 17-7528-82)/flow-cytometry  
<https://www.thermofisher.cn/cn/zh/antibody/product/HIF-1-alpha-Antibody-clone-Mgc3-Monoclonal/17-7528-82>

anti mouse anti-CD16/32 (2.4G2, BD Pharmingen™, 553142)/flow-cytometry  
<https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/purified-rat-anti-mouse-cd16-cd32-mouse-bd-fc-block.553142>  
 Araujo-Jorge T, et al. An Fc gamma RIII-, Fc gamma RIII-specific monoclonal antibody (2.4G2) decreases acute Trypanosoma cruzi infection in mice. Infect Immun. 1993; 61(11):4925-4928.

Rat anti mouse IL4-PE/Cy7 (11B11, Biolegend, 504117)/flow-cytometry

<https://www.biolegend.com/en-us/products/pe-cyanine7-anti-mouse-il-4-antibody-7119>  
Wang W, et al. 2007. J. Immunol. 178:4885.

Rat anti mouse IL-17A-APC (TC11-18H10.1, Biolegend, 506911)/flow-cytometry  
<https://www.biolegend.com/en-us/products/alexa-fluor-647-anti-mouse-il-17a-antibody-3536>  
Kawashima H, et al. 2013. J Immunol. 191:3614.

Rat anti mouse NF- $\gamma$ -APC (XMG1.2, Biolegend, 505810)/flow-cytometry  
<https://www.biolegend.com/en-us/products/apc-anti-mouse-ifn-gamma-antibody-993>  
Lee J, et al. 2007. Nat Immunol. 8:181.

Rat anti mouse CD4-FITC(GK1.5, BD Pharmingen™, 557307)/flow-cytometry  
<https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/fic-rat-anti-mouse-cd4.557307>  
Frederickson GG, Basch RS. L3T4 antigen expression by hemopoietic precursor cells. J Exp Med. 1989; 169(4):1473-1478.

Rat anti mouse/Human/Cynomolgus/Rhesus CD11b-PerCP/Cy5.5 (M1/70, Biolegend,101228)/flow-cytometry  
<https://www.biolegend.com/en-us/products/percp-cyanine5-5-anti-mouse-human-cd11b-antibody-4257>  
Sharif O, et al. 2013. J Immunol. 190:5640.

Rat anti mouse CD19-PE/Cy7 (6D5, Biolegend,115520)/flow-cytometry  
<https://www.biolegend.com/en-us/products/pe-cyanine7-anti-mouse-cd19-antibody-1907>  
Morgado P, et al. 2014. Infect Immun . 82:4047.

Rat anti mouse CD8-APC (53-6.7, Biolegend, 100724)/flow-cytometry  
<https://www.biolegend.com/en-us/products/alexa-fluor-647-anti-mouse-cd8a-antibody-2699>  
Kao C, et al. 2005. Int. Immunol. 17:1607.

Rat anti mouse CD4-Pacific Blue (GK1.5, Biolegend,100428)/flow-cytometry  
<https://www.biolegend.com/en-us/products/pacific-blue-anti-mouse-cd4-antibody-3316>  
Dialynas DP, et al. 1983. J. Immunol. 131:2445.  
Rat anti mouse/human CD44-PE (IM7, Biolegend, 103024)/flow-cytometry  
<https://www.biolegend.com/en-us/products/pe-anti-mouse-human-cd44-antibody-2206>  
Wang XY, et al. 2008. Blood 111:2436.

Rat anti mouse OX-40-PE/Cy7 (OX-86, Biolegend, 119415)/flow-cytometry  
<https://www.biolegend.com/en-us/products/pe-cyanine7-anti-mouse-cd134-ox-40-antibody-12101>  
Al-Shamkhani A, et al. 1996. Eur. J. Immunol. 26:1695.

Rat anti mouse GITR-APC (DTA-1, Biolegend, 126312)/flow-cytometry  
<https://www.biolegend.com/en-us/products/apc-anti-mouse-cd357-gitr-antibody-4646>  
Alissafi T, et al. 2020. Cell Metabolism. 32(4):591-604.e7.

Armenian hamster anti mouse PD-1-APC (J43, eBioscience™, 17998582)/flow-cytometry  
<https://www.thermofisher.cn/cn/zh/antibody/product/CD279-PD-1-Antibody-clone-J43-Monoclonal/17-9985-82>  
Mohammed Javeed I Ansari, et al.J Exp Med. 2003 Jul 7;198(1):63-9. doi: 10.1084/jem.20022125.

652406 Ki-67-APC ( 16A8, Biolegend, 652406 )/flow-cytometry  
<https://www.biolegend.com/en-us/products/apc-anti-mouse-ki-67-antibody-8447>  
Serr I, et al. 2016. Nat Commun. 7:10991.

Armenian Hamster anti mouse CD152-PE/Cy7(UC10-4B9, Biolegend, 106314)/flow-cytometry  
<https://www.biolegend.com/en-us/products/pe-cyanine7-anti-mouse-cd152-antibody-10318>  
Waterhouse P, et al. 1995. Science 270:985.

Armenian Hamster anti mouse Helios-PE/Cy7 (22F6, Biolegend, 137236)/flow-cytometry  
<https://www.biolegend.com/en-us/products/pe-cyanine7-anti-mouse-human-helios-antibody-12089>  
Thornton AM, et al. 2010. J. Immunol. 184:1.

Rat anti mouse ICOS-APC (7E.17G9, Invitrogen, 17994282)/flow-cytometry  
<https://www.thermofisher.cn/cn/zh/antibody/product/CD278-ICOS-Antibody-clone-7E-17G9-Monoclonal/17-9942-82>  
Katharina Essig, et al.Nat Commun. 2018 Sep 19;9(1):3810. doi: 10.1038/s41467-018-06184-3.

Armenian Hamster anti mouse CD103- PE/Cy7 (2E7, Biolegend, 121425)/flow-cytometry  
<https://www.biolegend.com/en-us/products/pe-cyanine7-anti-mouse-cd103-antibody-9899>  
LeFrancois L, et. al, 1994. Eur. J. Immunol. 24:635.

Rat anti mouse Ahr-PE (4MEJJ, Invitrogen, 12-5925-82)/flow-cytometry  
<https://www.thermofisher.cn/antibody/primary/query/12-5925-82>

Luis Felipe Campesato, et al. Nat Commun. 2020 Aug 11;11(1):4011. doi: 10.1038/s41467-020-17750-z.

Rabbit anti Mouse/Rat/Human ferritin (EPR3004Y, abcam, ab75973) was used for Flow Cyt (Intra) with a diution 1:100, the antibody can recongnize human Ferritin aa 50-150.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                      |                                                                                                                                                                              |
|----------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | Plat-E cell line was purchased from ATCC.                                                                                                                                    |
| Authentication                                                       | Plat-E cell line was not authenticated.                                                                                                                                      |
| Mycoplasma contamination                                             | The particular cells in the manuscript were not tested for mycoplasma, but our laboratory periodically test tissue culture facility for mycoplasma contamination in general. |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No commonly misidentified lines were used in this study.                                                                                                                     |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
|-------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Foxp3YFP-IRES-Cre, Foxp3eGFP-creERT2, Rag1 <sup>-/-</sup> , and C57BL/6 SJL (CD45.1) mice were obtained from Jackson laboratory. Tfrcl/fl mice were obtained from National Resource Center of Model Mice (Nanjing, China) and backcrossed to C57BL/6 background for over ten generations. Tfrcl cKO mice was generated by crossing Tfrcl/fl mice with Foxp3YFP-IRES-Cre mice. All mice were maintained under specific pathogen free conditions with a 12-h light, 12-h dark cycle, 30%-70% humidity, temperatures of 21.1-22.2°C, and given free access to food and water.<br>Germ-free mice were obtained and housed in germ-free isolators from National Resource Center of Model Mice (Nanjing, China). Except for Tfrcl/fl Foxp3YFP-IRES-Cre/y mice (referred to as Tfrcl cKO mice), age-matched mice used for all experiments in this study were from 6 to 8 weeks of age. Tfrcl cKO mice, that exhibited signs of systemic inflammation, were analyzed within 4 weeks of age. |
| Wild animals            | No wild animals were used in this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Reporting on sex        | Both female and male mice were included in this study. For chronic IBD model, 6-week-old female mice were administrated with DSS.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Field-collected samples | No field-collected samples were used in this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Ethics oversight        | All experiments performed in this study were approved by the institutional biomedical research ethics committee of the Westlake University.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                    |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
|--------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation | Intestines were collected and incubated in pre-digestion buffer (1 mM DTT, 10 mM EDTA and 10 mM HEPES in PBS) at 37 °C for 30 min to remove epithelial cells. Remaining tissues were dissociated in digestion buffer containing 1 mg/mL collagenase D (Worthington), 20 µg/mL DNase I (Roche), and 10% FBS (Hyclone) with constant stirring at 37 °C for 30 min. Mononuclear cells were then collected at the interface of a 40%–70% Percoll gradient (GE Healthcare).<br>Other organoids, including liver and lung, were minced with dissection scissors, and incubated with RPMI 1640 medium supplemented with 1 mg/mL collagenase D, 20 µg/mL DNase I, and 10% FBS on a shaker at 37 °C for 30 min, followed by Percoll gradient centrifugation. |
| Instrument         | CytoFLEX LX (Beckman) was used for flow cytometry analysis.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |

|                           |                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|---------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Software                  | FlowJo(v10)                                                                                                                                                                                                                                                                                                                                                                                                                                             |
| Cell population abundance | Sort-purification was carried out using BC MoFlo Astrios sorter (Beckman), with >98% purity.                                                                                                                                                                                                                                                                                                                                                            |
| Gating strategy           | For all experiments, cells of interest were grossly identified by FSC-A/ SSC-A scatter gating, followed by singlet isolation based on FCS-H/FCS-A doublet-exclusion gating. Dead cells were excluded from analysis based on the absence of fixable live/dead viability dye staining, immune cells were then identified by staining of CD45 marker. Detailed gating strategies for specific cell populations were provided in the extended data figures. |

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

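RNA of sorted Treg cells was measured in 4 libraries, 2 labelled WT and 2 labelled TfR1-deficient, which were mapped to genotype and replicate number from the sample labels and the paper's methods. The authors mapped the reads to mm9 with STAR and deposited whole-number counts of reads per Ensembl gene, not normalized and not pooled; their own differential expression analysis used DESeq, on RPKM according to the methods. The counting tool, the strand and the annotation release were not named in the paper's text. The identifiers run past those of GENCODE vM1, so the counting used a later annotation. All 47729 listed rows name a gene, and no column of sample values was left out. Symbols were found for 32799 of the identifiers, and identifiers without a symbol held 0.907% of all counts.

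From these counts, the 12536 genes that passed filterByExpr were scaled by TMM and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with genotype as the only term, Benjamini-Hochberg adjustment, a threshold of 0.05 and an absolute log2 fold change of at least 0.5. Standard errors of log2 fold changes are the fold change divided by the square root of edgeR's F statistic. CPM values are scaled by TMM, and log2 CPM uses a prior count of 2. Gene lists were tested with camera in limma 3.58.1 with a preset correlation of 0.01 and adjusted over the 7 lists (hypoxia, T-cell activation and effector, central Treg, proliferation, glycolysis, iron homeostasis and cholesterol synthesis). DESeq2 1.42.0, other scaling factors, other count filters, other minimum changes, a block for the replicate number, fry, camera with an estimated correlation and the omission of each library in turn were the alternatives. These, the gene lists and the rule for named genes were chosen before the data were examined. Fits with 3 libraries give values only, with no p-value or count of calls.

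The genes to be named were those the paper names for these libraries, *Tfrc*, *Foxp3*, the HIF genes, sex-linked genes, and the 3 largest movers in each direction of a list with an adjusted p-value under 0.05. Values are not given for every gene of this rule. The 5 largest changes in each direction at an adjusted p-value under 0.05 were to be named as well, and 0 genes passed. Other genes are marked where they were chosen after their values were seen. Markers of other cell types (B cell, myeloid, erythroid, CD8 T cell, NK cell, platelet) were fixed at the same time as the gene lists, and a list of 20 macrophage genes was added after values had been seen. Synonyms from the RefSeq gene table of GRCm38.p6 were used to match symbols only.

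Totals ranged from 10841939 to 17278448 counts per library, and the spread between replicates rather than counting error limits the precision for most tested genes. The replicates of each genotype differed far beyond counting noise, with a chi-square per degree of freedom of 20.7 for WT and 32.1 for TfR1-deficient, so none was treated as a repeat of another. The fits were tested on simulated counts drawn from the real means, library sizes and dispersions, with 200 of 12185 tested genes changed one by one and 50 more lowered together by 0.5 on the log2 scale as a list. Each gene was drawn independently, so the simulated counts lack the axis that many genes share in the real libraries. The rates below may therefore not carry over to the real fits. edgeR recovered 123 of the 200 (61.5%) and called 13 of 11935 unchanged genes, and DESeq2 recovered 148 (74.0%) and called 49. Of the 134 genes changed by 2 or 3 on the log2 scale edgeR recovered 112, and of the 66 changed by 1 it recovered 11. In counts simulated with no change, edgeR called 48 of 20891 genes without a count filter and 3 of 12548 with filterByExpr. The gene sets of the study's own enrichment analyses, the reads and exon-level counts were not analysed here.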

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

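For the genes of this part, the tests on chromosome 16 and on macrophage RNA were chosen only after the result was seen. A signal in genes that the paper does not discuss was found with DESeq2: 6 genes were higher in both libraries labelled TfR1-deficient than in both WT libraries at an adjusted p-value under 0.05. They are *St6galnac2* (log2 fold change 1.96, standard error 0.31, adjusted p = 1.6e-06), *Tbc1d23* (1.37), *Gm4956* (1.34), *Cnn3* (1.28), *BC018473* (1.21) and *Lars2* (0.86), with adjusted p-values up to 0.045, and they are named after their values were seen. In edgeR the adjusted p-value of each was 0.911. In simulated counts, drawn independently for each gene, DESeq2 called 49 unchanged genes beside 148 changed ones. Single genes of this kind can be false calls, at a rate that such counts do not settle.

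The tables argue against several technical sources. With all libraries drawn down to the smallest, 6 of the 6 passed again, which argues against library size. With each library's trend with GC content and exon length removed, the lowest of the 6 log2 fold changes was 0.80. Macrophage RNA follows another order of the libraries than these 6 genes: a list of 20 macrophage genes was lower in TfR1-deficient replicate 1 than in WT replicate 1, with a median log2 ratio of -4.10, which argues against it. The ratios of the 6 genes themselves are no test of this, as the genes were chosen for being higher in the libraries labelled TfR1-deficient. The 5 genes on other chromosomes cannot themselves lie in a stretch of chromosome 16 linked to the floxed *Tfrc* allele. An effect of such a stretch on genes elsewhere was not tested, since the same mice carry both. For *Tbc1d23*, which lies on chromosome 16 at 24.6 Mb from *Tfrc*, linkage and genotype cannot be told apart for the same reason. *St6galnac2* and *BC018473* lie close together on chromosome 11 (116536617 to 116556182 and 116613481 to 116620687). Variants of the mouse strain, overlapping transcripts and reads shared with other copies of a gene were not tested for these 6 genes. A response to the loss of TfR1 stays open as well, untested, in libraries whose *Tfrc* counts did not fall.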

How the results depend on the processing

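The counts of genes depended on the test and the filter. At an adjusted p-value under 0.05, edgeR gave 0 higher and 0 lower genes (200 and 311 at the unadjusted p-value) in the main setting and also with DESeq2's size factors, with total library size only, with at least 10 counts in every library, with no minimum change, with a minimum log2 fold change of 1 and with the replicate block. DESeq2's Wald test gave 6 higher and 28 lower. Without a filter beyond 1 count in any library, edgeR gave 167 higher and 95 lower, and 650 higher at the unadjusted p-value; 238 of these 262 genes at the adjusted p-value were among those that the filtered fit also tested, so most of the calls were not in the added low-count genes. In simulated counts without any change the unfiltered fit called 48 genes and the filtered one 3. A minimum log2 fold change of 1 left 91 higher and 104 lower genes at the unadjusted p-value, as fewer changes are that large. Why DESeq2 and the unfiltered fit gave more genes was not tested. DESeq2's Wald test, DESeq2's size factors, total library size only, at least 10 counts in every library and no minimum change moved the unadjusted counts by less than 1.5 times, and with total library size only they were 239 higher and 264 lower, where TMM gave 200 and 311.

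The replicate numbers do not pair the libraries: deviations of same-numbered libraries from their group means had a correlation across genes of -0.61. The fit with the replicate block gave 70 higher and 141 lower genes at the unadjusted p-value, and most of them were shared with the fit without it; it changed the call of no gene list. A crossed pairing, chosen after seeing the data, of WT replicate 1 with TfR1-deficient replicate 2 and of WT replicate 2 with TfR1-deficient replicate 1 gave 150 higher and 210 lower genes at an adjusted p-value under 0.05 and 596 and 519 at the unadjusted p-value.

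The T-cell activation and effector list stayed lower in each setting, with a median log2 fold change of -0.46 in the main fit, -0.43 to -0.51 under the other scalings, the stricter filter and the block, and -0.44 without the genes the paper names. Its adjusted p-value was at most 2.5e-09 in each of these. It did not pass under fry (median -0.46, adjusted p = 0.271) or under camera with an estimated correlation (median -0.46, adjusted p = 0.494), which allow for correlation among the genes. With each library left out the median ran from -0.81, without TfR1-deficient replicate 2, to -0.30, without WT replicate 1. The hypoxia list, at -0.01, changed sign with DESeq2's size factors (0.0058), total library size only (0.029) and at least 10 counts in every library (0.013), and no setting brought its adjusted p-value under 0.708. The glycolysis list ran from -0.11 to 0.084 over the fits that each left out 1 library, with the highest value without WT replicate 1. The iron homeostasis list ran from 0.13 to 0.25, with the lowest value without TfR1-deficient replicate 2. The cholesterol synthesis list ran from -0.17 without WT replicate 2 to -0.02 without TfR1-deficient replicate 2. The proliferation list, at 0.05, ran from -0.86 without TfR1-deficient replicate 2 to 1.07 without WT replicate 1. The median of no other list changed its sign or its call under another test, scaling, filter or block. The median log2 fold change of all tested genes was 0.0085 with TMM, 0.022 with DESeq2's size factors and 0.045 with total library size only. Under these 2 other scalings the hypoxia list thus changed sign together with an upward shift of the tested genes as a whole. The cause of the other sign changes was not tested.

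For 23 named genes, 115 values under another test, scaling, filter or block were compared with the main fit. In 97 the direction and the call stayed, 12 passed the adjusted threshold where the main fit did not, all under DESeq2 or without the count filter, and 6 changed sign. These 6 were *Tfrc*, at 0.0043 in DESeq2, 0.0059 with DESeq2's size factors, 0.030 with total library size only and 0.0045 without the filter, and *Mki67*, at 0.0050 with total library size only and 0.059 with the replicate block. In the main fit *Tfrc* was at -0.0065 (standard error 0.16) and *Mki67* at -0.034 (standard error 0.64), so these are changes around 0. With DESeq2's size factors and with total library size only, the median of all tested genes also moved up. The sign changes under these scalings are therefore not specific to the 2 genes. Of 92 values with 1 library left out, 15 moved by more than the spread between replicates and 13 had the other sign. With 2 libraries in each group, edgeR recovered 11 of 66 genes changed by 1 on the log2 scale in simulated counts. Those counts lack the axis shared by many genes, so the rate in the real libraries may differ.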

Differences from the paper's values

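In edgeR's main setting and with DESeq2's Wald test, no value compared differed from the paper's by the criteria applied, which require one value to be more than 1.5 times the other for a count; other settings did. The paper's numbers of genes, 219 higher and 312 lower, were 200 and 311 in edgeR at an unadjusted p-value under 0.05, and 219 and 313 with DESeq2's Wald test at an unadjusted p-value under 0.05, which is the test the legend of Supplementary Fig. S6a names. At an adjusted p-value under 0.05, edgeR gave 0 and 0 and DESeq2 gave 6 and 28. Of the settings chosen before the data were examined, the replicate block (70 and 141), a minimum log2 fold change of 1 (91 and 104) and, for higher genes, no count filter (650) gave counts more than 1.5 times away from the paper's. The log2 fold change of *Il10*, about -2.9 in Supplementary Fig. S6a, read by eye, was -2.88 in edgeR and -2.20 without WT replicate 1, the only setting compared for *Il10* that took it further from the paper's value than the spread between replicates.

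The paper counts *Pdcd1* and *Icos* among the suppressed genes. In edgeR they were lower by a log2 fold change of -0.72 and -0.59 and did not pass an unadjusted p-value of 0.05. DESeq2's Wald test called both at the unadjusted p-value (0.022 and 0.032) and neither at the adjusted one, and edgeR without a count filter called *Pdcd1* at an adjusted p-value of 0.029.

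The paper states that *Ctla4*, *Icos* and *Pdcd1* were among the most suppressed genes. Ranked by log2 fold change among all 12536 tested genes, with the lowest first, *Ctla4* was at 444, *Pdcd1* at 557 and *Icos* at 805, while *Il10* was at 9, *Itgae* at 37, *Fgl2* at 51 and *Ahr* at 72. This rank is by size of change only. *Ctla4*, *Il10*, *Itgae* and *Fgl2* were among the 28 lower genes at an adjusted p-value under 0.05 in DESeq2's Wald test, and *Pdcd1*, *Icos* and *Ahr* were not.

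The paper states that genes of the hypoxia response were lower in TfR1-deficient Treg cells (Supplementary Fig. S7a). The hypoxia list used here, which is not the gene set of that figure, had a median log2 fold change of -0.01 (adjusted p = 0.811 from limma's camera), and none of the settings tried brought it past the threshold.

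Supplementary Fig. S6c shows lower OX-40, GITR, Ki-67 and Helios in TfR1-deficient Treg cells by flow cytometry, measured on protein. The counts of the corresponding transcripts did not separate the groups: the log2 fold change was 0.14 for *Tnfrsf4*, 0.05 for *Tnfrsf18*, -0.03 for *Mki67* and -0.26 for *Ikzf2*, each with overlapping libraries.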

Other observations

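Except for the macrophage list, the gene lists, the cell type markers and the rule for named genes were chosen before the data were examined. So was the omission of each library in turn. The tests on library size and on trends with GC content and exon length were set before their results were seen. The same holds for the pair of libraries with little macrophage RNA and the list without its chromosome 16 members. The other tests on possible sources of a pattern were set after.

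The libraries differed most along an axis unrelated to their labels, which parted WT replicate 1 and TfR1-deficient replicate 2 from WT replicate 2 and TfR1-deficient replicate 1. Tested as a split, it gave 205 genes at an adjusted p-value under 0.05 (1462 at the unadjusted p-value), against 0 and 511 for the genotypes. Of the 3 ways to split the 4 libraries into pairs, 2 gave as many genes at the unadjusted p-value as the genotypes do, the genotypes included, and with 3 splits no share under 0.05 can be reached. The split by replicate number gave 49. Macrophage RNA is a candidate source for part of it. Of 4 myeloid markers fixed before the data were examined that could be tested, 3 (*Lyz2*, *Csf1r* and *Emr1*) were higher in both libraries of that pair than in both others, and *Cst3* was not. Of a list of 20 macrophage genes, all 20 were, where 22.9% of all tested genes were; 2 of the 20, *Slc40a1* and *Hmox1*, are also in the iron homeostasis list, and several had been seen before the list was written. The most abundant moved with the rest: *Ctsb* was at 1195 and 2403 CPM against 887 and 810 CPM, *Vcam1* at 273 and 849 against 3.56 and 4.38, *Apoe* at 171 and 611 against 19.1 and 40.6, and *Slc40a1*, which encodes the iron exporter ferroportin, at 208 and 548 against 10.3 and 11.7. Between TfR1-deficient replicate 2 and WT replicate 1 the macrophage genes had a median log2 ratio of 1.59.

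Macrophage RNA does not account for the proliferation genes of the same axis. All 30 were higher in WT replicate 1 and TfR1-deficient replicate 2, with a median log2 ratio of 1.63 over the other WT library and 1.48 over the other library labelled TfR1-deficient, but between these 2 libraries themselves the median was 0.020, and the highest of the 30 was 0.35. The axis also outlasted 2 technical corrections. With counts drawn down to the smallest library 207 genes parted the libraries, and with trends with GC content and exon length removed 184 did. The 10 most counted genes took at most 5.24% of the counts of any library. A shared day of sorting or sequencing, the age of the mice or the state of their Treg cells may lie behind it. The methods name 2 sequencing platforms without saying which library ran on which. The labels and the paper name no such grouping of the libraries, and none of these was tested.

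The iron homeostasis list carries this mixture. Its median log2 fold change was 0.21 with all 25 genes and 0.12 without *Slc40a1* and *Hmox1*, and between TfR1-deficient replicate 1 and WT replicate 2 it was 0.08. An increase of iron export genes in these libraries therefore cannot be read as a change in Treg cells. Erythroid RNA followed another order: *Hba-a1* was at 9.90 CPM in WT replicate 1, 62.1 in WT replicate 2, 23.2 in TfR1-deficient replicate 1 and 162.8 in TfR1-deficient replicate 2. Of the B cell genes, *Cd79b* lay between 24.1 and 38.5 CPM and *Ighm* between 1077 and 1535 CPM, while *Cd74*, which macrophages also express, was at 1034 CPM in TfR1-deficient replicate 2 and at most 307 CPM elsewhere. The CD8 T cell gene *Cd8b1* lay between 10.8 and 12.3 CPM and the NK cell gene *Klrb1c* between 1.78 and 2.85 CPM, and the platelet genes *Ppbp* and *Pf4* did not pass the count filter.

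The lower T-cell activation and effector list was weighed against the same sources. Its median was -0.44 with counts drawn down to the smallest library and -0.56 with trends with GC content and exon length removed. Between TfR1-deficient replicate 1 and WT replicate 2, which hold little macrophage RNA, it was -0.46, and between TfR1-deficient replicate 2 and WT replicate 1, which hold more, it was -0.52; each is a comparison of 2 libraries without a replicate. Without its 4 members on chromosome 16 the median was -0.52. Leaving out 4 of 59 genes can move a median only a little. The value shows that the members on other chromosomes were lower too. All 7 effector genes that the paper's text names were lower in each of these 2 comparisons. This is no separate test, since each had both libraries labelled TfR1-deficient below both WT libraries, and the study chose them on these libraries. The list medians argue against library size, GC content, macrophage RNA and linkage of the list members themselves to *Tfrc* as the whole cause. They do not bear on an effect of a stretch linked to *Tfrc* on genes elsewhere. A smaller share of effector cells among the sorted Treg cells and fewer transcripts per cell cannot be told apart in bulk RNA, since the central Treg list, with a median of 0.15 (adjusted p = 0.165 from limma's camera), fits both. The paper's flow cytometry of splenic YFP+ Treg cells of these genotypes bears on both. It reports a smaller share of effector and c-Maf+ cells, and less c-Maf protein per effector Treg cell. From these libraries alone, a change that follows the loss of TfR1 is a hypothesis that remains open. The paper's case for it also rests on other experiments. These include flow cytometry of effector molecules (Supplementary Fig. S6c) and mixed bone marrow chimeras, in which few effector or c-Maf+ Treg cells came from TfR1-deficient marrow.

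*Tfrc* counts did not fall in the libraries labelled TfR1-deficient (log2 fold change -0.0065). An exchange of the labels of one WT and one TfR1-deficient library stays open. The largest absolute log2 fold change of *Tfrc* over the 3 ways to split the libraries was 0.15, which would argue against an exchange only if the deletion showed in the counts of the whole gene. Reads from exons outside the deleted part, which are counted on the whole gene, may hide a deletion, and the value of -0.0065 does not decide this, because counts per exon were not analysed here. Cells that kept the gene, or a more stable transcript from the rest of the gene, were not tested. Outside these libraries, the paper reports loss of TfR1 protein from splenic Treg cells of *Tfrc* cKO mice. It also reports less iron in CD25+YFP+ cells of the genotypes of these libraries.

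Genes called at the unadjusted p-value, with a log2 fold change of at least 0.5 in size, were most frequent on chromosome 16, which holds *Tfrc*, with 25 of 360 tested genes (6.94%) against 4.03% on the other chromosomes. A candidate explanation is a stretch of chromosome that travels with the floxed allele and differs from the WT mice. Over the 20 chromosomes tested, the adjusted p of this share was 0.20 (Fisher's exact test). Within 20 Mb of *Tfrc* 15 of 207 genes (7.25%) were called, an odds ratio of 1.84 against the other tested genes of these chromosomes (Fisher's exact test, unadjusted p = 0.032), so linkage stays open. By distance from *Tfrc*, 9 of 83 genes (10.8%) were called within 10 Mb, 6 of 124 (4.84%) at 10 to 20 Mb, 4 of 76 (5.26%) at 20 to 30 Mb and 6 of 77 (7.79%) beyond 30 Mb. The region holds *Plcxd2* (45959376 to 46010331), the gene with the lowest p-value of all in edgeR (log2 fold change -1.81), and beside it *Cd96* (-1.04) and, further off, *Tigit* (-0.82), which are named after their values were seen. Sequence variants in the reads, which would decide it, were not analysed here.

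The paper reports that HIF-2α transcripts, measured by PCR in Treg cells of these genotypes, were not significantly lower. In the RNA-seq libraries *Epas1*, which encodes HIF-2α, was at 2.21 ± 0.47 CPM (SD, n = 2) in WT and 1.23 ± 0.02 CPM (SD, n = 2) in the libraries labelled TfR1-deficient (log2 fold change -0.85, standard error 0.50, adjusted p = 0.934 from edgeR's quasi-likelihood test). *Hif1a* had a log2 fold change of -0.43 (standard error 0.20, adjusted p = 0.911) and *Arnt* of -0.23 (standard error 0.15, adjusted p = 0.934) in the same test. These sizes depended on single libraries. With each library left out in turn, *Epas1* ranged from -1.04 to -0.60, *Hif1a* from -0.66 to -0.15 and *Arnt* from -0.37 to -0.11. *Hif3a* had at most 10 counts in any library and was not tested.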
